# Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation

**DOI:** 10.1371/journal.pgen.1008537

**Published:** 2020-01-21

**Authors:** Gregory R. Keele, Bryan C. Quach, Jennifer W. Israel, Grace A. Chappell, Lauren Lewis, Alexias Safi, Jeremy M. Simon, Paul Cotney, Gregory E. Crawford, William Valdar, Ivan Rusyn, Terrence S. Furey

## Abstract

Gene transcription profiles across tissues are largely defined by the activity of regulatory elements, most of which correspond to regions of accessible chromatin. Regulatory element activity is in turn modulated by genetic variation, resulting in variable transcription rates across individuals. The interplay of these factors, however, is poorly understood. Here we characterize expression and chromatin state dynamics across three tissues—liver, lung, and kidney—in 47 strains of the Collaborative Cross (CC) mouse population, examining the regulation of these dynamics by expression quantitative trait loci (eQTL) and chromatin QTL (cQTL). QTL whose allelic effects were consistent across tissues were detected for 1,101 genes and 133 chromatin regions. Also detected were eQTL and cQTL whose allelic effects differed across tissues, including local-eQTL for *Pik3c2g* detected in all three tissues but with distinct allelic effects. Leveraging overlapping measurements of gene expression and chromatin accessibility on the same mice from multiple tissues, we used mediation analysis to identify chromatin and gene expression intermediates of eQTL effects. Based on QTL and mediation analyses over multiple tissues, we propose a causal model for the distal genetic regulation of *Akr1e1*, a gene involved in glycogen metabolism, through the zinc finger transcription factor *Zfp985* and chromatin intermediates. This analysis demonstrates the complexity of transcriptional and chromatin dynamics and their regulation over multiple tissues, as well as the value of the CC and related genetic resource populations for identifying specific regulatory mechanisms within cells and tissues.

## Author summary

Genetic variation can drive alterations in gene expression levels and chromatin accessibility, the latter of which defines gene regulatory elements genome-wide. The same genetic variants may associate with both molecular events, and these may be connected within the same causal path: a variant that reduces promoter region chromatin accessibility, potentially by affecting transcription factor binding, may lead to reduced expression of that gene. Moreover, these causal regulatory paths can differ between tissues depending on functions and cellular activity specific to each tissue. We identify cross-tissue and tissue-selective genetic regulators of gene expression and chromatin accessibility in liver, lung, and kidney tissues using a panel of genetically diverse inbred mouse strains. Further, we identify a number of candidate causal mediators of the genetic regulation of gene expression, including a zinc finger protein that helps silence the *Akr1e1* gene. Our analyses are consistent with chromatin accessibility playing a role in the regulation of transcription. Our study demonstrates the power of genetically diverse, multi-parental mouse populations, such as the Collaborative Cross, for large-scale studies of genetic drivers of gene regulation that underlie complex phenotypes, as well as identifying causal intermediates that drive variable activity of specific genes and pathways.

## Introduction

Determining the mechanisms by which genetic variants drive molecular, cellular, and physiological phenotypes has proved to be challenging [1]. These mechanisms can be informed by genome-wide experiments that provide data on variations in molecular and cellular states in genotyped individuals. Most examples of such data, though, are largely observational, due in part to constraints of specific populations (*e.g*., humans), the limitations of existing experimental technologies, and the challenge of coordinating large numbers of experiments with multiple levels of data [2]. One approach to shed light on these dynamics is to pair complementary datasets from the same individuals and perform statistical mediation analysis (*e.g*., [3–5]), which has increasingly been used in genomics [6]. These analyses can identify putative causal relationships rather than correlational interactions, providing meaningful and actionable targets in terms of downstream applications in areas such as medicine and agriculture.

In human data, co-occurence of QTL across various multi-omic data has been used to assess potentially related and connected biological processes; examples include gene expression with chromatin accessibility [7] or regulatory elements [8], and ribosome occupancy with protein abundances [9]. More formal integration through statistical mediation analyses has also been used to investigate relationships between levels of human biological data, such as distal genetic regulation through local gene expression [10, 11], and eQTL with regulatory elements [12–14] and physiological phenotypes, such as cardiometabolic traits [15].

Though genetic association studies of human populations have been highly successful [16], animal models allow for more deliberate control of confounding sources of variation, including experimental conditions and population structure, and as such provide a potentially powerful basis for detecting associations and even causal linkages. Towards this end, genetically-diverse mouse population resources have been established, including the Collaborative Cross (CC) [17–19] and the Diversity Outbred (DO) population [20]. The CC and the DO are multiparental populations (MPP), derived from the same eight founder strains (short names in parentheses): A/J (AJ), C57BL/6J (B6), 129S1/SvImJ (129), NOD/ShiLtJ (NOD), NZO/H1LtJ (NZO), CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB). The CC are recombinant inbred strains and therefore replicable across and within studies; the DO are largely heterozygous, outbred animals, bred with a random mating strategy that seeks to maximize diversity. MPPs similar to the CC or DO have also been developed in other species, including rats, *Arabidopsis*, *Drosophila*, and yeast, and the use of MPPs in model organism research has accelerated significantly in recent years ([21] and refs therein).

As with humans, it is only recently that studies on MPPs have used mediation analysis to connect genetic variants with different levels of genomic data. A genome-wide mediation approach in 192 DO mice was used to link transcriptional and post-translational regulation of protein levels [22]. CC mice were then used to confirm results by showing correspondence with estimates of founder haplotype effects from each of the related populations. More recently, mediation analysis was used to connect chromatin accessibility with gene expression in embryonic stem cells derived from DO mice [23]. The CC and DO, and MPPs more broadly, have well-characterized haplotype structures that provide a unique opportunity for studying mediation at the haplotype level. This is potentially advantageous because haplotypes can capture genetic variation and its effects more comprehensively than can individual SNPs [24], the latter being the predominant basis for comparable mediation analyses in humans.

Here we use a sample composed of a single male mouse from 47 CC strains to investigate dynamics between gene expression and chromatin accessibility, as determined by Assay for Transposase Accessible Chromatin sequencing (ATAC-seq), in lung, liver, and kidney tissues. We detect QTL underlying gene expression and chromatin accessibility variation across the strains and assess support for mediation of the effect of eQTL through chromatin accessibility using a novel implementation of previous methods used in the DO [22]. Additionally, we detect gene mediators of distal-eQTL. These findings demonstrate the experimental power of the CC resource for integrative analysis of multi-omic data to determine genetically-driven phenotype variation, despite limited sample size, and provide support for continued use of the CC in larger experiments going forward.

## Results

### Differential gene expression and chromatin accessibility

#### Gene expression and chromatin accessibility cluster by tissue

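RNA-seq libraries of liver, lung and kidney were analysed for 47 strains of the Collaborative Cross, a panel of recombinant inbred mice bred from a shared set of founder strains. Each strain was represented by 1 male mouse, giving 3 groups of 47 libraries. The reads were single-end and 50 bases long, and the authors filtered them by quality and removed adapter sequence before alignment. Alignment was to a genome and transcriptome made for each strain from Build37 of the mouse genome, and the authors state that only uniquely aligned reads were counted. For each of 24423 genes and each library, the authors deposited an expected count, a TPM value and an FPKM value from RSEM. All but 25 of the expected counts were whole numbers, and the counts were rounded before use. Total counts per library ranged from 1738046 to 42158454 in liver (median 10423382), from 2829104 to 17585682 in lung (median 9338124) and from 3046695 to 15028553 in kidney (median 8245850). A count of 3, taken as the smallest that a library can show, corresponded to a median of 0.288 CPM (counts scaled to the size of the library) in liver, 0.321 in lung and 0.364 in kidney. Such floors cover counting error only.
The 20 most abundant genes held a median of 58.6% of the counts in liver, 43.1% in kidney and 34.6% in lung. In many libraries the most abundant gene was *Rn45s*, and its share varied within a tissue. It held 71.7% of the counts of the CC015 lung library and 5.98% of the CC033 lung library. In liver it held 69.0% in CC033 and 9.79% in CC002. These shares are thus not a property of the tissue alone, and a total count is not the depth left for other genes. The scaling of the libraries is therefore a choice that can change a comparison between tissues. Libraries were scaled by the trimmed mean of M-values (TMM), whose median factor was 0.643 in liver, 1.32 in kidney and 1.94 in lung. Tissues were compared with limma-voom over the 12127 genes with more than 1 CPM in at least 30% of the libraries, with strain and tissue as covariates and Benjamini-Hochberg adjustment (q). No batch assignment is among the labels, so the paper's batch covariate was left out. Strain served as a replicate block because the 3 libraries of a strain came from the same mouse. Libraries of the same mouse deviated together from the means of their tissues, with a median r across genes of 0.166 for liver and lung, 0.173 for liver and kidney and 0.211 for lung and kidney. The median for libraries of different strains lay between -0.00604 and -0.00482. The lowest summed CPM of 4 genes of the Y chromosome in a library was 26.9, and no library had more counts of *Xist* than of these genes.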

Gene expression and chromatin accessibility were measured with RNA-seq and ATAC-seq assays, respectively, from whole lung, liver, and kidney tissues in one male mouse from each of 47 CC strains (Fig 1). (The use of only male mice was due to practical constraints; results for females may differ [22].) Each tissue has a distinct function and we expected those differences to be reflected in the data. This was borne out by principal components analysis (PCA) of each of the gene expression and chromatin accessibility profiles, which showed that the samples clearly clustered by tissue (S1 Fig).

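Principal components were computed from the centred log2 CPM values of all libraries. PC1 held 51.0% and PC2 29.5% of the variance. Mean PC1 was -149 ± 11.8 (SD, n = 47) in liver, 6.01 ± 8.42 in kidney and 143 ± 7.33 in lung. Mean PC2 was 60.3 ± 7.57 in liver, 67.9 ± 4.24 in lung and -128 ± 7.46 in kidney. Differences between tissues made up 99.4% of the variance of PC1 and 99.5% of that of PC2. The silhouette width by tissue, which is 1 for perfectly separate groups, averaged 0.946 over the libraries, and its lowest value was 0.771 (permutation test of the tissue labels, p = 1e-05, the smallest the 100000 permutations can give). The nearest neighbour of every library on these components was of the same tissue. On total counts without TMM, a setting chosen after seeing the data, the mean silhouette width was 0.781 and 140 libraries had their nearest neighbour in their own tissue, the largest change among the alternatives tried. The lowest width of a library was -0.427 in that setting and -0.0391 on log2(TPM + 1), where a negative width means that a library lay closer to another tissue.

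**Figure D1:**
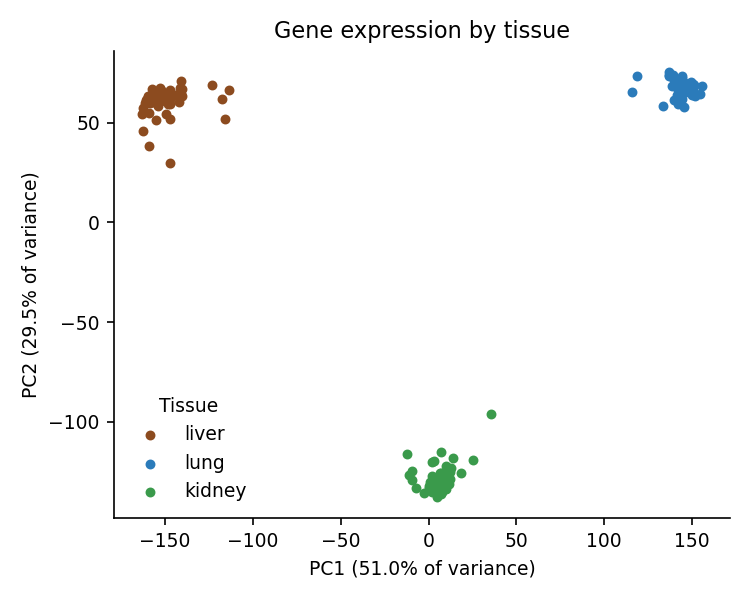
Principal components of gene expression, with 1 point per library (n = 47 per tissue), PC1 on the x axis and PC2 on the y axis in log2 CPM units. The 3 tissues form separate groups, and the lowest silhouette width of a library is 0.771.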

**Fig 1:**
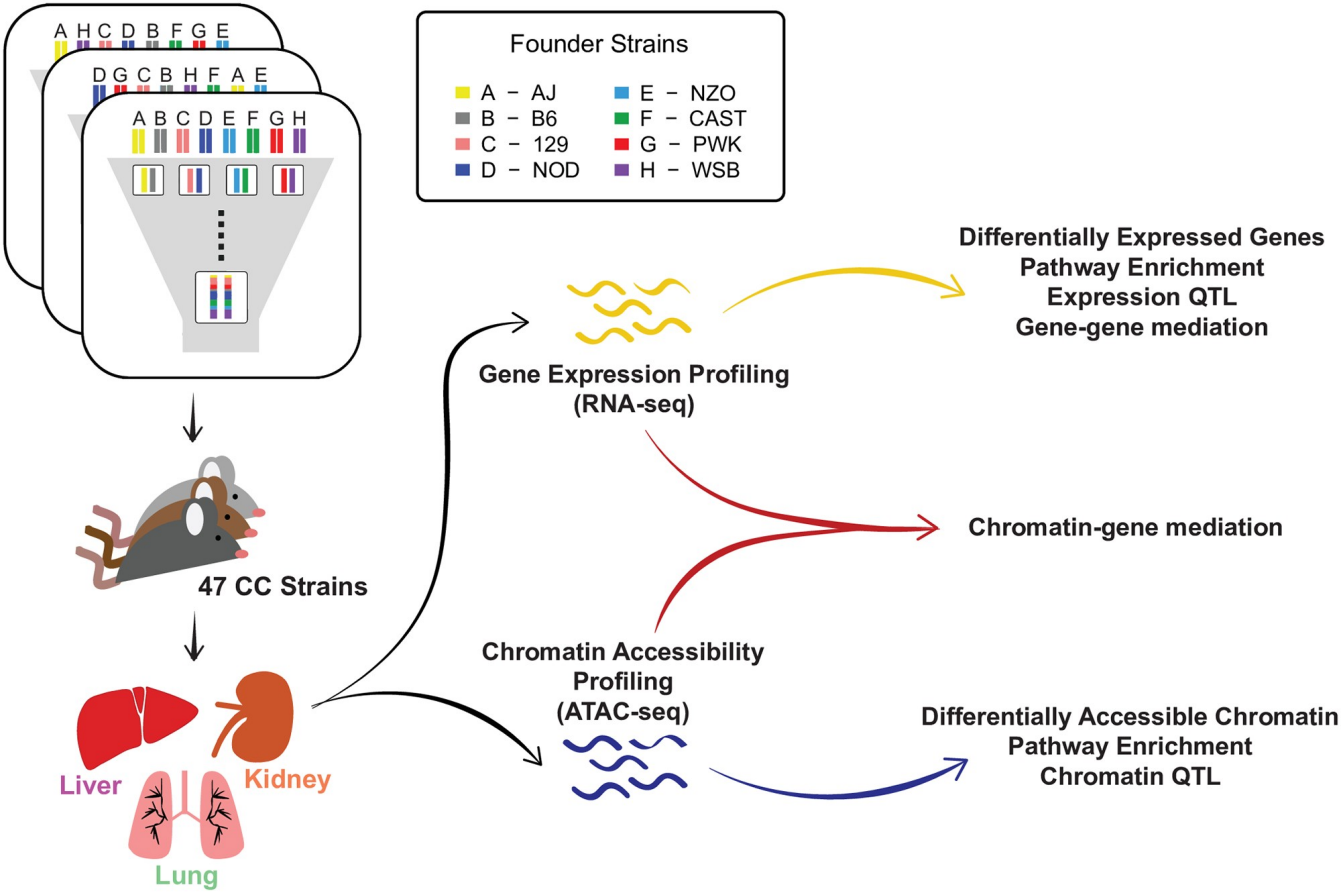
Diagram of the experiment and analyses. RNA-seq and ATAC-seq were performed using liver, lung, and kidney tissues of males from 47 CC strains. Each CC strain was derived from an inbreeding funnel, and thus represents a recombinant inbred mosaic of the initial eight founder haplotypes. Differential analyses followed by pathway enrichment analyses were performed to identify biological pathways enriched in differentially expressed genes and accessible chromatin regions. QTL and mediation analyses were performed to identify regions that causally regulate gene expression and chromatin accessibility.

#### Differentially expressed genes strongly correspond with accessible chromatin regions

Differential expression (DE) and differentially accessible region (DAR) analysis were performed between the three tissues (S1 Table) and revealed between 3,564–5,709 DE genes and 28,048–40,797 DARs (FDR ≤ 0.1). 

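With q ≤ 0.1 and an absolute log2 fold change of at least 1, 6664 genes differed between liver and lung (2901 higher in liver and 3763 higher in lung). Between lung and kidney, 5591 genes differed (3089 higher in lung and 2502 higher in kidney). Liver and kidney differed at 4412 genes (1891 higher in liver and 2521 higher in kidney). The paper's counts for the 3 comparisons run from 3564 to 5709. Among the settings on the same genes the fold-change threshold moved these counts most, since 11343, 11016 and 10665 genes passed q ≤ 0.1 alone. Without strain as the replicate block, the counts were 6693, 5618 and 4451. The balance of the calls depended on the scaling. On log2(TPM + 1), 7973 genes differed between liver and lung, 1004 of them higher in liver, and the median over all genes moved by -1.36. Of the genes past the threshold on both scales, 0 had opposite directions. The part of the paper's S1 File at hand lists 1999 genes that differ between liver and lung, of which 1978 were tested. All of these were past the threshold in the paper's direction.
Among genes that changed the same way in all 47 strains, with a mean of at least 10 CPM in the higher tissue, the 3 with the largest log2 fold change toward liver against lung were *Serpina1d*, *Serpina1c* and *Mup1*. Mean expression of *Mup1* was 420 ± 283 CPM (SD, n = 47) in liver and 0.320 ± 0.996 CPM in lung (log2 fold change 11.30, standard error 0.18, q = 6.3e-79 from limma-voom). Of the 50-base windows of *Mup1*, 36.1% occurred once in the genome, against 33.0% of those of *Serpina1c* and 51.3% of those of *Serpina1d*. Toward lung against liver the genes were *Scgb1a1*, *Cxcl15* and *Cbr2*. *Scgb1a1* had 5857 ± 1797 CPM in lung and 14.9 ± 14.9 CPM in liver (log2 fold change -9.25, standard error 0.16, q = 4.5e-76). Toward liver against kidney they were *Serpina3k*, *Mug1* and *Tat*, and *Tat* had 1894 ± 1096 CPM in liver and 1.36 ± 2.43 CPM in kidney (log2 fold change 11.37, standard error 0.15, q = 2.9e-86). Toward kidney they were *Cyp2j13*, *Slc34a1* and *Tmem174* against liver, and *Tmem174*, *Kap* and *Tmem27* against lung. Mean expression of *Kap* was 14840 ± 4287 CPM in kidney and 16.1 ± 19.6 CPM in lung (log2 fold change -10.56, standard error 0.19, q = 4.3e-75). *Scgb1a1*, *Lamp3* and *Sftpa1* led the genes higher in lung than in kidney.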

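The order of the 3 tissue pairs was examined for gene expression with several measures. Between liver and lung, the median absolute log2 fold change over the tested genes was 1.17, against 0.88 between lung and kidney and 0.65 between liver and kidney. Spearman's correlation of the tissue means across genes was 0.619 for liver and lung, 0.700 for lung and kidney and 0.753 for liver and kidney. The root mean square difference of the mean log2 CPM was also largest for liver and lung, at 2.65. By this distance, lung and kidney (2.17) lay slightly closer than liver and kidney (2.22). Measured within each mouse, the distance was 2.81 ± 0.14 (SD, n = 47) for liver and lung, 2.41 ± 0.10 for liver and kidney and 2.30 ± 0.08 for lung and kidney. It was larger for liver and lung than for either other pair in 47 of 47 mice, and larger for lung and kidney than for liver and kidney in only 6 (permutation of tissue labels within strain, p = 1e-05 for each comparison, the smallest the permutations can give). On log2(TPM + 1), the distance of liver to kidney less that of lung to kidney was -0.0011, and without the low-count filter it was -0.0008.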

For both expression and chromatin accessibility, liver and kidney tissues were the most similar, whereas lung and liver were the most distinct, also seen in the PCA plots (S1 Fig). 

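Reactome gene sets with 15 to 500 members among the tested genes were compared between tissues with camera on the limma-voom fit, at an inter-gene correlation of 0.01. The program named in the paper was not used here. Past an FDR of 0.1 were 348 of 605 sets between liver and lung (208 higher in liver and 140 higher in lung), 242 between lung and kidney (136 higher in kidney and 106 higher in lung) and 186 between liver and kidney (145 higher in liver and 41 higher in kidney). The set for the citric acid cycle and respiratory electron transport (106 genes) had the smallest q in both comparisons with lung. Its median log2 fold change was 2.21 for liver against lung (q = 7.6e-18) and -2.43 for lung against kidney (q = 7e-24). The sets higher in lung than in kidney with the smallest q were muscle contraction (47 genes, median 3.02, q = 8e-07) and integrin cell surface interactions (65 genes, median 1.90, q = 1e-05). Immune sets higher in lung than in kidney included immunoregulatory interactions between a lymphoid and a non-lymphoid cell (39 genes, median 1.99, q = 1.3e-05) and interferon signaling (83 genes, median 1.35, q = 1.1e-04). Against liver, the lung set with the smallest q was ECM proteoglycans (45 genes, median -2.93, q = 1.6e-07). Higher in liver than in kidney were translation (122 genes, median 0.58, q = 6.2e-10), xenobiotics (25 genes, median 8.89, q = 7.5e-10) and the complement cascade (20 genes, median 4.22, q = 3.6e-09).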

Pathway analyses showed many between-tissue differences related to metabolic and immune-related pathways (FDR ≤ 0.1), reflecting the distinct demands of each tissue. Energy metabolism pathways were more active in liver and kidney and immune-related pathways were more pronounced in lung, as expected. 

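Gene lists of 4 energy pathways and 4 immune functions, drawn up from pathway membership, were tested with camera over the 3 tissue pairs (24 tests, Benjamini-Hochberg adjusted). Oxidative phosphorylation (72 genes) had a median log2 fold change of 2.24 for liver against lung, and 71 genes passed the threshold of the gene tests (q = 1e-19). For lung against kidney the median was -2.43, and 72 genes passed (q = 4.8e-24). The tricarboxylic acid cycle (24 genes), fatty acid beta-oxidation (31 genes) and amino acid catabolism (37 genes) had medians of 2.22, 3.17 and 5.32 for liver against lung, and of -2.47, -2.32 and -3.30 for lung against kidney, with q of at most 3.8e-09. The largest changes included *Uqcrq* (3.68, standard error 0.10, q = 1.8e-59, liver against lung) and *Cycs* (-3.59, standard error 0.05, q = 2.9e-81, lung against kidney). The 14 genes of the oxidative phosphorylation list for which the files name more than 1 transcript had a median of 3.38 CPM, against 99.9 CPM for the 63 with 1.
Immune lists were higher in lung than in kidney, with median log2 fold changes of 3.15 for antigen receptor signalling (27 genes), 2.70 for chemokines and cytokines with their receptors (34 genes), 2.32 for innate immune receptors (33 genes) and 1.66 for interferon response and antigen presentation (37 genes), and q of at most 8.7e-06. Lung exceeded liver for the first 3 lists (median -2.64, -1.79 and -1.44 for liver against lung, q = 1e-04, 0.00775 and 0.00144). The interferon list did not differ between liver and lung (median -0.08, q = 0.578), with 7 genes past the threshold toward liver and 11 toward lung. Against liver, lung was higher for *Itgax* (-5.45, standard error 0.13, q = 2.3e-62). When camera estimated the correlation between genes in place of 0.01, the q of the first 3 lists between liver and lung rose to 0.165, 0.241 and 0.249, and that of the interferon list between lung and kidney to 0.167, the largest change among the alternatives, whose lowest q were 1.1e-06, 8.9e-05, 2.1e-05 and 1.6e-08. The energy lists also had larger q in some alternatives but stayed under 0.1 in the comparisons with lung. Their highest q over the 6 alternatives was 0.0291, for oxidative phosphorylation and the tricarboxylic acid cycle between liver and lung. Between lung and kidney it was 0.0199, for oxidative phosphorylation. Without strain as the replicate block, the largest q of the energy lists in the comparisons with lung was 8.8e-10. That of the first 3 immune lists was 0.0165. The paper attributes the differences between pathways to the distinct demands of each tissue.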

We compared the concordance between DE genes and DARs genome-wide and observed that most DE gene promoters do not show significant differences in chromatin accessibility (S2 Fig). In cases with significant variability in accessibility at the promoter of a DE gene, though, the vast majority agree in direction (*i.e*., higher expression with greater accessibility).

### QTL detection

#### Gene expression

The impact of genetic variation on gene expression was evaluated by eQTL mapping. This was done at three levels of stringency and emphasis: 1) at the level of the local region of a gene, defined as within 10Mb of the gene transcription start site (TSS), and hereafter termed Analysis L; 2) at the level of the chromosome on which the gene is located (Analysis C); and 3) at the level of the genome (Analysis G) (details in Methods). After filtering out lowly expressed genes, the number of genes examined in eQTL mapping was 8401 for liver, 11357 for lung, and 10092 for kidney (UpSet plot [25] in S3A Fig).

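The filter of the paper's methods was applied to the deposited TPM values after TMM normalization within each tissue. Genes past the threshold numbered 9002 in liver, 12389 in lung and 10772 in kidney. Of these, 379, 395 and 321 had a single library apart from the other 46 in a K-means split into 2 clusters and were removed, which left 8623 in liver, 11994 in lung and 10451 in kidney. All 3 tissues shared 7607 of the 13236 genes that passed in any of them. Lung alone had 2137, kidney alone 570 and liver alone 304. Lung and kidney shared 1906 that did not pass in liver, liver and kidney 368 without lung, and liver and lung 344 without kidney. A TPM threshold of 0.5 in place of 1 moved the counts most, to 9655, 13330 and 11689. Genes for which the files name 1 transcript passed in liver in 41.3% of 18311 cases, and genes with more than 1 in 18.3% of 5734.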

Analysis L detected local-eQTL for 19.8% of genes tested in liver, 16.6% in lung, and 20.8% in kidney (S2 Table). Local-eQTL for most genes were observed in only one tissue (S4A Fig). Analysis C, which was more stringent, additionally detected intra-chromosomal distal-eQTL, while Analysis G, the most stringent, additionally detected inter-chromosomal distal-eQTL (S2 Table). Genomic locations of eQTL detected for each tissue, excluding the intra-chromosomal distal-eQTL detected by Analysis C, are shown in Fig 2A[top]. See S5 Fig and S3 Table for eQTL counts with FDR ≤ 0.2.

**Fig 2:**
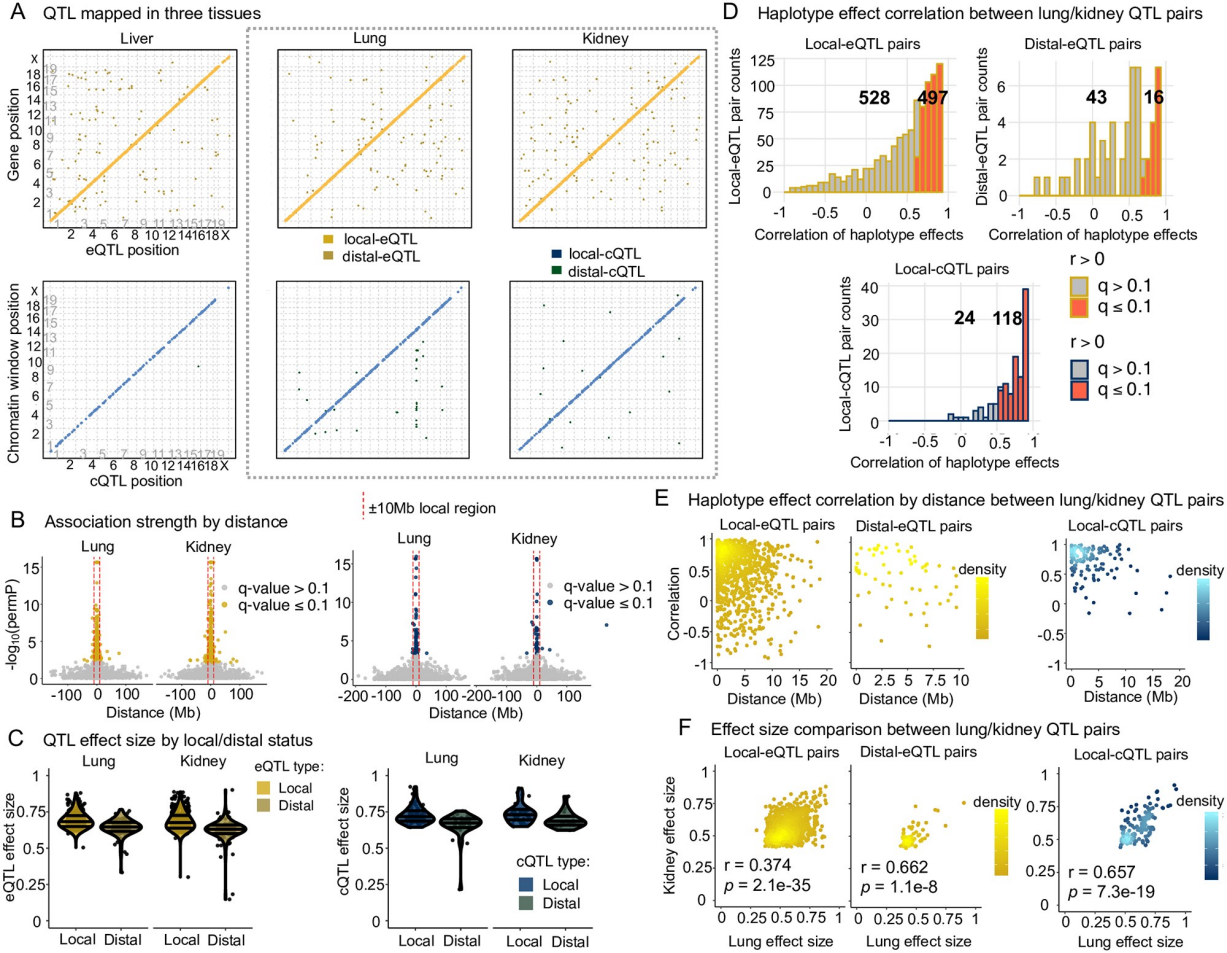
QTL mapping results and comparison of matched pairs from lung and kidney. (A) Detected QTL are largely local for both gene expression and chromatin accessibility. QTL detected through all analyses, excluding intra-chromosomal distal-QTL detected through Analysis C, are included. The y-axis represents the genomic position of the gene or chromatin site, and the x-axis represents the genomic position of the QTL. Local-QTL appear as dots along the diagonal and distal-QTL as off-diagonal dots. The gray dashed box highlights lung and kidney QTL results, which are further explored in B-F. (B) Highly significant QTL map nearby the gene TSSs and chromatin window midpoints. Results from Analysis G are shown here. The red dashed line represents ± 10Mb from the trait genomic coordinate used to classify a QTL as local or distal. See S6 Fig for all tissues as well as results from Analysis C. (C) Local QTL have larger effect sizes than distal. Only results from Analysis G are included here. See S7 Fig for all tissues and results from Analysis C. (D) Consistent genetic regulation of gene expression and chromatin accessibility was observed between lung and kidney tissue, based on an enrichment in positively correlated founder haplotype effects for QTL paired across the two tissues. QTL from all the Analyses were considered here. See S10 Fig for all tissue pairings. (E) QTL observed in both lung and kidney that are highly correlated tend to map close to each other, consistent with representing genetic variation active in both tissues. See S11 Fig for all tissue pairings. (F) The effect sizes of QTL paired from lung and kidney are significantly correlated. See S9 Fig for all tissue comparisons.

#### Chromatin accessibility

To determine genetic effects on chromatin structure, genomic regions were divided into ∼300 base pair windows and analyses similar to eQTL mapping were used to detect chromatin accessibility QTL (cQTL). After filtering regions with low signal across most samples, the number of chromatin regions tested were 11448 in liver, 24426 in lung, and 17918 in kidney. The overlap in chromatin windows tested across tissues is described in S3B Fig. The differences in genes and chromatin regions tested within each tissue likely reflects both biological and technical factors that distinguish the tissue samples. Overall, there were substantially fewer cQTL detected compared with eQTL for all tissues (Fig 2A[bottom]; S4 and S5 Tables). As with eQTL, cQTL were more likely to be local than distal (66—94.1% local-cQTL for Analysis G; 75—90% local-cQTL for Analysis C).

#### Local-QTL have stronger effects than distal-QTL

For QTL detected on the same chromosome as the gene or chromatin region (intra-chromosomal), the strongest associations were observed within 10Mb of the gene TSS or chromatin window midpoint (Fig 2B and S6 Fig). Intra-chromosomal distal-QTL had reduced statistical significance, more consistent with inter-chromosomal distal-QTL. This dynamic between local- and distal-QTL is also observed when using the QTL effect size as a measure of strength, which is likely biased upward due to the Beavis effect in 47 strains [26], shown in Fig 2C and S7 Fig.

#### QTL driven by extreme effects of CAST and PWK

For all QTL we estimated the effects of the underlying (founder) haplotypes. Consistent with previous studies (*e.g*., [27]), the CAST and PWK haplotypes had higher magnitude effects compared with the classical inbred strains. This pattern was observed for both local- and distal-eQTL (S8A Fig) and local-cQTL; the numbers of detected distal-cQTL were too low to produce clear trends (S8B Fig).

### QTL paired across tissues and correlated haplotype effects

For a given trait, QTL from different tissues were paired if they co-localized to approximately the same genomic region. In the case of local-QTL, both had to be within the local window, defined as 10Mb up or downstream of the gene TSS or chromatin region midpoint; thus, the maximum possible distance between them was 20Mb. In the case of distal-eQTL, they had to be within 10Mb of each other. Consistency between these cross-tissue QTL pairs was assessed by calculating the correlation between their haplotype effects (FDR ≤ 0.1; Fig 2D and S10 Fig), with significant positive correlations implying that the paired QTL acted similarly and likely represent multi-tissue QTL. For local-eQTL, we found significant haplotype effect correlations between 346 of 761 possible pairs (45.5%) in liver/lung, 623 of 1206 (51.7%) in liver/kidney, and 497 of 1025 (48.5%) in lung/kidney. For distal-eQTL, we found significant correlations between 21 of 61 possible pairs (31.8%) in liver/lung, 34 of 120 (28.8%) in liver/kidney, and 16 of 59 (27.1%) in lung/kidney. For cQTL, the vast majority of correlated pairs were local, with 47 of 55 (85.5%) possible pairs in liver/lung, 48 of 56 (85.7%) in liver/kidney, and 118 of 142 (83.1%) in lung/kidney being significantly correlated. Only 4 distal-cQTL pairs were observed, all between lung and kidney, with three of the four pairs possessing nominal correlation *p*-values ≤ 0.05. The effect sizes of paired QTL varied across tissues, though for any given tissue pairing, the effect sizes were significantly correlated (least significant *p*-value = 4.6 × 10^−8^; Fig 2F and S9 Fig). No significantly negatively correlated QTL pairs were detected after accounting for multiple testing (FDR ≤ 0.1).

#### *Cox7c*: Consistent haplotype effects for multi-tissue local-eQTL

Cytochrome c oxidase subunit 7C (*Cox7c*) is an example of a gene that possessed local-eQTL with highly correlated effects in all three tissues (Fig 3A). 

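*Cox7c* lies on chromosome 13 of NCBIM37 from 86184421 to 86186509, on the reverse strand. Of the 50-base windows of the annotated transcript that starts nearest to the paper's coordinate, 20.7% occurred once in the genome, and of those of its other 3 annotated transcripts 28.5, 51.8 and 72.1%. TMM-normalized TPM across the 47 strains ran from 0 to 441 in liver (median 20.7), from 0 to 148 in lung (median 13.0) and from 0 to 646 in kidney (median 43.3). At most 3 counts were found in 12 liver, 17 lung and 11 kidney libraries, whose order is therefore not resolved at this depth. Haplotype effects need genotypes, which were not used here, so the strains' own values were compared as rank inverse normal values. The correlation was 0.784 between liver and lung (rho 0.809), 0.872 between liver and kidney (rho 0.901) and 0.833 between lung and kidney (rho 0.842). Each had p = 1e-05 for r and for rho, the smallest the permutations can give, and q = 2.1e-05 over the 21 correlations of 7 genes in 3 tissue pairs. Leaving out the 2 strains farthest from the median gave 0.751, 0.867 and 0.819. TPM without TMM lowered the value for liver and lung to 0.730, the largest fall among the alternatives.
After the values were seen, the strains were parted into 3 levels by their value in liver, with 18 strains up to 4.51, 19 from 11.6 to 40.4 and 10 from 89.2 upward. Within these levels the correlation between lung and kidney was 0.407 (rho 0.314, p = 0.0931 and 0.203), 0.296 (rho 0.235, p = 0.196 and 0.330) and 0.716 (rho 0.467, p = 0.0237 and 0.179).

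**Figure D2:**
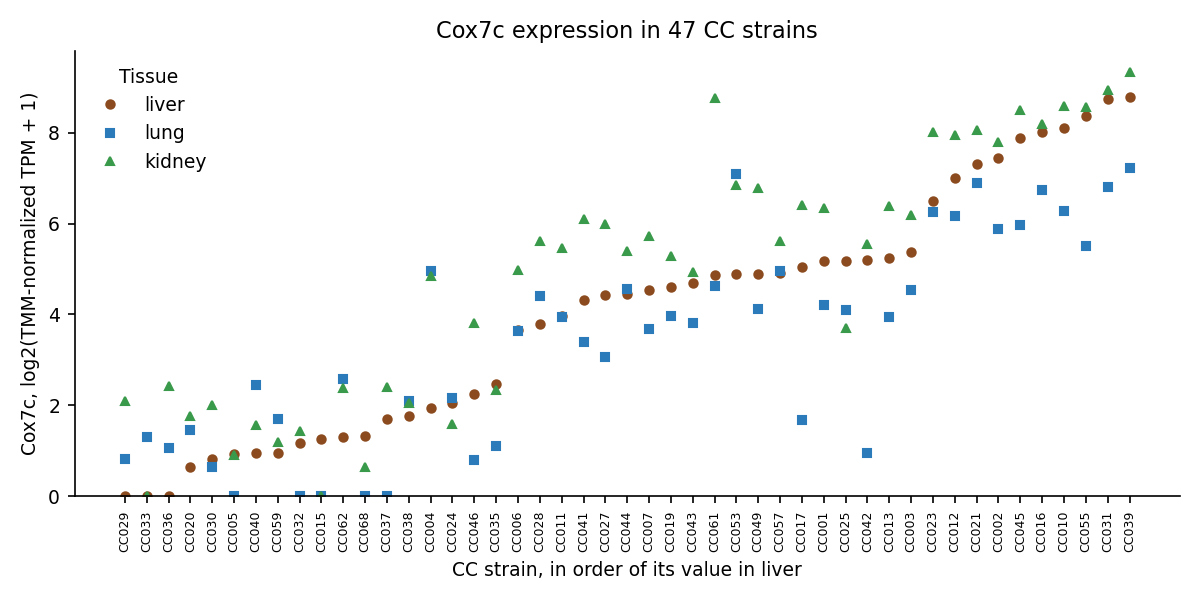
Expression of Cox7c as log2(TMM-normalized TPM + 1) on the y axis for 47 strains on the x axis, in order of the value in liver, with 1 point per library. Strains with high values in liver are also high in lung (r = 0.784) and kidney (r = 0.872).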

The local-eQTL consistently drove higher expression when the CAST haplotype was present, intermediate expression with 129, NOD, and NZO haplotypes, and lower expression with AJ, B6, PWK, and WSB haplotypes. 

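Mean expression of *Cox7c* was 16.8 ± 29.2 CPM (SD, n = 47) in liver, 14.4 ± 20.7 CPM in kidney and 2.60 ± 3.59 CPM in lung. The spread between strains exceeded the mean in every tissue, and the comparison rests on the differences within strains. Expression was higher in liver than in lung in 39 of 47 strains (log2 fold change 2.47, standard error 0.14, q = 2.9e-32 from limma-voom). Kidney exceeded lung in 43 of 47 strains, with -2.44 for lung against kidney (standard error 0.14, q = 8e-32). No difference between liver and kidney was resolved within strains (log2 fold change 0.03, standard error 0.13, q = 0.858), with higher values in liver in 22 of 47 strains. On log2(TPM + 1), the log2 fold change of liver against kidney was -0.84 (q = 4.7e-05). Without the replicate block, q was 7.6e-04, 0.00216 and 0.619, and over the 9 alternatives to the fit q ran from 2.9e-32 to 0.0147, from 8e-32 to 0.00216 and from 4.7e-05 to 0.991, in the order given.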

Though the haplotype effects on relative expression levels within each tissue were consistent, we noted that the expression level was significantly higher in liver compared with both lung (*q* = 5.41 × 10^−18^) and kidney (*q* = 6.25 × 10^−19^). Ubiquitin C (*Ubc*) is another example of a gene with consistent local-eQTL detected in all three tissues (S12 Fig).

**Fig 3:**
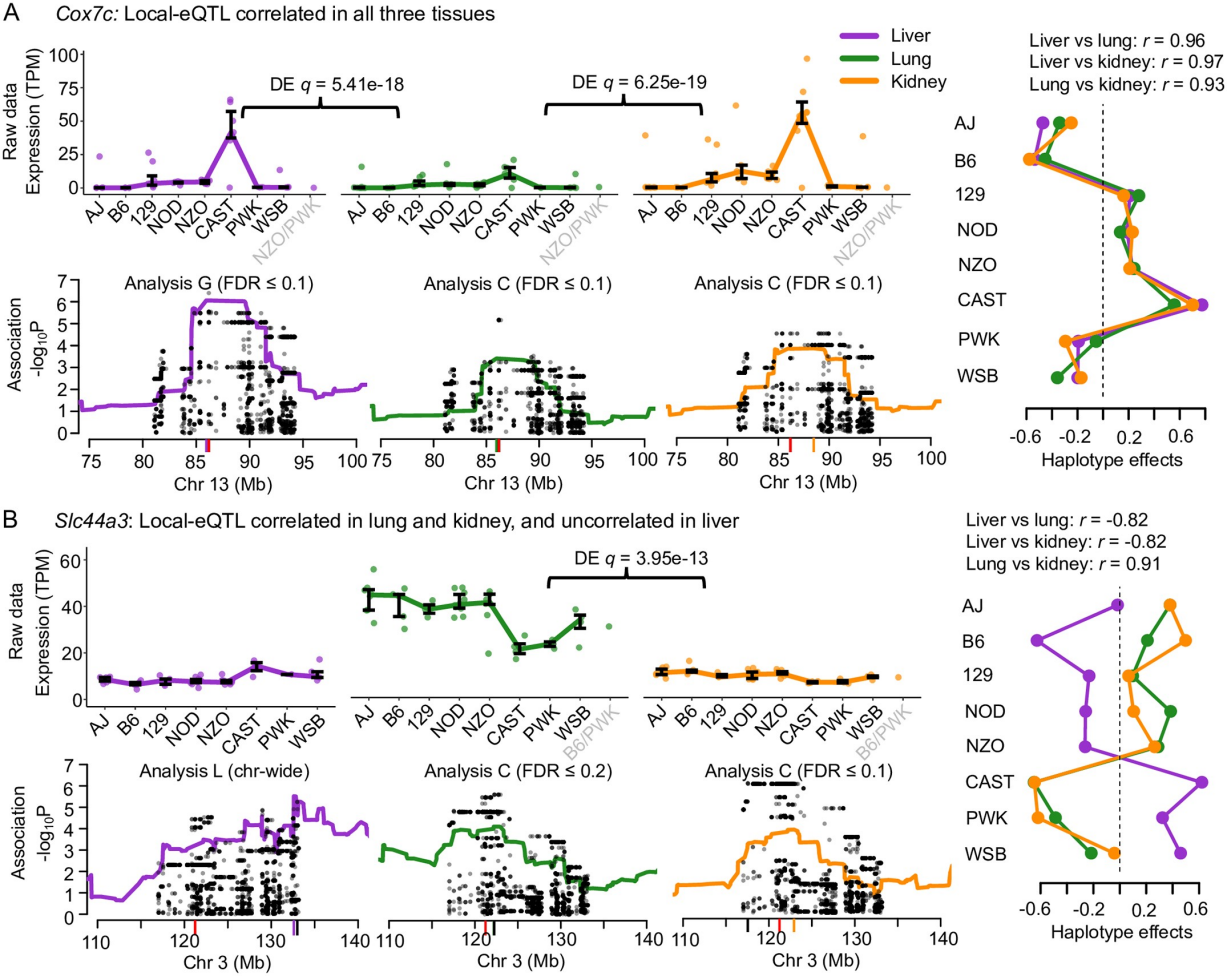
Examples of genes with local-eQTL observed in all three tissues. (A) *Cox7c* possesses local-eQTL with highly correlated haplotype effects across all three tissues, supportive of shared causal origin. (B) *Slc44a3* has a more complicated pattern of local-eQTL haplotype effects across the tissues, with correlated effects shared between lung and kidney, and transgressive effects in the liver eQTL by comparison, consistent with distinct causal variants comparing liver to lung and kidney. For both genes, the expression data are plotted with bars representing the interquartile ranges of the most likely founder haplotype pair (diplotype). Differential expression between tissues is highlighted. The haplotype association for each tissue is also included near the gene TSS with variant association overlaid. The most statistically rigorous method that detected the QTL (Analysis L, C, or G) is also included. The red tick represents the gene TSS, the black tick represents the variant association peak, and the colored tick represents the haplotype association peak. Haplotype effects, estimated as constrained best linear unbiased predictions (BLUPs).

#### *Slc44a3* and *Pik3c2g*: Tissue-specific haplotype effects for local-eQTL

We found instances where haplotype effects across the three tissues were inconsistent, referring to these as tissue-specific effects (within this subset of tissues). The strongest support of tissue-specificity would be given by QTL pairs whose effects are uncorrelated. 

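*Slc44a3*, on chromosome 3 of NCBIM37 from 121162447 to 121235262, had median TMM-normalized TPM values of 42.6 in lung, 8.49 in liver and 8.02 in kidney. The strains' values in lung and kidney were positively correlated (r = 0.429, permutation p = 0.00277, q = 0.00448, rho 0.460, p of rho 0.00137), with q over the family of 21. Values in liver and lung were negatively correlated (r = -0.368, permutation p = 0.0106, q = 0.0158, rho -0.359, p of rho 0.0135). No correlation was resolved between liver and kidney (r = -0.149, permutation p = 0.317, q = 0.350, rho -0.106, p of rho 0.479). Without the 2 strains farthest from the median, r was 0.461 for lung and kidney, -0.344 for liver and lung and -0.145 for liver and kidney. On TPM without TMM, the value for liver and lung was -0.245 and no longer passed (p = 0.0974, q = 0.121).

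**Figure D3:**
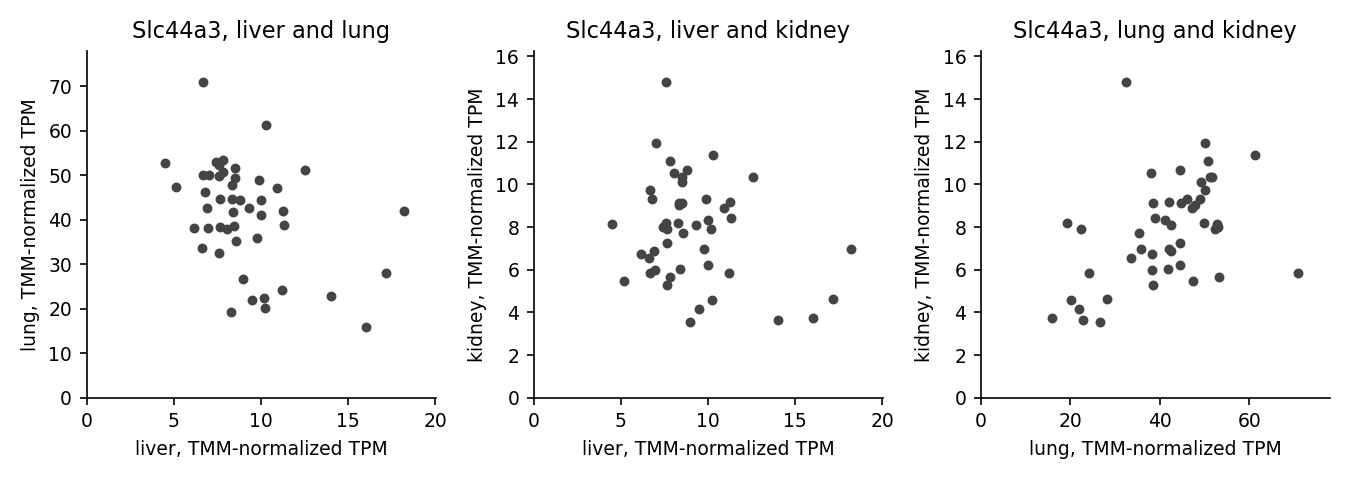
TMM-normalized TPM of Slc44a3 in each pair of tissues, with 1 point per strain (n = 47) and a tissue on each axis. High values in liver go with low values in lung (r = -0.368), and values in lung and kidney rise together (r = 0.429).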

For example, the solute carrier family 44, member 3 (*Slc44a3*) gene has local-eQTL effects that are correlated in lung and kidney but anticorrelated in liver (Fig 3B), suggesting the liver eQTL could be transgressive [28] relative to the eQTL in lung and kidney, whereby the effects of the haplotypes are reversed. For *Slc44a3*, CAST, PWK, and WSB haplotypes result in higher expression in liver but lower expression in lung and kidney. The local-eQTL for *Slc44a3* were more similar in location in lung and kidney whereas the liver eQTL was more distal to the gene TSS. 

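Mean expression of *Slc44a3* was 24.0 ± 6.78 CPM (SD, n = 47) in lung, 14.9 ± 4.62 CPM in liver and 6.55 ± 2.00 CPM in kidney. Lung exceeded kidney in 47 of 47 strains (log2 fold change 1.83, standard error 0.08, q = 3.2e-40 from limma-voom) and liver in 38 of 47 (-0.71 for liver against lung, standard error 0.08, q = 3.3e-14). Liver exceeded kidney in 46 of 47 strains (log2 fold change 1.12, standard error 0.08, q = 2e-24). Without the replicate block, the q of these comparisons was 3.1e-41, 4.8e-12 and 2.5e-20, and over the 9 alternatives to the fit q ran from 4.2e-103 to 1.1e-34, from 8.6e-36 to 2.6e-10 and from 7.4e-31 to 0.0574.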

Overall, the expression data, estimated effects, and patterns of association are consistent with lung and kidney sharing a causal local-eQTL that is distinct from the one in liver.

The CC founder strains all possess contributions from three mouse subspecies of *M. musculus*: *domesticus* (*dom*), *castaneus*, (*cast*), and *musculus* (*mus*) [29]. Allele-specific gene expression in mice descended from the CC founders often follow patterns that matched the subspecies inheritance at the gene regions [30, 31]. We found that phosphatidylinositol-4-phosphate 3-kinase catalytic subunit type 2 gamma (*Pik3c2g*), a gene of interest for diabetes-related traits [32], had tissue-specific local-eQTL in all three tissues that closely matched the subspecies inheritance at their specific genomic coordinates. The local-eQTL in all three tissues were all pair-wise uncorrelated (Fig 4). 

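The strains' expression of *Pik3c2g*, which lies on chromosome 6 of NCBIM37 from 139570409 to 139916464 and is listed in the files with 2 transcripts, was compared between tissues. Its correlation was 0.0235 between liver and lung (rho 0.0938, permutation p = 0.874 and 0.528, q = 0.874 over 21) and 0.201 between liver and kidney (rho 0.205, p = 0.177 and 0.165, q = 0.218). Between lung and kidney r was 0.239 (p = 0.106, q = 0.139), whereas rho was 0.370 (p = 0.0102, q = 0.0153). With the 2 strains farthest from the median left out, r was -0.0319 for liver and lung, 0.311 for liver and kidney (p = 0.0384) and 0.391 for lung and kidney (p = 0.00813). These are correlations of expression values, and haplotype effects were not estimated.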

Further, expression of *Pik3c2g* varied at statistically significant levels for liver versus lung (*q* = 3.12 × 10^−13^) and lung versus kidney (*q* = 3.55 × 10^−6^). 

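Mean expression of *Pik3c2g* was 26.9 ± 8.60 CPM (SD, n = 47) in liver, 20.8 ± 17.9 CPM in kidney and 3.09 ± 1.75 CPM in lung. Liver exceeded lung in 47 of 47 strains (log2 fold change 3.35, standard error 0.22, q = 1.4e-27 from limma-voom). Kidney exceeded lung in 38 of 47 strains, with -2.42 for lung against kidney (standard error 0.22, q = 8.6e-19). Liver against kidney gave 0.93 (standard error 0.21, q = 3.3e-05) with liver higher in only 24 of 47 strains, while expression in kidney varied from 0.128 to 30.8 normalized TPM between strains. Without strain as the replicate block, q was 9.3e-17, 1.9e-05 and 3.4e-08, and over the 9 alternatives to the fit q ran from 1.7e-38 to 5.2e-09, from 9e-22 to 1.9e-05 and from 3.4e-08 to 0.529.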

In lung, the CAST haplotype (*cast* subspecies lineage) resulted in higher expression, consistent with a *cast* versus *dom*/*mus* allelic series. In kidney, the B6, 129, NZO, and WSB haplotypes (*dom* subspecies) resulted in higher expression, whereas AJ and NOD (*mus*), CAST (*cast*), and PWK (*dom*) haplotypes showed almost no expression, mostly consistent with a *dom* versus *cast*/*mus* allelic series. The PWK founder appears inconsistent, but we note that the QTL peak was in a small *dom* haplotype block interspersed within a broader *mus* region. The expression level in kidney of *Pik3c2g* in PWK was low, similar to AJ and NOD, suggesting that the causal variant may be located in the nearby region, where all three have *mus* inheritance and, notably, where the peak variant association occurred. In liver, the B6 haplotype resulted in lower expression compared with the other haplotypes. Interestingly, the liver eQTL was in a region that contained a recombination event between *dom* and *mus*, only present in B6, which may explain the unique expression pattern.

**Fig 4:**
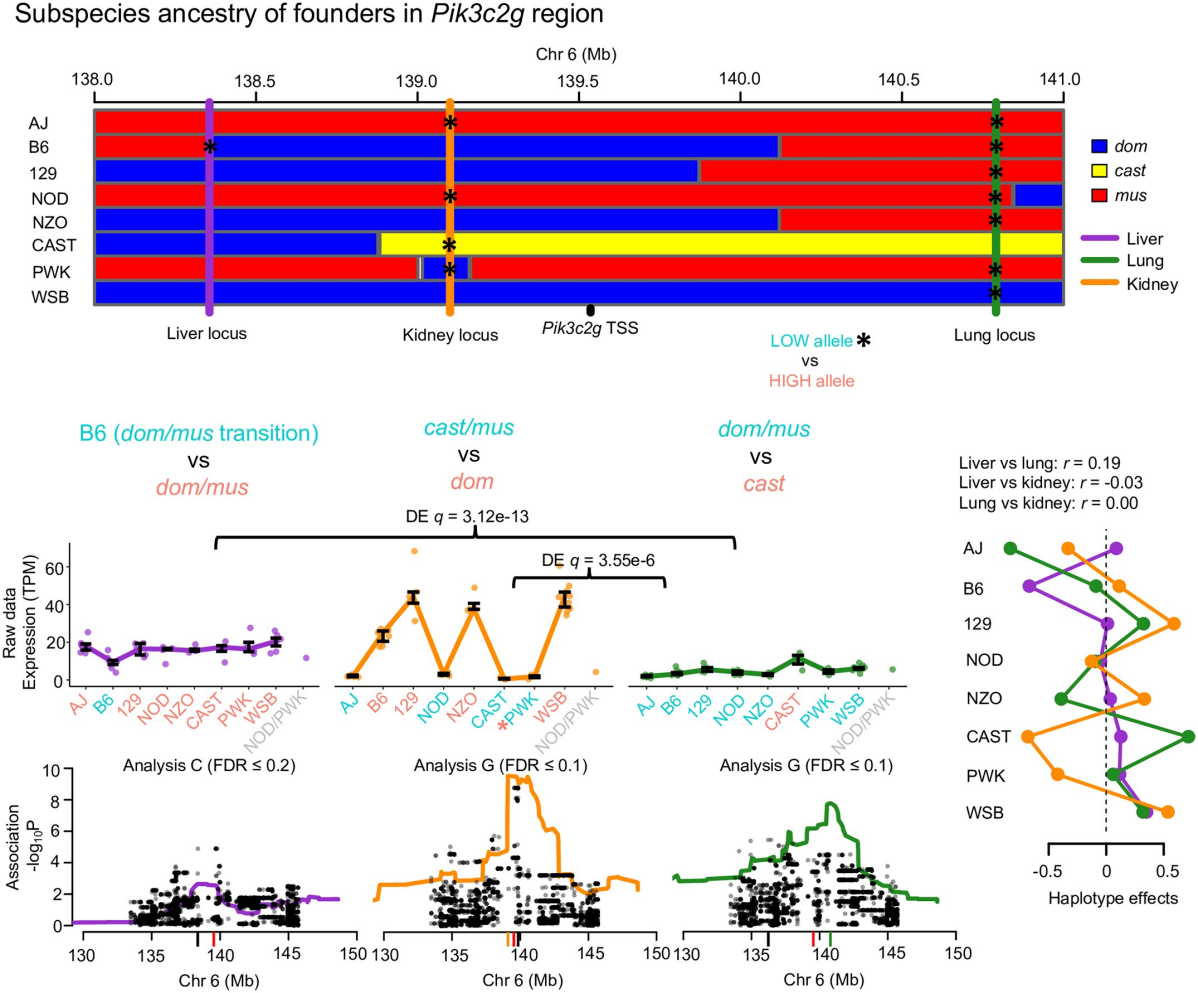
*Pik3c2g* possesses tissue-specific local-eQTL. Local-eQTL for *Pik3c2g* were detected in all three tissues in the 3Mb region surrounding its TSS. The genomes of the CC founders can be simplified in terms of contributions from three subspecies lineages of *M. musculus*: *dom* (blue), *cast* (yellow), and *mus* (red). The effects of each local-eQTL matched the subspecies contributions near the eQTL coordinates, with low expressing subspecies alleles colored teal and high expressing alleles colored salmon, consistent with local-eQTL for *Pik3c2g* being distinct and tissue-specific. The gene expression data are represented as interquartile range bars, categorized based on most likely diplotype at the eQTL for each CC strain. Haplotype and variants associations are included for each tissue, with the red tick representing the *Pik3c2g* TSS, black ticks representing variant association peak, and colored ticks representing the haplotype association peak. The most rigorous procedure to detect each QTL (Analysis L, C, or G) is reported. Haplotype effects, estimated as constrained BLUPs, were consistent with the expression data, and uncorrelated across the tissues.

#### *Akr1e1* and *Per2*: Consistent haplotype effects for multi-tissue distal-eQTL

Haplotype effects that correlate across tissues can provide additional evidence for distal-QTL, even those with marginal significance in any single tissue. For example, the aldo-keto reductase family 1, member E1 (*Akr1e1*; Fig 5A) gene is located on chromosome 13 with no local-eQTL detected in any tissue. Distal-eQTL in all tissues were detected for *Akr1e1* that localized to the same region on chromosome 4. The haplotype effects of the distal-eQTL were all highly correlated, with AJ, B6, 129, and CAST haplotypes corresponding to higher *Akr1e1* expression. 

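*Akr1e1*, on chromosome 13 of NCBIM37 from 4590003 to 4608420, had a TMM-normalized TPM from 0 to 46.0 in liver (median 11.6), from 1.77 to 32.3 in lung (median 7.11) and from 4.23 to 118 in kidney (median 35.4) across the 47 strains. Its correlation was 0.845 between liver and lung (rho 0.890), 0.791 between liver and kidney (rho 0.850) and 0.781 between lung and kidney (rho 0.859). The permutation p of every r and rho was 1e-05, the smallest possible, and q was 2.1e-05 over the 21 correlations. With the 2 strains farthest from the median left out, r was 0.890, 0.808 and 0.812.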

Across tissues, expression was significantly higher in liver and kidney compared with lung (*q* = 1.63 × 10^−19^ and *q* = 4.40 × 10^−34^, respectively). 

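*Akr1e1* had a mean of 28.3 ± 19.8 CPM (SD, n = 47) in kidney, 19.1 ± 15.8 CPM in liver and 3.78 ± 3.00 CPM in lung. Liver exceeded lung in 44 of 47 strains (log2 fold change 2.33, standard error 0.09, q = 2.1e-45 from limma-voom). Kidney exceeded lung in 47 of 47, with -2.93 for lung against kidney (standard error 0.09, q = 6.2e-54). The difference of liver to kidney was -0.60 (standard error 0.09, q = 5.2e-10), and liver was lower in 42 of 47 strains. Leaving out the replicate block gave q = 2.1e-10, 1.9e-18 and 0.00436, and over the 9 alternatives to the fit q ran from 8.6e-72 to 0.00200, from 2e-151 to 1.9e-18 and from 2.4e-22 to 0.00436.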

Another example is the Period circadian clock 2 (*Per2*; Fig 5B) gene, which possessed intra-chromosomal distal-eQTL approximately 100Mb away from the TSS that were detected in all three tissues at a lenient chromosome-wide significance (Analysis C; FDR ≤ 0.2). The haplotype effects were significantly correlated among the tissues, characterized by high expression with the NOD and PWK haplotypes present. 

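*Per2* lies on chromosome 1 of NCBIM37 from 93312561 to 93355907. Across the 47 strains its TMM-normalized TPM correlated between liver and lung (r = 0.541, rho 0.476, permutation p = 8e-05 and 8.9e-04), liver and kidney (r = 0.623, rho 0.550, p = 2e-05 and 1.5e-04) and lung and kidney (r = 0.823, rho 0.773, p = 1e-05 for both, the smallest possible). The largest q over the 21 correlations was 1.4e-04 for r and 0.00156 for rho, and without the 2 strains farthest from the median r was 0.490, 0.541 and 0.786. Mean expression was 68.7 ± 32.1 CPM (SD, n = 47) in lung, 41.5 ± 18.8 CPM in liver and 38.7 ± 17.7 CPM in kidney. Lung exceeded kidney in 47 of 47 strains (log2 fold change 0.82, standard error 0.08, q = 2.3e-18 from limma-voom) and liver in 41 of 47 (-0.71 for liver against lung, standard error 0.08, q = 2.6e-15). Liver and kidney did not differ (log2 fold change 0.11, standard error 0.08, q = 0.166), with liver higher in 23 of 47 strains. In the fit without the replicate block, q was 9.8e-09, 5.6e-06 and 0.324, and over the 9 alternatives to the fit q ran from 1.3e-34 to 9.8e-09, from 5.5e-39 to 5.6e-06 and from 9.1e-13 to 0.964.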

Together, these findings provide strong validation for the distal-eQTL, which would commonly not be detected based on tissue-stratified analyses. Other unique patterns of distal genetic regulation were detected, such as for ring finger protein 13 gene (*Rnf13*) with distal-eQTL that varied across tissues, described in S13 Fig.

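*Rnf13*, on chromosome 3 of NCBIM37 from 57539993 to 57639347, is listed in the files with 5 transcripts and had a mean of 4.68 ± 1.78 CPM (SD, n = 47) in liver, 3.78 ± 0.777 CPM in lung and 3.05 ± 0.895 CPM in kidney. Correlations across strains were 0.316 between liver and lung (rho 0.319, permutation p = 0.0308 and 0.0292, q = 0.0431 over 21), 0.186 between liver and kidney (rho 0.149, p = 0.211 and 0.317, q = 0.246) and 0.0703 between lung and kidney (rho 0.0525, p = 0.637 and 0.725, q = 0.669). Without the 2 strains farthest from the median, the value for liver and lung fell to 0.233 (p = 0.122), so that relation no longer held, while the others were 0.181 and 0.0452. That relation was also weaker on TPM without TMM (0.244, p = 0.0976) and on log2 TMM CPM (0.258, p = 0.0807). Between liver and kidney r rose to 0.412 on log2(TPM + 1) (p = 0.00573), 0.363 on TPM without TMM (p = 0.0122) and 0.484 on log2 TMM CPM (p = 0.00123), so both relations depended on the transformation. Log2 fold changes from limma-voom were 0.27 for liver against lung (standard error 0.07, q = 3.7e-04, liver higher in 31 of 47), 0.57 for liver against kidney (standard error 0.07, q = 1.4e-11, 39 of 47) and 0.30 for lung against kidney (standard error 0.07, q = 1.3e-04, lung higher in 38 of 47 strains). Without strain as a replicate block they had q = 0.0136, 1.2e-07 and 3.4e-04, and over the 9 alternatives to the fit q ran from 4.5e-13 to 0.683, from 5.7e-12 to 0.0213 and from 1.2e-10 to 0.00337. Both comparisons with liver turned on log2(TPM + 1), to -0.86 and -0.25.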

**Fig 5:**
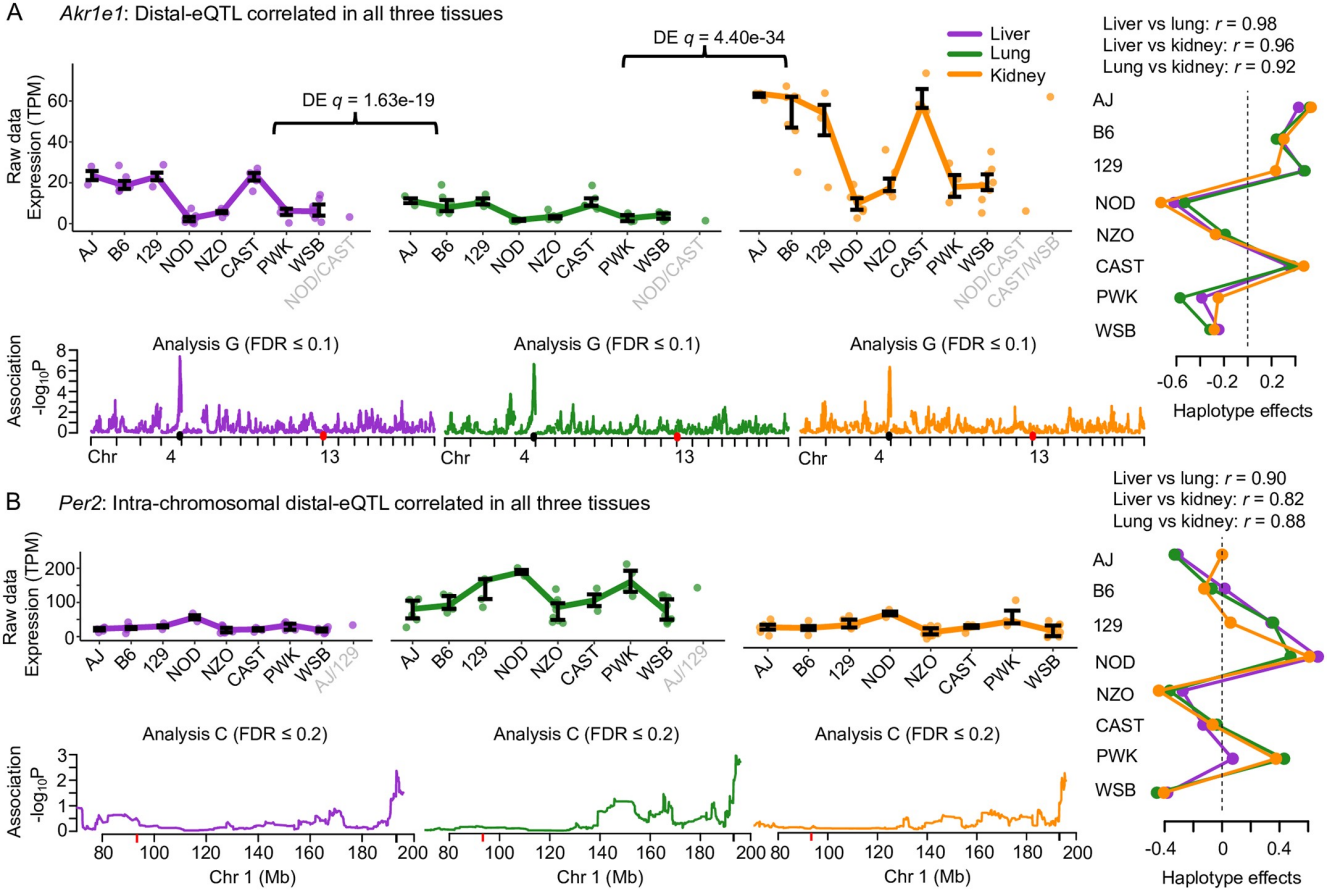
Examples of genes with distal-eQTL effect patterns across tissues. (A) *Akr1e1* has highly significant distal-eQTL detected on chromosome 4 in all three tissues with correlated haplotype effects. (B) *Per2* has intra-chromosomal distal-eQTL leniently detected 100Mb away from the TSS, also with highly correlated haplotype effects across the tissues, providing further support that the distal-eQTL are not false positives. Expression data are represented as interquartile ranges for most likely diplotype, with differential expression noted when significant. Haplotype associations for each tissue distal-eQTL combination are shown, with the most rigorous statistical procedure for detection reported (Analysis L, C, or G). Red ticks signify the gene TSS and black ticks represent that eQTL peak. Fit haplotype effects, estimated as BLUPs, are included, along with the pairwise correlations of the eQTL.

### Mediation of eQTL by chromatin

An advantage of measuring gene expression and chromatin accessibility in the same mice and tissues is the subsequent ability to examine the relationships between genotype, chromatin accessibility, and gene expression using integrative methods such as mediation analysis. We considered two possible models for the mediation of eQTL effects and assessed the evidence for each in our data. In the first model, proximal chromatin state acts as a mediator of local-eQTL (Fig 6A). That is, the local-eQTL for a gene affects that gene’s expression by, at least in part, altering local chromatin accessibility. To test for this, we used an approach adapted from studies in the DO [22] and applied it to local-eQTL detected through Analysis L (see S3 Appendix for greater detail).

**Fig 6:**
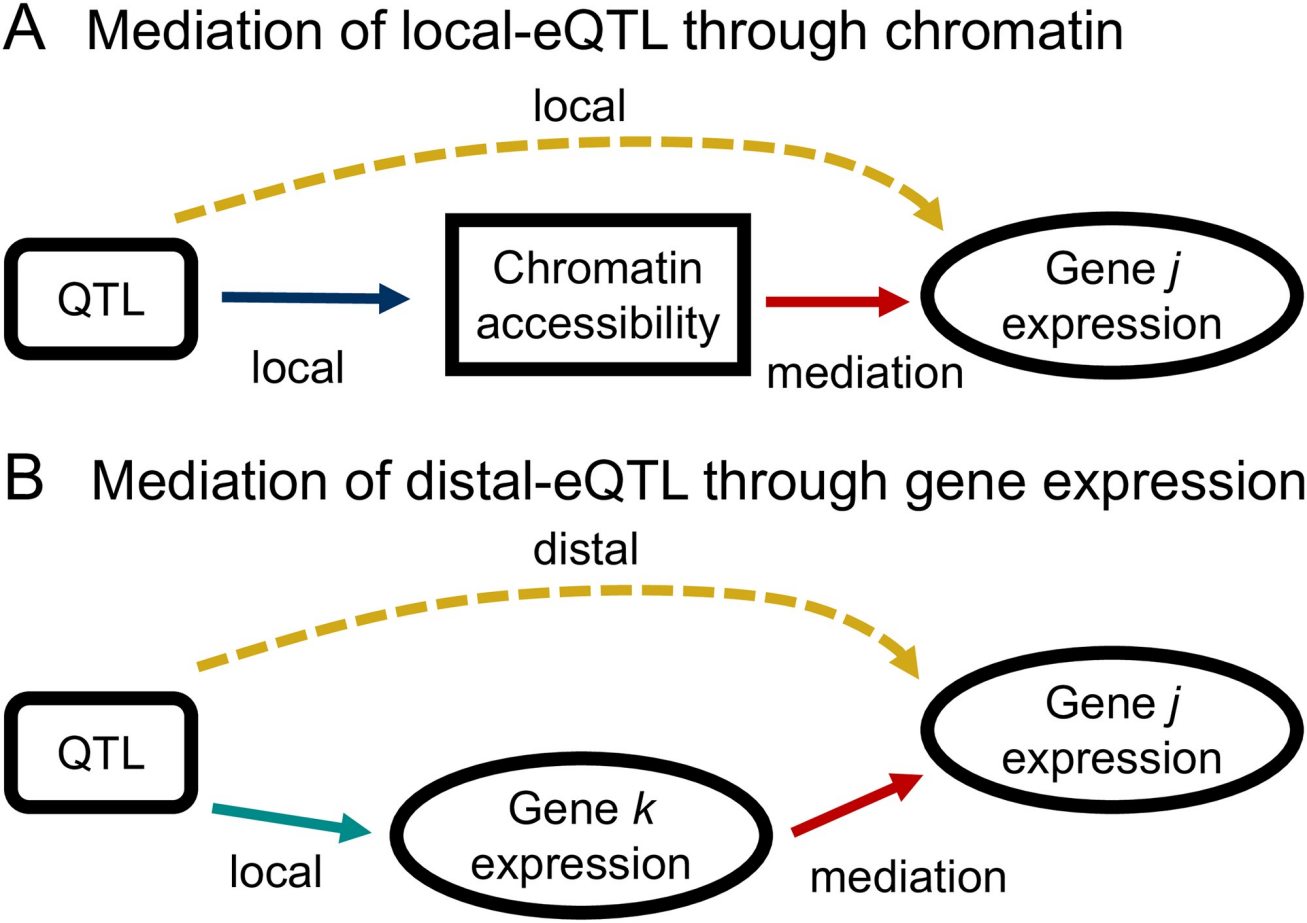
Simple mediation models for the genetic regulation of gene expression. (A) Mediation of the local-eQTL through chromatin accessibility in the region of the gene is consistent with genetic variation influencing the accessibility of gene *j* to the transcriptional machinery. (B) Mediation of distal-eQTL through the transcription of genes local to the QTL could be explained by transcription factor activity.

#### *Ccdc137* and *Hdhd3*: Local-eQTL driven by local chromatin accessibility

Across the three tissues, between 13-42 local-eQTL showed evidence of mediation through proximal accessible chromatin regions at genome-wide significance, and 35-106 at chromosome-wide significance (S6 Table). The coiled-coil domain containing 137 gene (*Ccdc137*) is a strong example of this type of mediation. Fig 7 shows the genome scans that identify both the local-eQTL for *Ccdc137* and the cQTL near it. The significance of the eQTL was sharply reduced when we conditioned on chromatin accessibility, and the significance of the cQTL was stronger than the eQTL, as expected by the proposed mediator model.

**Fig 7:**
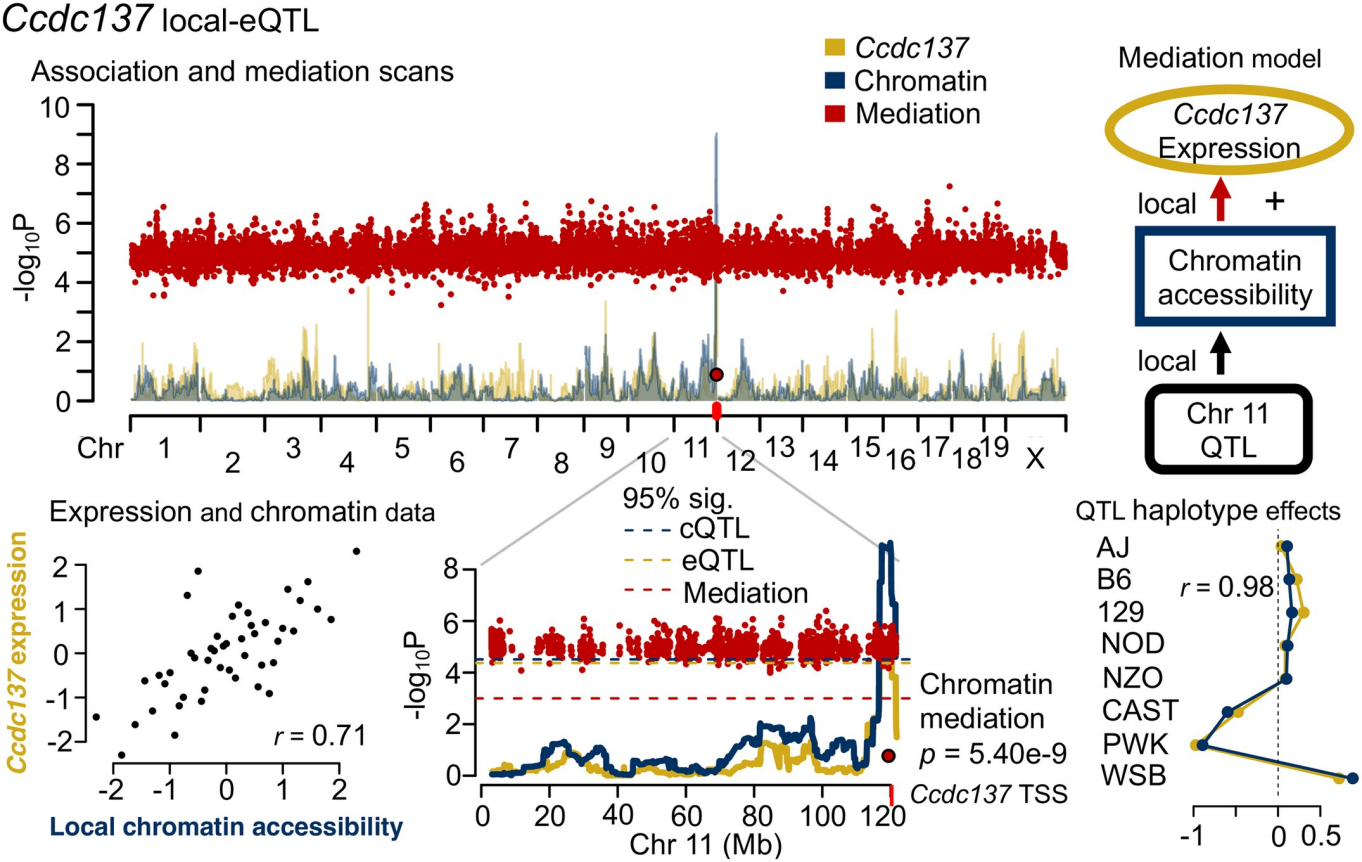
*Ccdc137* local-eQTL is mediated by proximal chromatin accessibility. *Ccdc137* expression and the chromatin accessibility in the proximal region were highly correlated (*r* = 0.71). Genome scans for *Ccdc137* expression (yellow), nearby chromatin accessibility (blue), and chromatin mediation of the *Ccdc137* local-eQTL (red) in lung tissue. The local-eQTL and local-cQTL for the chromatin region at the TSS of *Ccdc137* (red tick) are over-lapping, and have highly correlated haplotype effects (*r* = 0.98). The steep drop in the statistical association with expression, represented as logP, at the chromatin site in the mediation scan supports chromatin mediation of *Ccdc137* expression, depicted as a simple graph [top right]. The QTL and mediation signals were detected at genome-wide significance.

Establishing mediation requires more than mere co-localization of eQTL and cQTL. For example, local-eQTL and co-localizing cQTL were identified for both haloacid dehalogenase-like hydrolase domain containing 3 (*Hdhd3*) in liver (S14A Fig) and acyl-Coenzyme A binding domain containing 4 (*Acbd4*) in kidney (S14B Fig). Comparing the statistical associations at the loci for eQTL and cQTL, and the corresponding haplotype effects, however, showed better correspondence in the case of *Hdhd3* than for *Acbd4*: a strong mediation signal was detected for *Hdhd3*, indicated by the decreased eQTL association when conditioning on the chromatin state, whereas mediation was not detected for *Abcd4*, consistent with expression and chromatin accessibility having causally different origins.

### Mediation of eQTL by expression

Mediation was also tested for distal-eQTL, detected through Analysis G, by evaluating the expression of nearby genes as candidate mediators [33], as shown in Fig 6B.

#### Zinc finger protein intermediates detected for *Ccnyl1*

Eight genes were identified with mediated distal-eQTL (S7 Table). 

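For each of the 9 pairs of a gene and its mediator in S7 Table, the correlation of the 2 genes across the 47 strains was computed in the tissue of the distal-eQTL on TMM-normalized TPM, with permutation p for r and rho and q over the 9 pairs. All 9 passed a q of 0.05. The paper detected these mediators from expression in the same mice and tissues, which favours a correlation of gene and mediator. The p, q and rank of each pair in that tissue therefore describe it and are not an independent test. In lung, *Man2c1* correlated with *Vash1* (r = 0.619, rho 0.619, p = 3e-05 and 1e-05, q = 5.4e-05) and *Rbm46* with *Gatm* (r = -0.333, rho -0.324, p = 0.0224 and 0.0267, q = 0.0224). In kidney, *C330018D20Rik* correlated with *Depdc1b* (r = 0.626, rho 0.629, p = 2e-05 and 1e-05, q = 4.5e-05), and *Gcdh*, listed with 2 transcripts and a mean of 0.988 CPM, with *Dmgdh* (r = 0.583, rho 0.530, p = 4e-05 and 1.4e-04, q = 6e-05). *Oscp1* and *Slc25a34* were negatively correlated (r = -0.584, rho -0.567, p = 6e-05 and 4e-05, q = 7.7e-05), as were *Fbln5* and *Crym* (r = -0.374, rho -0.387, p = 0.00954 and 0.00760, q = 0.0107). Leaving out the 2 strains farthest from the median gave 0.583, -0.242, 0.644, 0.487, -0.545 and -0.361 for these 6 pairs in the order given, and the relation of *Rbm46* and *Gatm* then no longer held (p = 0.111). On TPM without TMM, r was 0.0404 for *Oscp1* and *Slc25a34*, 0.0463 for *Fbln5* and *Crym* and -0.0820 for *Rbm46* and *Gatm*. Ordered by the absolute r with the distal-eQTL gene, *Dmgdh* was in place 2, *Slc25a34* 3, *Depdc1b* 23 and *Crym* 125 of 10450 genes in kidney. In lung, *Vash1* was in place 68 and *Gatm* in place 1333 of 11993.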

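*Ccnyl1* lies on chromosome 1 of NCBIM37 from 64737029 to 64772218, and 34.7% of its 50-base windows occurred once in the genome. A stretch of chromosome 7 from 111647572 to 111650480 shared 65.3% of them. *Zfp979* lies on chromosome 4 from 146986046 to 147052416, with 81.2% of windows unique. In lung, the 2 genes correlated across the 47 strains with r = 0.723 (rho 0.763, permutation p = 1e-05 for both, the smallest possible, q = 3e-05 over 9 pairs). This was the largest absolute r with *Ccnyl1* among 11993 genes, and without the 2 strains farthest from the median it was 0.732. *Zfp985*, the other mediator listed for *Ccnyl1*, came next (r = 0.674, rho 0.682, p = 1e-05 for both, q = 3e-05, and 0.629 without the 2 farthest strains). The correlation of *Ccnyl1* and *Zfp979* was 0.584 in kidney (rho 0.581, p = 3e-05 and 2e-05) and 0.236 in liver (rho 0.218, p = 0.110 and 0.141), where the median normalized TPM of *Zfp979* was 0.882 against 7.40 in lung.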

For example, the distal-eQTL of cyclin Y-like 1 (*Ccnyl1*) was mediated by the expression of zinc finger protein 979 (*Zfp979*), a putative transcription factor (S15 Fig). The haplotype effects at the distal-eQTL of *Ccnyl1* were highly correlated with those at the local-eQTL of *Zfp979*, though with a reduction in overall strength, in accordance with the proposed mediation model.

### Mediation of eQTL by both expression and chromatin

The QTL and mediation results for all three tissues are depicted as circos plots [34] in Fig 8. The local-QTL and chromatin mediators were distributed across the genome unevenly, aggregating in pockets. In particular, a high concentration of cQTL and chromatin mediation were detected in all three tissues along chromosome 17, which corresponds to the immune-related major histocompatibility (MHC) region in mouse. Most of the chromatin-mediated genes in this region, however, are not histocompatibility genes (S7 File). Patterns of distal-QTL and gene mediation vary across the three tissues, though consistent regions are also observed, such as the *Idd9* region on chromosome 4 described in [35], which contains multiple zinc finger proteins (ZFPs) and regulates genes such as *Ccnyl1* and *Akr1e1*, described in greater detail below.

**Fig 8:**
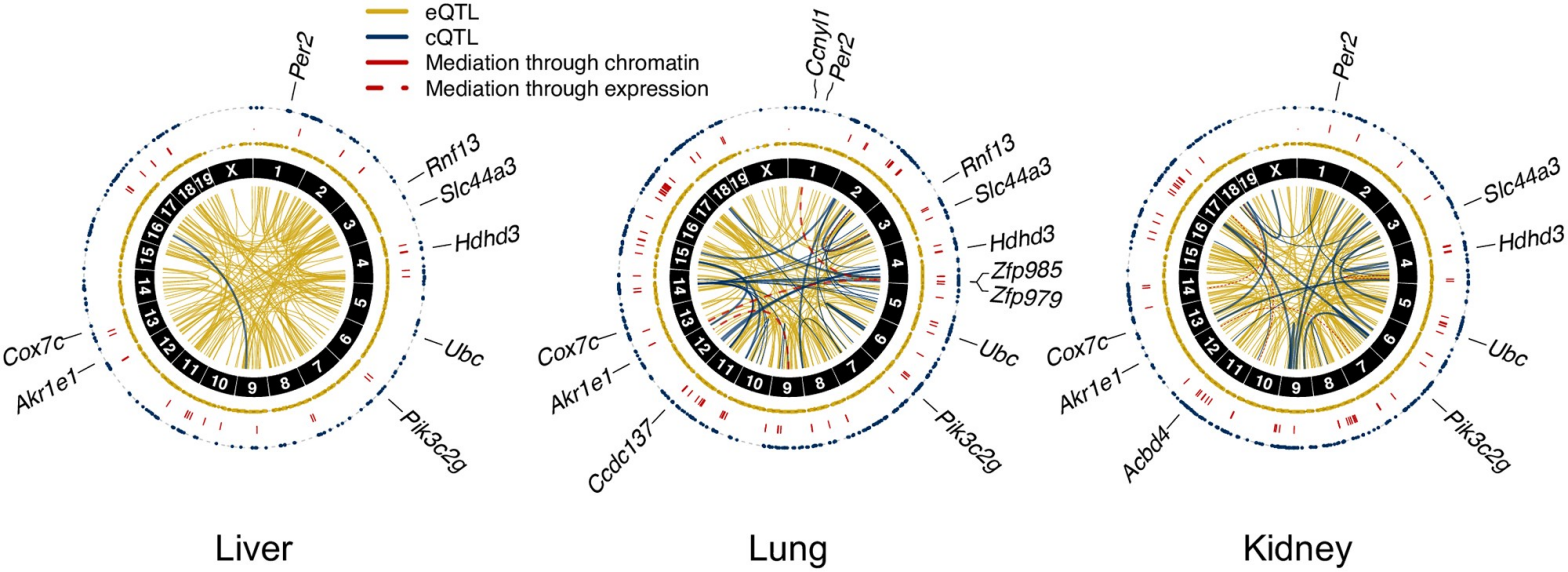
Summaries of QTL and mediation analyses. Circos plots of eQTL (yellow), cQTL (blue), and mediation (red) in lung, liver, and kidney. The two outer rings of dots represent local-eQTL and local-cQTL detected by Analysis L at chromosome-wide significance, with red lines between connecting genes and chromatin sites for which chromatin mediation was detected. The inner circle contains connections representing distal-eQTL, distal-cQTL, and gene-gene mediation from Analysis G. Thick lines represent QTL and mediators with permutation-based *p*-value (permP) < 1 × 10^−5^. The detected signals were primarily local, which also tended to be stronger than the observed distal signals. Fewer QTL and mediators were detected in liver tissue. Genes highlighted within the text, such as *Akr1e1*, are indicated at their genomic coordinates.

#### Genetic regulation of *Akr1e1* expression by a zinc finger protein and chromatin intermediates

As detailed above, *Akr1e1* possessed a strong distal-eQTL in all three tissues located on chromosome 4 in the region of 142.5—148.6Mb with significantly correlated haplotype effects. Mediation analysis suggested this effect is mediated in lung through activity of Zinc finger protein 985 (ZFP985), whose gene is also located on chromosome 4 at 147.6Mb (S16 Fig).

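*Zfp985* lies on chromosome 4 of NCBIM37 from 146927386 to 146959307, and 76.9% of its 50-base windows occurred once in the genome. Its median TMM-normalized TPM was 1.68 in lung, 0.858 in kidney and 0.0471 in liver. It exceeded 1 in 30 of 47 lung libraries, 21 of 47 kidney libraries and 0 liver libraries, and so passed the expression filter in lung alone. Median counts were 13 in lung, 6 in kidney and 1 in liver, and at most 3 counts were found in 42 liver, 15 kidney and 13 lung libraries.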

ZFP985 possesses an N-terminal Krüppel-associated box (KRAB) domain, representing a well-characterized class of transcriptional regulators in vertebrates [36] that recruit histone deacetylases and methyltransferases, inducing a chromatin state associated with regulatory silencing. *Akr1e1* and *Zfp985* expression were negatively correlated (*r* = −0.69), consistent with ZFP985 inhibiting *Akr1e1* expression. This same distal-eQTL and mediator relationship for *Akr1e1* was observed in kidney tissue from 193 DO mice (S17 Fig). It was previously postulated that *Akr1e1* is distally regulated by the reduced expression 2 (*Rex2*) gene, also a ZFP that contains a KRAB domain and resides in the same region of chromosome 4 [37]. 

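In lung, *Akr1e1* and *Zfp985* were negatively correlated across the 47 strains, with r = -0.698 on rank inverse normal values of TMM-normalized TPM (rho -0.766, permutation p = 1e-05 for both, the smallest possible, q = 3e-05 over the 9 pairs of S7 Table). No other gene among 11993 had a larger absolute r with *Akr1e1* in lung. The paper detected this mediator in lung of the same mice, so the lung value is not an independent test. Without the 2 strains farthest from the median, r was -0.693. The value ranged from -0.527 on TPM without TMM to -0.774 on log2(TPM + 1). In kidney r was -0.581 (rho -0.649, p = 3e-05 and 1e-05, and -0.619 without the 2 farthest strains). In liver, where 22 of 47 libraries had no count of *Zfp985*, r was 0.0345 (rho 0.0586, p = 0.817 and 0.695, 0.0399 without the 2 farthest strains), and a relation was not detectable at this depth. *Zfp985* had at most 3 counts in 13 lung and 15 kidney libraries, whose order is not resolved. *Zfp979*, which lies near it and correlated with it in lung (r = 0.674, rho 0.704, p = 1e-05 for both), was also negatively correlated with *Akr1e1*, at -0.542 (rho -0.596, p = 1e-04 and 4e-05) in liver, -0.460 (rho -0.528, p = 0.00117 and 1.4e-04) in lung and -0.576 (rho -0.613, p = 7e-05 and 1e-05) in kidney. The largest q of these 4 was 0.00156 over 12 correlations, of 4 gene pairs in 3 tissues, and without the 2 farthest strains r was -0.575, -0.472 and -0.534 with *Akr1e1* and 0.666 between the 2 *Zfp* genes. The paper treats the negative correlation in lung as compatible with inhibition of *Akr1e1* expression by ZFP985. Its causal model is proposed from QTL and mediation results across tissues.

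**Figure D4:**
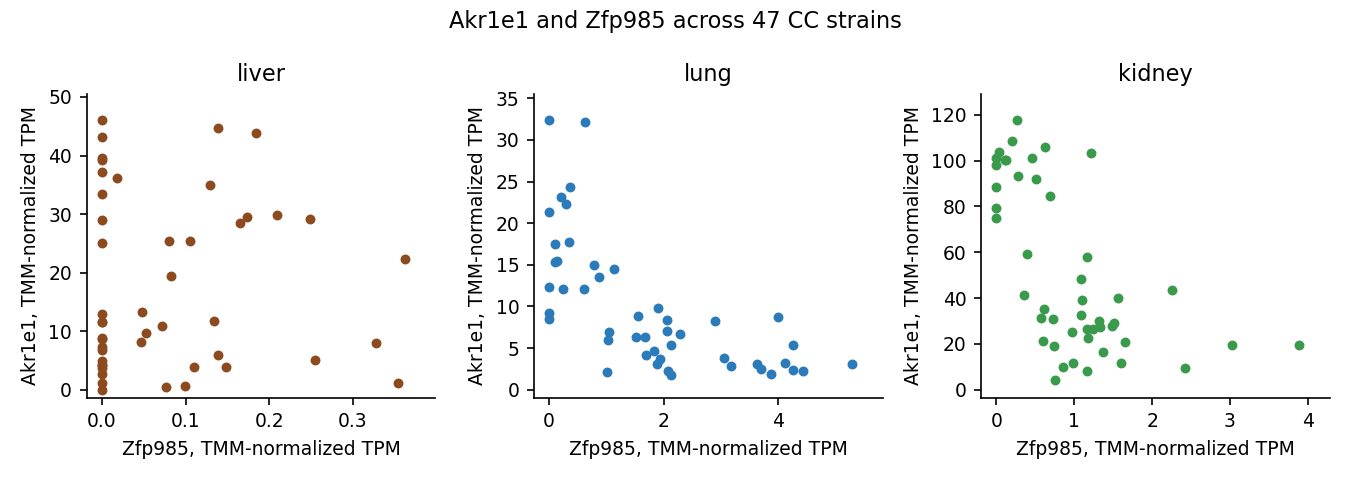
TMM-normalized TPM of Zfp985 on the x axis and of Akr1e1 on the y axis in liver, lung and kidney, with 1 point per strain (n = 47 in each panel). Strains with more Zfp985 have less Akr1e1 in lung (r = -0.698) and kidney (r = -0.581), and no value of Zfp985 in liver exceeds 0.362.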

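*Rex2* lies on chromosome 4 of NCBIM37 from 145881315 to 145887868. Of the 1964 windows of 50 bases in its longer annotated transcript, 67 (3.41%) occurred once in the genome. Positions of the same chromosome between 146089361 and 146989473 shared 96.2% of them. The deposited files list the same transcript of *Rex2* at 2 positions.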

Our distal-eQTL overlap their *Idd9.2* regulatory region, defined as spanning 145.5—148.57Mb, mapped with NOD mice congenic with C57BL/10 (B10) [35]. The B10 haplotype was found to be protective against development of diabetes, characteristic of NOD mice. AKR1e1 is involved in glycogen metabolism and the *Idd9* region harbors immune-related genes, suggesting genes regulated by elements in the *Idd9* region may be diabetes-related. Consistent with these studies, CC strains with NOD inheritance at the distal-eQTL had low expression of *Akr1e1*, observed in all tissues. Genetic variation from B10 is not present in the CC, but the closely related B6 founder had high expression of *Akr1e1* like B10. NZO, PWK, and WSB haplotypes resulted in low *Akr1e1* expression, similar to NOD, while AJ, 129, and CAST haplotypes joined B6 as driving high expression (Fig 9). Variable expression of *Zfp985* is a strong candidate for driving these effects on *Akr1e1*.

**Fig 9:**
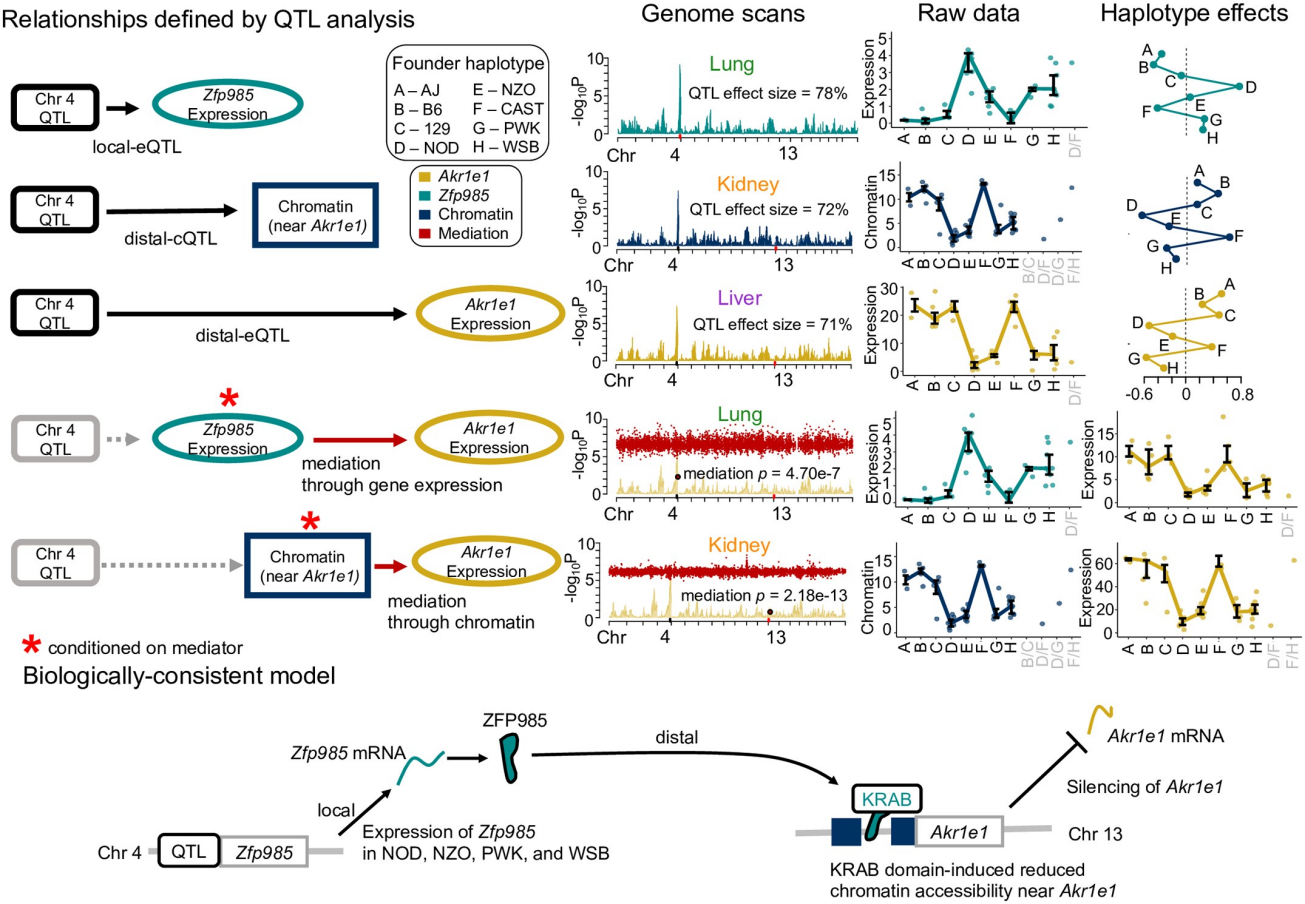
Mediation model for *Akr1e1* distal-eQTL. The genetic regulation of *Akr1e1* expression is reconstructed based on relationships observed across the three tissues. Distal-eQTL were detected in all tissues at similar levels of significance. A local-eQTL for *Zfp985* that is proximal to the *Akr1e1* distal-eQTL was observed in lung, and *Zfp985* expression was detected as an anti-correlated mediator of the distal-eQTL, consistent with ZFP985 suppressing *Akr1e1* expression. The chromatin site proximal to the *Akr1e1* TSS has a distal-cQTL detected in kidney. Chromatin accessibility at the site was found to be a significant mediator of *Akr1e1* expression. Combining associations across tissues supports a biological model whereby ZFP985, whose gene is expressed in mice with NOD, NZO, PWK, and WSB haplotypes, silences *Akr1e1* through KRAB domain-induced chromatin remodeling. QTL and mediation genome scans are included, along with sequence phenotypes as interquartile ranges categorized according to most likely diplotype, and modeled haplotype effects fit as BLUPs. The relative magnitudes of the QTL effect sizes and mediation scores are consistent with the proposed model, with *Zfp985* local-eQTL > distal-cQTL > *Akr1e1* distal-eQTL, and chromatin mediation > mediation through *Zfp985* expression.

Additional sources of genetic regulation of *Akr1e1* were observed for kidney, where a strong distal-cQTL for an accessible chromatin site corresponding to the promoter of *Akr1e1* was detected in the *Idd9.2* region on chromosome 4. Mediation analysis strongly supported chromatin accessibility in this region mediating the distal-eQTL (mediation *p* = 2.18 × 10^−13^; see Methods). The haplotype effects for the distal-cQTL were highly correlated with the distal-eQTL effects (*r* = 0.92). The relative magnitudes of the QTL effect sizes and mediation *p*-values (S18 Fig) support a causal model whereby increased *Zfp985* expression reduces expression of *Akr1e1* by altering chromatin accessibility near the *Akr1e1* promoter (Fig 9).

## Discussion

In this study we performed QTL and mediation analyses of gene expression and chromatin accessibility data in liver, lung, and kidney tissue samples from 47 strains of the CC. We examined correlations between haplotype effects of co-localizing QTL to identify QTL that are likely functionally active in multiple tissues as well as QTL with distinct activity across the three tissues, as is the case with the *Pik3c2g* gene, potentially representing differing active genetic variants in the local region. We detected extensive evidence of chromatin mediation of local-eQTL as well as gene expression mediators underlying distal-eQTL. One unique example is the elucidation of the genetic regulation of *Akr1e1* expression, a gene that plays a role in glycogen metabolism, involving inhibition by expression of a distal zinc finger protein mediator that contributes to reduced chromatin accessibility at the promoter of *Akr1e1*. These findings highlight the ability of integrative QTL approaches such as mediation analysis to identify interesting biological findings, including the ability to identify functional candidates for further downstream analysis.

### Fewer detected cQTL than eQTL

We found that the effect sizes of cQTL are on average lower than eQTL (see S19 Fig), as has been previously reported [22]. The reduced number of cQTL compared with eQTL is likely due to both technical and biological reasons. Technically, the RNA-seq assay measures a distinct class of molecules (mRNAs) that can be accurately extracted from cells with the resulting sequence reads mapped to the transcriptome, which encompasses < 5% of the genome. In contrast, the transposon incorporation event central to ATAC-seq is enriched in, but not solely limited to, accessible chromatin. Unlike the transcriptome, accessible chromatin can occur anywhere in the genome and regions are defined empirically by the data. Thus, the signal from the assay is more variable and noisy across samples, which impedes our ability to detect cQTL. Biologically, if a variant affects the activity of a regulatory element that alters expression levels, it is expected that the mRNA levels in the sample will reflect this. By contrast, even if a variant affects chromatin accessibility, it may do so in a manner that is difficult to detect above the background noise of the assay. In recent studies of gene expression and chromatin accessibility in the adult brain from the same individuals, 2,154,331 *cis*-eQTL were found for 467 individuals [38], whereas only 6,200 cQTL were detected, albeit for only 272 individuals [39]. While the reduced number of individuals undoubtedly contributed to this lower number of detected cQTL, it is likely that significantly fewer cQTL would be found in the same number of individuals.

### Reduced cQTL and mediation signal in liver compared with lung and kidney

Detecting QTL and mediation depends not only on sample size but also on biological and technical factors that are difficult to quantify across the tissues. Although it is possible that liver has fewer actual cQTL (and thus fewer chromatin mediators) than lung and kidney, it is also possible that the signal quality of the ATAC-seq is lower for this tissue, resulting in fewer detections due to increased technical noise. True biological differences in the number of cQTL and mediator usage among the tissues would likely reflect multi-level regulatory programs specific to each tissue, a complex subject requiring more targeted experiments than used here.

### Joint QTL analysis in multiple tissues

Multi-tissue QTL analyses are increasingly used in both humans, such as within the GTEx project (*e.g*., [40, 41]), and in mice (*e.g*., [42, 43]). We believe our use of formal statistical tests of the correlation coefficient between the haplotype effects of overlapping QTL is novel in defining co-localizing QTL across tissues. This method allows us to identify loci likely representing tissue-specific QTL with unique haplotype effects patterns, as demonstrated for the gene *Pik3c2g* (Fig 4). This approach can also detect consistent haplotype effects, as with the gene *Per2* (Fig 5B), which possessed only marginally significant distal-eQTL in the three tissues, suggesting jointly mapping QTL across all tissues increases power. Formal joint analysis approaches have been proposed, largely implemented for detecting SNP associations, including meta-analysis on summary statistics (*e.g*., [43, 44]) and fully joint analysis, including Bayesian hierarchical models [45] and mixed models [46]. Extending such methods to haplotype-based analysis in MPPs poses some challenges, including how to best generalize methods to more complex genetic models and for the CC with a limited number of unique genomes. Nonetheless, when multiple levels of molecular traits are measured, joint analyses could conceivably be incorporated into the mediation framework to improve detection power.

### Correlated haplotype effects suggest subtle multi-allelic QTL

Haplotype-based association in MPP allows for the detection of multi-allelic QTL [31], such as potentially observed within the kidney at the local-eQTL of *Pik3c2g*, where mice with B6 contributions in the region have an intermediate level of expression. The correlation coefficient between the haplotype effects for QTL pairs provides an interesting summary, generally not possible in the simpler bi-allelic setting commonly used in variant association analysis. The extent of the correlation between the haplotype effects for QTL pairs of certain genes, such as *Cox7c* (Fig 3A) suggests that these QTL are at least subtly multi-allelic. Correlated haplotype effects are consistent with the genetic regulation, even local to the gene TSS, being potentially complex, likely due to founder-specific modifiers.

### Correlated haplotype effects with differential expression across tissues

We detected numerous eQTL pairs with correlated haplotype effects across tissues but with significantly different magnitudes of overall expression—for example, *Cox7c*, *Ubc*, *Slc44a3*, and *Akr1e1*. 

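The size of these differences was tested against a log2 fold change of 1 rather than 0 with limma's treat, a setting chosen after the values were seen. Liver exceeded lung by more than this for *Cox7c* (q = 7.3e-18) and *Akr1e1* (q = 9.7e-27). For *Slc44a3* lung exceeded kidney (q = 4.6e-17), and for *Akr1e1* kidney exceeded lung (q = 1.1e-38).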

We propose two potential explanations for this unique co-occurrence. First, whole tissues differ in their cellular composition. It may be that these genes are primarily expressed in a common cell type whose proportion varies between the different tissue types, and that the observed differential expression reflects this compositional variation. This hypothesis could be tested by follow-up single cell experiments. Second, each tissue may have additional unique regulatory elements that further modulate expression levels. Uncovering such elements would require in-depth analysis of tissue-specific regulation.

### Mediation analysis

The statistical methods underlying mediation analyses were largely developed in the context of social sciences [3–5], and more recently extended to a genomics setting in which there is generally less experimental control of the relationship between the mediator and outcome. Our mediation analysis approach is adapted from previous studies in DO mice [22, 23, 33] but adds the use of QTL effect sizes to establish consistency with the directionality of the relationships and the formal calculation of an empirical mediation *p*-value through permutation. Related conditional regression approaches were used in the incipient pre-CC lines [47, 48]. Mediation results largely reflect the correlations between the variables after adjusting for additional sources of variation, such as covariates and batch effects. We further require the mediator QTL to have a larger effect size than the outcome QTL in order to identify trios that are consistent with the proposed causal models. It must be emphasized, however, that these steps are not equivalent to experimentally controlling the directionality of the relationship between a gene’s expression level and a putative mediator, nor is such control feasible in a large-scale experiment. Variable measurement error on the mediator and gene could flip the perceived directionality of the relationship, resulting in both false positive and negative mediations. Alternatively, the relationships could be more complex than the simple models used here, *e.g*. feedback between the mediator and gene, which these procedures will not detect. Additionally, the causal mediator may not be observed in the data, allowing for other candidates, correlated with the missing causal element, to be incorrectly identified as mediators.

Despite these limitations, the mediation analysis used here provides specific causal candidates for local-eQTL (mediated through chromatin) and distal-eQTL (mediated through nearby genes). For example, we show strong evidence for ZFP985 mediating the genetic regulation of *Akr1e1* (Fig 9). Additional evidence suggests this is done by ZFP985 contributing to reduced *Akr1e1* promoter activity. It is possible that *Zfp985* expression is simply strongly correlated with the true mediator, and others have alternatively proposed *Rex2* expression as a candidate [35], which we did not consider due to low expression in all three tissues. 

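*Rex2* was listed at 0 counts in all 47 libraries of each tissue. A count of 3 corresponded to between 0.0712 and 1.73 CPM in liver, between 0.171 and 1.06 CPM in lung and between 0.200 and 0.985 CPM in kidney, so expression below these levels was not detectable at this depth. Uniquely aligned reads had few positions from which to come, the share of unique windows in its transcript being 3.41%.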

Regardless of the identity of the true mediator, our analysis shows strong evidence that it acts causally by reducing chromatin accessibility near *Akr1e1*.

### QTL mapping power and their effect size estimates

Our reduced sample size of 47 CC strains motivated our use of multiple scopes of statistical significance, from testing for QTL locally to genome-wide. As expected, the additional local-QTL detected by less stringent methods have smaller effect sizes (orange and purple dots for C and L, respectively; S19 Fig). Based on a recent evaluation of QTL mapping power in the CC using simulation [26], this study had approximately 80% power to detect genome-wide QTL with a 55% effect size or greater. Effect size estimates for genome-wide QTL (green dots; S19 Fig) are consistent with this expectation, albeit potentially inflated due to the Beavis effect [49], and provide interpretable point summaries for haplotype-based QTL mapping, analogous to minor allele effect estimates in SNP-based studies. We calculated estimates of effect size in two ways, one based on a fixed effect fitting of the QTL term and the other as a random term [50]. Notably, a small number of the distal-eQTL had low random effect size estimates (S20 Fig) compared with their fixed effects-based estimates, likely the result of outliers with lowly-observed founder inheritance (*e.g*. rare allele) at the putative QTL. Alternatively, a residual variation estimate, *i.e*. RSS, could be calculated from the shrunken haplotype effects to identify likely false positives, but not be as aggressively reduced as the variance component-based estimates, representing a middle ground approach that was found to be effective [51]. We primarily reported fixed effects estimates due to their consistency with reported expectations [26] for a study of this size.

These QTL mapping results are largely consistent with the molecular traits with detected QTL possessing primarily Mendelian genetic regulation (large effect sizes: > 60%). The relatively limited number of CC strains (< 70 strains) constrains our ability to effectively map QTL for highly complex and polygenic traits. Nevertheless, this study supports the value of CC strains for mapping QTL for simpler traits, such as large effect molecular phenotypes, particularly when considering the further gains that use of replicate observations per strain would yield (not used here). Additionally, joint and/or comparative analyses with the DO and the founder strains can provide strong confirmation of subtle findings in the CC.

## Materials and methods

### Ethics statement

Prior to sacrifice, mice were anesthetized with 100 mg/kg nembutal though intraperitoneal injection. These studies were approved by the Institutional Animal Care and Use Committees (IACUC) at Texas A&M University and the University of North Carolina.

### Animals

Adult male mice (8-12 weeks old) from 47 CC strains were acquired from the University of North Carolina Systems Genetics Core (listed in S1 Appendix) and maintained on an NTP 2000 wafer diet (Zeigler Brothers, Inc., Gardners, PA) and water *ad libitum*. The housing room was maintained on a 12-h light-dark cycle. Our experimental design sought to maximize the number of strains relative to within-strain replications based on the power analysis for QTL mapping in mouse populations [52]; therefore, one mouse was used per strain. Prior to sacrifice, mice were anesthetized with 100 mg/kg nembutal though intraperitoneal injection. Lungs, liver and kidney tissues were collected, flash frozen in liquid nitrogen, and stored at -80°C. These studies were approved by the Institutional Animal Care and Use Committees (IACUC) at Texas A&M University and the University of North Carolina. The experimental design and subsequent analyses performed for this study are diagrammed in Fig 1.

### mRNA sequencing and processing

Total RNA was isolated from flash-frozen tissue samples using a Qiagen miRNeasy Kit (Valencia, CA) according to the manufacturer’s protocol. RNA purity and integrity were evaluated using a Thermo Scientific Nanodrop 2000 (Waltham, MA) and an Agilent 2100 Bioanalyzer (Santa Clara, CA), respectively. A minimum RNA integrity value of 7.0 was required for RNA samples to be used for library preparation and sequencing. Libraries for samples with a sufficient RNA integrity value were prepared using the Illumina TruSeq Total RNA Sample Prep Kit (Illumina, Inc., San Diego, USA) with ribosomal depletion. Single-end (50 bp) sequencing was performed (Illumina HiSeq 2500).

Sequencing reads were filtered (sequence quality score ≥ 20 for ≥ 90% of bases) and adapter contamination was removed (TagDust). Reads were mapped to strain-specific pseudo-genomes (Build37, http://csbio.unc.edu/CCstatus/index.py?run=Pseudo) and psuedo-transcriptomes (C57BL/6J RefSeq annotations mapped to pseudo-genomes) using RSEM with STAR (v2.5.3a). Uniquely aligned reads were used to quantify expression as transcripts per million (TPM) values.

### ATAC-seq processing

Flash frozen tissue samples were pulverized in liquid nitrogen using the BioPulverizer (Biospec) to break open cells and allow even exposure of intact chromatin to Tn5 transposase [53]. Pulverized material was thawed in glycerol containing nuclear isolation buffer to stabilize nuclear structure and then filtered through Miracloth (Calbiochem) to remove large tissue debris. Nuclei were washed and directly used for treatment with Tn5 transposase. Paired-end (50 bp) sequencing was performed (Illumina HiSeq 2500).

Reads were similarly filtered as with RNA-seq. Reads were aligned to the appropriate pseudo-genome using GSNAP (parameter set: -k 15, -m 1, -i 5, –sampling = 1, –trim-mismatch-score = 0, –genome-unk-mismatch = 1, –query-unk-mismatch = 1). Uniquely mapped reads were converted to mm9 (NCBI37) mouse reference genome coordinates using the associated MOD files (UNC) to allow comparison across strains. Reads overlapping regions in the mm9 blacklist (UCSC Genome Browser) were removed. Exact sites of Tn5 transposase insertion were determined as the start position +5 bp for positive strand reads, and the end position -5 bp for negative strand reads [54]. Peaks were called using F-seq with default parameters. A union set of the top 50,000 peaks (ranked by F-seq score) from each sample was derived. Peaks were divided into overlapping 300 bp windows [55]. Per sample read coverage of each window was calculated using coverageBed from BedTools [56].

### Sequence trait filtering for QTL analysis

Trimmed mean of M-values (TMM) normalization (edgeR; [57]) was applied to TPM values from read counts of genes and chromatin windows, respectively. Genes with TMM-normalized TPM values ≤ 1 and chromatin windows with normalized counts ≤ 5 for ≥ 50% of samples were excluded (as in [22]) in order to avoid the detection of QTL that result from highly influential non-zero observations when most of the sample have low to no expression. For each gene and chromatin window, we applied *K*-means clustering with *K* = 2 to identify outcomes containing outlier observations that could cause spurious, outlier-driven QTL calls. Any gene or chromatin window where the smaller *K*-means cluster had a cardinality of 1 was removed.

### CC strain genotypes and inferred haplotype mosaics

CC genomes are mosaics of the founder strain haplotypes. The founder haplotype contributions for each CC strain was previously reconstructed by the UNC Systems Genetics Core (http://csbio.unc.edu/CCstatus/index.py?run=FounderProbs) with a Hidden Markov Model [58] on genotype calls [MegaMUGA array [59]] from multiple animals per strain, representing ancestors to the analyzed mice. Notably, QTL mapping power is reduced at loci with segregating variants in these ancestors, and where these specific animals likely differ [60]. To reduce the number of statistical tests, adjacent genomic regions were merged through averaging if the founder mosaics for all mice were similar, defined as L2 distance ≤ 10% of the maximum L2 distance ($\sqrt{2}$ for a probability vector). This reduced the number of tested loci from 77,592 to 14,191.

### Differential expression and accessibility analyses

Read counts for each sample were converted to counts per million (CPM), followed by TMM normalization (edgeR). For chromatin accessibility, windows in which > 70% of samples had a CPM ≤ 1 were removed, requiring that samples from at least two of the three tissues to have non-zero measurements in order to be considered for differential analysis between tissues. Genes and chromatin windows with no or low counts across sample libraries provide little evidence for detection of differential signal, thus removing them reduces the multiple testing burden. Differentially expressed genes and accessible chromatin windows were determined using *limma* [61], which fit a linear model of the TMM-normalized CPM value as the response and fixed effect covariates of strain, batch, and tissue (lung, liver, or kidney). To account for mean-variance relationships in gene expression and chromatin accessibility data, precision weights were calculated using the *limma* function *voom* and incorporated into the linear modeling procedure. The *p*-values were adjusted using a false discovery rate (FDR) procedure [62], and differentially expressed genes and accessible chromatin windows were called based on the *q*-value ≤ 0.01 and log_2_ fold-change ≥ 1. Adjacent significantly differential chromatin windows in the same direction were merged with a *p*-value computed using Simes’ method [63], and chromatin regions were re-evaluated for significance using the Simes *p*-values.

### Gene set association analysis

Biological pathways enriched with differentially expressed genes or accessible chromatin were identified with GSAASeqSP [64] with Reactome Pathway Database annotations (July 24, 2015 release). A list of assayed genes were input to GSAASeqSP along with a weight for each gene *g*, calculated as:

$$\begin{array}{c} {\text{weight}}_{g}=\text{sign}\left(\Delta_{g}\right)\times \left(1-q_{g}\right), \end{array}$$ (1)

where sign(Δ_*g*_) is the sign of the fold change in gene *g* expression, and *q*_*g*_ is the FDR-adjusted differential expression *p*-value. Pathways with gene sets of cardinality < 15 or > 500 were excluded.

For pathway analysis of differentially accessible chromatin near genes, each chromatin region was mapped to a gene using GREAT v3.0.0 (*basal plus extension* mode, *5 kb upstream*, *1 kb downstream*, and no distal extension). Weights were calculated as with gene expression, but with sign(Δ_*g*_) representing the sign of the fold-change in accessibility of the chromatin region with minimum FDR-adjusted *p*-value that is associated with gene *g*.

### Haplotype-based QTL mapping

QTL analysis was performed for both gene expression and chromatin accessibility using regression on the inferred founder haplotypes [65], a variant of Haley-Knott regression [66, 67] commonly used for mapping in the CC [26, 27, 68–71] and other MPPs, such as *Drosophila* [72].

For a given trait—the expression of a gene or the accessibility of a chromatin region—a genome scan was performed in which at each of the 14,191 loci spanning the genome, we fit the linear model,

$$\begin{array}{c} y_{i}=\mu +{\text{batch}}_{b[i]}+{\text{QTL}}_{i}+\varepsilon_{i}\; \end{array}$$ (2)

where *y*_*i*_ is the trait level for individual *i*, *μ* is the intercept, batch_*b*_ is a categorical fixed effect covariate with five levels *b* = 1, …, 5 representing five sequencing batches for both gene expression and chromatin accessibility and where *b*[*i*] denotes the batch relevant to *i*, *ε*_*i*_ ∼ N(0, *σ*^2^) is the residual noise, and QTL_*i*_ models the genetic effect at the locus, namely that of the eQTL for expression or the cQTL for chromatin accessibility. Specifically, the QTL term models the (additive) effects of alternate haplotype states and is defined as QTL_*i*_ = ***β***^T^**x**_*i*_, where **x**_*i*_ = (*x*_*i*,AJ_, …, *x*_*i*,WSB_)^T^ is a vector of haplotype dosages (*i.e*., the posterior expected count, from 0 to 2, inferred by the haplotype reconstruction) for the eight founder haplotypes, and ***β*** = (*β*_AJ_, …, *β*_WSB_)^T^ is a corresponding vector of fixed effects. Note that in fitting this term as a fixed effects vector, the linear dependency among the dosages in **x**_*i*_ results in at least one haplotype effect being omitted to achieve identifiability; estimation of effects for all eight founders is performed using a modification described below. Prior to model fitting, to avoid sensitivity to non-normality and strong outliers, the response ${\left\{y_{i}\right\}}_{i=1}^{n}$ was subject to a rank inverse normal transformation (RINT). The fit of Eq 2 was compared with the fit of the same model omitting the QTL term (the null model) by an F-test, leading to a nominal *p*-value, reported as the logP = −log_10_(*p*-value).

### QTL detection: Local (L), chromosome-wide (C), and genome-wide (G)

QTL detections were declared according to three distinct protocols of varying stringency and emphasis. The first protocol, termed Analysis L, was concerned only with detection of “local QTL”, that is, QTL located at or close to the relevant expressed gene or accessible chromatin region. Here we define “local” as ± 10Mb, as been done previously in studies using DO mice [22]. Our intent is to capture QTL that likely act in *cis* on gene expression and chromatin accessibility, which are expected to have strong effects, while also recognizing the limitations of using haplotype blocks with median size of 16.3 Mb [19] and a small sample size. S6 Fig suggest that 10Mb generally captures the strongest QTL signals near the gene TSS and chromatin window midpoint. The second protocol, Analysis C, broadened the search for QTL to anywhere on the chromosome on which the trait is located; the greater number of loci considered meant that the criterion used to call detected QTL for this protocol was more stringent than Analysis L. The third protocol, Analysis G, further broadened the search to the entire genome with the most stringent detection criterion. These protocols used two types of multiple test correction: a permutation-based control of the family-wise error rate (FWER) and the Benjamini-Hochberg False Discovery Rate (FDR; [62]). Below we describe in detail the permutation procedure and then the three protocols.

#### Permutation-based error rate control: Chromosome- and genome-wide

The FWER was controlled based on permutations specific to each trait. The sample index was permuted 1,000 times and recorded, and then genome scans performed for each trait, using the same permutation orderings. Given a trait, the maximum logP from either the entire genome or the chromosome for each permutation was collected and used to fit a null generalized extreme value distribution (GEV) in order to control the genome- and chromosome-wide error rates, respectively [73]. Error rates were controlled by calculating a *p*-value for each QTL based on the respective cumulative density functions from the GEVs: permP = 1 − *F*_GEV_(logP), where *F*_GEV_ is the cumulative density function of the GEV. We denote genome- and chromosome-wide error rate controlling *p*-values as permP_G_ and permP_C_ respectively.

The appropriateness of permutation-derived thresholds [74] relies on the CC strains being equally related, thus possessing little population structure and being exchangeable. This assumption was supported by simulations of the funnel breeding design [68]. More recent simulations based on the observed CC strain genomes [26] found non-exchangeable population structure for highly polygenic genetic architectures, albeit at low levels. Nevertheless, we use permutations given that molecular traits often have strong effect QTL that are detectable in the presence of subtle population structure.

#### Local analysis—Analysis L

Our detection criteria for local-QTL leverages our strong prior belief in local genetic regulation. For a given trait, this local analysis involved examining QTL associations at all loci within a 10Mb window of the gene TSS or chromatin region midpoint. A QTL was detected if the permP_C_ < 0.05. Notably, we can also check whether the corresponding permP_G_ < 0.05, as an additional characterization of statistical significance of detected local-QTL.

#### Chromosome-wide analysis—Analysis C

Chromosome-wide analysis involved examining QTL associations at all loci on the chromosome harboring the gene or chromatin region in question. The peak logP is input into a chromosome-wide GEV, producing a permP_C_, which are further subjected to adjustment by FDR to account for multiple testing across the traits [75]. Compared with Analysis L, this procedure is more stringent with respect to local-QTL because of the additional FDR adjustment. In addition, it can detect distal-QTL outside the local region of the trait. Note, since only the most significant QTL is recorded, this procedure will disregard local-QTL if a stronger distal-QTL on the chromosome is observed.

#### Genome-wide analysis—Analysis G

The genome-wide analysis is largely equivalent to Analysis C but examines all genomic loci, while an FDR adjustment is made to the genome-wide permP_G_. Unlike Analysis C, it incorporates additional scans conditioned on detected QTL to potentially identify multiple QTL per trait (*i.e*. both local- and distal-QTL). Briefly, after a QTL is detected, a subsequent scan (and permutations) is performed in which the previously detected QTL is included in both the null and alternative models, allowing for additional independent QTL to be detected with FDR control. See S2 Appendix for greater detail on this conditional scan procedure and a clear example in S21 Fig. Notably, the local/distal status of the QTL does not factor into Analysis G.

Analyses L, C, and G should detect many of the same QTL, specifically strong local-QTL. Collectively, they allow for efficient detection of QTL with varying degrees of statistical support while strongly leveraging local status.

#### QTL effect size

The effect size of a detected QTL was defined as the *R*^2^ attributable to the QTL term; specifically, as 1 − RSS_QTL_/RSS_0_, where $\text{RSS}=\sum_{i=1}^{n}{\left(y_{i}-\hat{y_{i}}\right)}^{2}$ is the residual sum of squares, *i.e*. the sum of squares around predicted value $\hat{y_{i}}$, and RSS_QTL_ and RSS_0_ denote the RSS calculated for the QTL and null models respectively. We also calculated a more conservative QTL effect size estimate with a QTL random effects model to compare with the *R*^2^ estimate.

#### Stable estimates of founder haplotype effects

The fixed effects QTL model used for mapping, though powerful for detecting associations, is sub-optimal for providing stable estimates of the haplotype effects vector, ***β*** (calculated as (**X**^T^**X**)^−1^ **X**^T^**y**, where **X** is the full design matrix). This is because, among other things, 1) the matrix of haplotype dosages that forms the design matrix of ${\left\{{\text{QTL}}_{i}\right\}}_{i=1}^{n}$ in Eq 2, is multi-collinear, which leads to instability, and 2) because the number of observations for some haplotypes will often be few, leading to high estimator variance [24]. More stable estimates were therefore obtained using shrinkage. At detected QTL, the model was refit with ***β*** modeled as a random effect, ***β*** ∼ N(**0**, **I***τ*^2^) [50], to give an 8-element vector of the best linear unbiased estimates (BLUPs; [76]), $\tilde{\beta }={\left({\tilde{\beta }}_{\text{AJ}},\ldots ,{\tilde{\beta }}_{\text{WSB}}\right)}^{\text{T}}$. These BLUPs, after being centered and scaled, were then used for further comparison of QTL across tissues.

#### Comparing QTL effects across tissues

To summarize patterns of the genetic regulation of gene expression and chromatin accessibility across tissues, we calculated correlations between the haplotype effects of QTL that map to approximately the same genomic region for the same traits but in different tissues. For cross-tissue pairs of local-QTL, we required that both be detected within the 20Mb window around the gene TSS or the chromatin window midpoint. For cross-tissue pairs of distal-QTL, the QTL positions had to be within 10Mb of each other. All detected QTL were considered, including QTL from Analyses G and C controlled at FDR ≤ 0.2, allowing for consistent signal across tissues to provide further evidence of putative QTL with only marginal significance in a single tissue.

For a pair of matched QTL *j* and *k* from different tissues, we calculated the Pearson correlation coefficient of the BLUP estimates of their haplotype effects, $r_{jk}=\text{cor}\left({\tilde{\beta }}_{j},{\tilde{\beta }}_{k}\right)$. Since each $\tilde{\beta }$ is an 8-element vector, the corresponding *r* are distributed such that $r\sqrt{6}{\left(1-r^{2}\right)}^{-1}∼t_{6}$ according to the null model of independent variables. Testing alternative models of *r*_*jk*_ > 0 and *r*_*jk*_ < 0 produced two *p*-values per pair of QTL. These were then subject to FDR control [62] to give two *q*-values, $q_{ij}^{\left\{r>0\right\}}$ and $q_{ij}^{\left\{r<0\right\}}$. These were then used to classify cross-tissue pairs of QTL as being significantly correlated or anti-correlated, respectively.

#### Variant association

Variant association has been used previously in MPP (*e.g*., [51, 77]), and uses the same underlying model as the haplotype-based mapping (Eq 2), with the QTL term now representing imputed dosages of the minor allele. Variant association can more powerfully detect QTL than haplotype mapping if the simpler variant model is closer to the underlying biological mechanism [78], though it will struggle to detect multi-allelic QTL.

Variant genotypes from mm10 (NCBI38) were obtained using the ISVdb [79] for the CC strains, which were converted to mm9 coordinates with the liftOver tool [80]. Variants were filtered out if their minor allele frequencies ≤ 0.1 or they were not genotyped in one of the CC founder strains to avoid false signals. Tests of association at individual SNPs (variant association) were performed within the local windows of genes with local-QTL detected in more than one tissue. Genes with multiple tissue-selective local-eQTL potentially reflect different functional variants, and could potentially have less consistent patterns of variant association compared with variants that are functionally active in multiple tissues.

### Mediation analysis

Mediation analysis has recently been used with genomic data, including in humans (*e.g*., [10, 15]) and rodents (*e.g*., [51, 81]), to identify and refine potential intermediates of causal paths underlying phenotypes. We use a similar genome-wide mediation analysis as used with the DO [22, 33] to detect mediators of eQTL effects on gene expression.

In our study, mediation describes when an eQTL (*X*) appears to act on its target (*Y*) in whole or in part through a third variable (*M*), the mediator, which in this case is a molecular trait. The molecular traits considered here are: a) chromatin accessibility, in which case *X* serves also as a cQTL (Fig 6A); and, in a separate analysis, b) the expression of a second, distal, gene, in which case *X* serves also as a distal-eQTL (Fig 6B).

Traditional mediation analysis [3] tests whether the data, for predefined *X*, *Y* and *M*, are consistent with mediation, doing so in four steps. Steps (1) and (2) establish positive associations *X* → *Y* and *X* → *M*; this corresponds to our requirement that both the transcript *Y* and the candidate mediator *M* have a co-localizing QTL *X*. Step (3) establishes mediation by testing for the conditional association *M* → *Y*|*X*; this corresponds to testing whether the mediator explains variation in gene expression even after controling for the QTL. Step (4) distinguishes “full mediation”, where mediation explains the association between *X* and *Y* entirely, *i.e*., the QTL acts entirely through the mediator, from “partial mediation”, where the QTL acts partly through the mediator and partly directly (or through other unmodeled routes).

In our study, we use an empirical approximation of the above adapted to genome-wide data, building on mediation analysis used in studies of DO mice [22, 23, 33]. In outline: For a given eQTL, *i.e*., a QTL for which step (1) (*X* → *Y*) has been established, we performed a genome-wide mediation scan. This mediation scan consisted of testing step (4) (*X* → *Y*|*M*), that is, testing whether the eQTL association was significantly reduced when adding the mediator as a covariate, for a large number of “potential” mediators, namely all chromatin regions (or transcripts) genome-wide. Note that most of these potential mediators would be formally ineligible under a traditional analysis (*i.e*., *X* → *M* would not hold) but here helped to define a background (null) level of association. The results of the mediation scan were then filtered to include only results satisfying both of the following criteria: first, the mediator must posess a co-localizing QTL, *i.e*., a QTL for which step (2) (*X* → *M*) does hold; second, the association between QTL and mediator must be stronger than that between QTL and transcript (*X* → *M* > *X* → *M*), this approximating step (3) (*M* → *Y*|*X*). We did not attempt to distinguish between partial and full mediation since this distinction was too easily obscured by noise.

The genome-wide mediation scan procedure in more detail was as follows. Consider an eQTL that our previous genome scan has already shown to affect the expression of gene *j*. Denote the expression level for *j* in individual *i* as $y_{i}^{{\text{G}}_{j}}$ and eQTL effect as ${\text{eQTL}}_{i}^{{\text{G}}_{j}}$ (these respectively correspond to *Y* and *X* in the mediation description above). Further, consider a proposed mediator k∈K, where K is the set of all eligible chromatin accessible sites or expressed genes, and let *m*_*ik*_ be the value of that mediator for individual *i*. The mediation scan for a given gene/eQTL pair *j* proceeds by performing, for each proposed mediator k∈K, a model comparison between the alternative model,

$$\begin{array}{c} y_{i}^{{\text{G}}_{j}}=\mu +{\text{eQTL}}_{i}^{{\text{G}}_{j}}+m_{ik}+{\text{batch}}_{b[i]}+\varepsilon_{i}\;, \end{array}$$ (3)

and the null model,

$$\begin{array}{c} y_{i}^{{\text{G}}_{j}}=\mu +m_{ik}+{\text{batch}}_{b[i]}+\varepsilon_{i}\;, \end{array}$$

where other terms are as described for Eq 2. (Not, shown are additional covariates, such as conditioned loci, which would be included in both the null and alternative models.) The above model comparison can be seen as re-evaluating the significance of a given eQTL association by conditioning on each proposed mediator in turn (*i.e*., testing *X* → *Y*|*M* for each *M*). The resulting mediation scan, in contrast to the earlier-described genome scans, thus fixes the QTL location while testing across the genome for candidate mediators.

In general, assuming most proposed mediators are null, the mediated logP should fluctate around the original eQTL logP, since the model comparison will resemble the original test of that locus in the genome scan. For mediators that possess some or all of the information present in the eQTL, however, the mediated logP will drop relative to the original logP, reflecting *X* → *Y*|*M* being less significant than *X* → *Y*. Empirical significance of genome-wide mediation has previously been determined by comparing the nominal mediator scores to the distribution of mediation scores genome-wide, the latter effectively acting as a null distribution [22, 23, 33]. We instead determine a null distribution explicitly by permutation, characterizing the distribution of the minimum logP (as opposed to maximum logP for QTL scans) to estimate significance and set false positive control (FWER). As with the QTL mapping procedures, we performed mediation scans on 1,000 permutations, permuting the mediators rather than the outcome, to characterize GEVs from the minimum logP, that is, permP^*m*^ = *F*_GEV_(logP), at both chromosome- and genome-wide levels.

Detection of mediation is dependent on a number of assumptions about the underlying variables, their relationships, and those relationships’ directionality [4]. Many of these cannot be controlled in a system as complex as chromatin accessibility and transcriptional regulation in whole living organisms. Nevertheless, signals in the data that are consistent with the mediation model represent candidate causal factors that regulate gene expression. Though it is impossible to ensure that the direction of causation is indeed *M* → *Y*, as assumed by the mediation analysis, we require additional checks to formally declare mediation of an eQTL. The presence of the relationship *X* → *Y* is already established in that mediation scans are only performed for detected eQTL. In addition for any candidate mediator with a significant permP^*m*^, we require detection of a mediator QTL: *X* → *M*. These requirements, as mentioned earlier, are consistent with traditional mediation analysis. Finally, in an attempt to identify mediator-to-gene relationships consistent with the proposed models, we require that *X* → *M* is more significant than *X* → *Y*. Though this step cannot confirm the directionality of the relationship between *M* and *Y*, as variable noise level between *M* and *Y* could reduce the estimated effect size of their respective QTL, it will identify candidate mediators that are consistent with the proposed models. Further details on the mediation analysis are described in S3 Appendix, including the permutation approach and the formal criterion by which mediation is declared for both chromatin and gene mediators (Fig 6).

### Software

All statistical analyses were conducted with the R statistical programming language [82]. The R package miQTL was used for all the mapping and mediation analyses, and is available on GitHub at https://github.com/gkeele/miqtl and a fixed version as S8 File.

## Supporting information

S1 Fig Principle components analysis identifies tissue type as key source of variation for gene expression and chromatin accessibility. Molecular traits for liver (purple), lung (green), and kidney (orange) tissue samples were derived from RNA-seq and ATAC-seq data. Principal components (PC) 1 and 2 capture a majority of the variation and show a greater amount of between tissue variability than within tissue variability.
(TIF) Click here for additional data file.

S2 Fig Concordance between differentially expressed genes and differentially accessible regions in between-tissue comparisons. Genes were categorized by the direction of the difference in expression and chromatin accessibility in their promoter regions.
(TIF) Click here for additional data file.

S3 Fig Overlap across tissues of (A) genes and (B) chromatin windows used for QTL analysis. Sequence traits were filtered to remove outcomes more likely to cause spurious QTL signals. Genes with TPM ≤ 1 and chromatin windows with TMP ≤ 5 for ≥ 50% of samples were removed from analysis. After this filtering process, lung had the greatest number of traits analyzed, for both genes and chromatin windows, followed by kidney and then liver.
(TIF) Click here for additional data file.

S4 Fig Overlap across tissues of (A) genes and (B) chromatin windows with local-QTL detected. The majority of sequence traits with a local-QTL detected were identified in only a single tissue. Kidney had the highest number of local-eQTL, whereas lung had the highest number of local-cQTL. Liver had a relative lack of local-cQTL, which may relate to its having the fewest chromatin windows analyzed (S3B Fig). Results included local-QTL detected with Analysis G (FDR ≤ 0.1), Analysis C (FDR ≤ 0.1), and Analysis L (genome-wide and chromosome-wide).
(TIF) Click here for additional data file.

S5 Fig QTL mapping results using only Analysis G or Analysis C. QTL map plots of (A) eQTL and (B) cQTL with FDR controlled at 0.1 and 0.2 for liver, lung, and kidney. Detected QTL from Analysis G (multi-stage FDR) and Analysis C (chromosome-wide FDR) are included. Analysis C, which uses FDR control for chromosome-wide significant QTL, produces a large number of intra-chromosomal distal-QTL. The y-axis represents the genomic position of the gene or chromatin site, and the x-axis represents the genomic position of the QTL. Local-QTL appear as dots along the diagonal.
(TIF) Click here for additional data file.

S6 Fig Highly significant QTL map nearby the gene TSS and chromatin window midpoint. The permutation-based *p*-value (permP) from (A) Analysis G and (B) Analysis C for eQTL and cQTL by their distance (Mb) from the gene TSS and the midpoint of the chromatin site. Inter-chromosomal distal-QTL are not included. The red dashed lines represent ±10Mb of the gene TSS or the midpoint of the chromatin site for classifying QTL as local or distal. Significant signals (yellow or blue), based on FDR ≤ 0.1, are largely local. Analysis C detects many more intra-chromosomal distal-QTL.
(TIF) Click here for additional data file.

S7 Fig QTL effect size by local/distal status. Each dot represents a QTL detected through either (A) Analysis G or (B) Analysis C with FDR ≤ 0.1. The three horizontal bars represent the 25^th^, 50^th^, and 75^th^ quantiles of QTL effect sizes for all local-QTL per tissue. More local-eQTL are detected and have higher effects than distal-QTL. Analysis C detects a large number of intra-chromosomal distal-QTL that Analysis G does not, many of which have low effect sizes. Effect size estimates are based on a fixed effects model.
(TIF) Click here for additional data file.

S8 Fig CAST and PWK haploytpes have more extreme effects for (A) eQTL and (B) cQTL compared with the other strains. Haplotype effects were estimated as BLUPs, which are constrained and centered around 0. Each QTL is represented by an 8-element effect vector. Founders with more extreme effects are identified by comparing the absolute values of effects. Founder haploytpe effect trends for eQTL are similar to cQTL. The trends are unstable in distal-cQTL because so few are identified.
(TIF) Click here for additional data file.

S9 Fig Effect sizes between cross-tissue QTL pairs are lowly but significantly correlated. Comparisons of QTL effects sizes between (liver/lung) are in the left column, (liver/kidney) middle column, and (lung/kidney) right column. eQTL are yellow and cQTL are blue. Local-eQTL are plotted in the top row, distal-eQTL in the second row, local-cQTL in the third row, and distal-cQTL in the bottom row, with only four pairs detected in (lung/kidney).
(TIF) Click here for additional data file.

S10 Fig Consistent genetic regulation of gene expression and chromatin accessibility observed across tissues. There was an excess of significant positively correlated haplotype effects in QTL pairs across tissues for gene expression and chromatin accessibility. Pairs of QTL observed in multiple tissues were defined for local-eQTL (left column), distal-eQTL (middle column), and local-cQTL (right column). Only four pairs of distal-cQTL were observed, all shared between lung and kidney. A right-tailed test the correlation between haplotype effects (*H*_*A*_: *r* > 0) was performed for each QTL pair, producing *p*-values that were then FDR adjusted. Null simulations of uncorrelated 8-element vector pairs for each class of QTL and pairwise tissue comparison emphasize the observed enrichment in correlated haplotype effects between QTL pairs.
(TIF) Click here for additional data file.

S11 Fig Cross-tissue QTL pairs with highly correlated haplotype effects map proximally to each other. Haplotype effects were estimated as constrained BLUPs. Pairwise correlations of the 8-element effect vectors were calculated for QTL pairs, and plotted again the distance between the QTL coordinates in Mb for (liver/lung) in the left column, (liver/kidney) in the middle column, and (lung/kidney) in the right column. Single eQTL and cQTL pairs are represented as a yellow and blue dots, respectively. Local-eQTL are shown in the top row, distal-eQTL in the second row, local-cQTL in the third row, and distal c-QTL in the bottom row, for which only four pairs were detected in (lung/kidney).
(TIF) Click here for additional data file.

S12 Fig The gene *Ubc* has consistent strong local-eQTL observed in the three tissues. The local-eQTL consistently drove higher expression when the B6, NOD, NZO, and WSB haploytpes were present. Expression levels in liver and lung were found to be significantly different (*q* = 0.022). The estimated haplotype effects were highly consistent with the expression data, represented as interquartile bars categorized by most likely diplotype. The haplotype and variant associations in the eQTL regions were similar across tissues, suggesting they may represent the same causal origin. The red tick represents the *Ubc* TSS, the black tick represents the peak variant association, and the colored ticks represent the peak haplotype association for each tissue.
(TIF) Click here for additional data file.

S13 Fig The gene *Rnf13* has unique patterns of genetic regulation across tissues. A strong local-eQTL was detected in liver, and after conditioning on it, a statistically significant distal-eQTL was detected (Analysis G) on chromosome 12, largely driven by the B6 haplotype, distinct from the local-eQTL. The unique haplotype effect patterns for each eQTL can be seen in both the expression data, represented by interquartile bars for most likely diplotype, and the estimated effects. The red tick marks the *Rnf13* TSS and the black tick marks the location of distal-eQTL. Another strong distal-eQTL was detected on the X chromosome in lung.
(TIF) Click here for additional data file.

S14 Fig Co-localizing eQTL and cQTL are not sufficient for statistical mediation. The approach used to detect mediation through chromatin accessibility requires that the eQTL and cQTL co-localize (both within 10Mb of the gene TSS), as well as possess similar haplotype effect patterns. Co-localizing cQTL are observed for local-eQTL for both (A) *Hdhd3* in liver and (B) *Acbd4* in kidney. QTL and mediation scans are shown, with chromosomes 4 and 11 blown up for *Hdhd3* and *Acbd4*, respectively. The red ticks denote the TSS for both genes. The haplotype effects for the eQTL and cQTL are highly correlated (*r* = 0.96) for *Hdhd3*, but not for *Acbd4* (*r* = 0.55). Strong mediation of the *Hdhd3* eQTL through chromatin is detected, but not for *Acbd4*. The effect size of the co-localizing cQTL to *Acbd4* is smaller than its eQTL, also inconsistent with the relationship depicted in Fig 6A.
(TIF) Click here for additional data file.

S15 Fig Mediation of *Ccnyl1* distal-eQTL through *Zfp979* expression. Expression of *Ccnyl1* and *Zfp979* are correlated (*r* = 0.72) in lung, which is also observed in the expression data categorized by diplotype and the haplotype effects. The distal-eQTL on chromosome 4 for *Ccnyl1* corresponds closely to local-eQTL of *Zfp979*. *Ccnyl1* is located on chromosome 1, indicated by the red tick. *Zfp979* and *Zfp985*, both zinc finger proteins likely with DNA binding properties, are identified as strong candidate mediators of the distal-eQTL at genome-wide significance. The correlations, magnitude of effects, and mediation are consistent with the simple relationship depicted in the graph. The distal-eQTL and candidate mediators are located in a region of interest that regulates *Akr1e1* expression.
(TIF) Click here for additional data file.

S16 Fig Mediation of *Akr1e1* distal-eQTL through *Zfp985* expression. Expression of *Akr1e1* and *Zfp985* are anti-correlated (*r* = −0.69) in lung. This relationship is also observed in the expression data with bars representing the interquartile range, categorized by most likely diplotype, and the haplotype effects. The QTL and mediation scans reveal that *Akr1e1*, with TSS marked with a red tick on chromosome 13, possesses a distal-eQTL on chromosome 4 that is nearby the strong local-eQTL of *Zfp985*. The mediation scan identifies *Zfp985* as a strong candidate mediator consistent with the mediation model. A more complete picture of the genetic regulation of *Akr1e1* expression is pieced together by looking across all three tissues and includes a potential chromatin mediator (Fig 9).
(TIF) Click here for additional data file.

S17 Fig Confirmation of *Akr1e1* distal-eQTL and mediation by *Zfp985* in kidney tissue of Diversity Outbred mice. A genome-wide significant distal-eQTL was detected for *Akr1e1* in liver, lung (shown here), and kidney tissues from 47 CC strains. In a larger sample of kidney tissue from outbred DO mice, the same distal-eQTL and mediation relationship were observed. As expected, the larger sample of the DO results in greater statistical significance, and confirms that the NOD effect is more strongly negative than NZO, PWK, and WSB, which the haplotype effects plots for the *Zfp985* local-eQTL suggested. Notably, *Zfp985* was not tested in the CC kidney because of low expression levels, though the distal-eQTL for *Akr1e1* is consistent with its activity, which is here confirmed in the DO.
(TIF) Click here for additional data file.

S18 Fig Observed relationships across the three tissues related to the genetic regulation of *Akr1e1* expression. The model for the distal genetic regulation of *Akr1e1* expression, described in Fig 9, was reconstructed from these observed relationships. Solid arrows were observed, whereas dashed arrows are assumed. QTL effect sizes represent the proportion of variance explained by the QTL and mediation *p*-values (permP) were defined using a permutation procedure. The assumed relationships are supported by the presence of the distal-eQTL in all three tissues. The *Zfp985* mediator relationship in kidney, though not observed in the CC, was observed in the related DO population.
(TIF) Click here for additional data file.

S19 Fig Local-QTL effect sizes by mapping analysis. Based on ranking mapping analyses with respect to the extent of scope, local (L; magenta) to chromosome (C; plum) to genome-wide (G; cyan), the greater the scope corresponded to reduced power to detect QTL, shown in liver, lung, and kidney tissues for gene expression (yellow line) and chromatin accessibility (blue line). Each dot represents a detected local-QTL, colored according to the highest scope mapping procedure that detected it. The three horizontal bars represent the 25^th^, 50^th^, and 75^th^ quantiles of QTL effect sizes for all local-QTL per tissue. Analysis G generally detects QTL with effect size > 60%, whereas Analyses C and L detect QTL effect sizes > 45%. Effect size estimates correspond to a fixed effects model of the QTL.
(TIF) Click here for additional data file.

S20 Fig Comparison of QTL effect sizes estimates from fixed effects and random effects models. The effect size from the random effect fit is harshly penalized compared with the fixed effect estimate, likely due to a sample size of 47 mice. Notably, there are a number of distal-eQTL that are more harshly reduced by the random effects model compared with the other QTL, likely representing signals resulting from extreme observations or imbalances in founder contributions at the locus. QTL detected by Analysis G (FDR ≤ 0.1), C (FDR ≤ 0.1), and L are shown.
(TIF) Click here for additional data file.

S21 Fig Detection of local-eQTL after conditioning on distal-eQTL for *Gpn3*. The multi-stage conditional regression approach of Analysis G allows for the detection of multiple genome-wide significant QTL, which can be appropriately incorporated into an FDR procedure across many outcomes. In this example in lung tissue, the gene *Gpn3* initially has a strong distal-eQTL on chromosome 8 [top left]. Though a peak is detected near the TSS of *Gpn3*, it does not meet genome-wide significance. However, after conditioning on the distal-eQTL, the local-eQTL is detected [bottom left]. Horizontal dashed lines represent empirical 95% significance thresholds based on 1,000 permutations.
(TIF) Click here for additional data file.

S1 Appendix CC strains used in study. (PDF) Click here for additional data file.

S2 Appendix Detailed description of conditional genome-wide scans (Analysis G). (PDF) Click here for additional data file.

S3 Appendix Detailed description of mediation analysis. (PDF) Click here for additional data file.

S1 Table Number of differentially expressed genes and accessible chromatin regions detected between liver, lung, and kidney tissues. (PDF) Click here for additional data file.

S2 Table Number of genes with eQTL detected in liver, lung, and kidney tissues at FDR ≤ 0.1. (PDF) Click here for additional data file.

S3 Table Number of genes with eQTL detected in liver, lung, and kidney tissues at FDR ≤ 0.2. (PDF) Click here for additional data file.

S4 Table Number of chromatin accessibility sites with cQTL detected in liver, lung, and kidney tissues at FDR ≤ 0.1. (PDF) Click here for additional data file.

S5 Table Number of chromatin accessibility sites with cQTL detected in liver, lung, and kidney tissues at FDR ≤ 0.2. (PDF) Click here for additional data file.

S6 Table Number of genes with chromatin mediation of local-eQTL in liver, lung, and kidney tissues. (PDF) Click here for additional data file.

S7 Table Genes with distal-eQTL with gene mediators detected in lung and kidney tissues. (PDF) Click here for additional data file.

S1 File Differentially expressed genes across comparisons of three tissues. (CSV) Click here for additional data file.

S2 File Differentially accessible chromatin regions across comparisons of three tissues. (CSV) Click here for additional data file.

S3 File Local-eQTL detected across three tissues. (CSV) Click here for additional data file.

S4 File Distal-eQTL detected across three tissues. (CSV) Click here for additional data file.

S5 File Local-cQTL detected across three tissues. (CSV) Click here for additional data file.

S6 File Distal-cQTL detected across three tissues. (CSV) Click here for additional data file.

S7 File Mediation of local-eQTL through chromatin state detected across three tissues. (CSV) Click here for additional data file.

S8 File A frozen version (1.1.2) of miQTL, the R package used to perform QTL and mediation analyses. (ZIP) Click here for additional data file.

S9 File R code to generate all figures in the manuscript. (R) Click here for additional data file.

S10 File R code to generate all supplemental figures and tables. (R) Click here for additional data file.

S11 File R code to generate plots used in the manuscript and supplemental figures. (R) Click here for additional data file.

S12 File R code for repeated analyses used in manuscript. (R) Click here for additional data file.

S13 File R code to pull QTL and mediation numbers for tables. (R) Click here for additional data file.

S14 File R code tutorial for using miQTL to run QTL and mediation analyses reported in the manuscript. (R) Click here for additional data file.

## References

[1] SchadtEE. Molecular networks as sensors and drivers of common human diseases. Nature. 2009;461(7261):218–223. 10.1038/nature08454 19741703

[2] SchaidDJ, ChenW, LarsonNB. From genome-wide associations to candidate causal variants by statistical fine-mapping. Nature Reviews Genetics. 2018;19(8):491–504. 10.1038/s41576-018-0016-z 29844615PMC6050137

[3] BaronRM, KennyDA. The moderator-mediator variable distinction in social psychological research: Conceptual, strategic, and statistical considerations. Journal of Personality and Social Psychology. 1986;51(6):1173–1182. 10.1037//0022-3514.51.6.1173 3806354

[4] MacKinnonDP, FairchildAJ, FritzMS. Mediation Analysis. Annual Review of Psychology. 2007;58(1):593–614. 10.1146/annurev.psych.58.110405.085542 16968208PMC2819368

[5] ImaiK, KeeleL, YamamotoT. Mediation Analysis. Statistical Science. 2010;25(1):51–71. 10.1214/10-STS321

[6] RichmondRC, HemaniG, TillingK, Davey SmithG, ReltonCL. Challenges and novel approaches for investigating molecular mediation. Human Molecular Genetics. 2016;25(R2):R149–R156. 10.1093/hmg/ddw197 27439390PMC5036871

[7] DegnerJF, PaiAA, Pique-RegiR, VeyrierasJB, GaffneyDJ, PickrellJK, et al DNase I sensitivity QTLs are a major determinant of human expression variation. Nature. 2012;482(7385):390–4. 10.1038/nature10808 22307276PMC3501342

[8] PaiAA, PritchardJK, GiladY. The genetic and mechanistic basis for variation in gene regulation. PLoS Genetics. 2015;11(1):e1004857 10.1371/journal.pgen.1004857 25569255PMC4287341

[9] BattleA, KhanZ, WangSH, MitranoA, FordMJ, PritchardJK, et al Genomic variation. Impact of regulatory variation from RNA to protein. Science (New York, NY). 2015;347(6222):664–7. 10.1126/science.1260793PMC450752025657249

[10] YangF, WangJ, GTEx Consortium, PierceBL, ChenLS. Identifying cis-mediators for trans-eQTLs across many human tissues using genomic mediation analysis. Genome Research. 2017;27(11):1859–1871. 10.1101/gr.216754.116 29021290PMC5668943

[11] BattleA, MostafaviS, ZhuX, PotashJB, WeissmanMM, McCormickC, et al Characterizing the genetic basis of transcriptome diversity through RNA-sequencing of 922 individuals. Genome Research. 2014;24(1):14–24. 10.1101/gr.155192.113 24092820PMC3875855

[12] AlasooK, RodriguesJ, MukhopadhyayS, KnightsAJ, MannAL, KunduK, et al Shared genetic effects on chromatin and gene expression indicate a role for enhancer priming in immune response. Nature Genetics. 2018; p. 102392. 10.1038/s41588-018-0046-7PMC654855929379200

[13] RoytmanM, KichaevG, GusevA, PasaniucB. Methods for fine-mapping with chromatin and expression data. PLoS Genetics. 2018;14(2):e1007240 10.1371/journal.pgen.1007240 29481575PMC5843356

[14] WuY, ZengJ, ZhangF, ZhuZ, QiT, ZhengZ, et al Integrative analysis of omics summary data reveals putative mechanisms underlying complex traits. Nature Communications. 2018;9(1):918 10.1038/s41467-018-03371-0 29500431PMC5834629

[15] RaulersonCK, KoA, KiddJC, CurrinKW, BrotmanSM, CannonME, et al Adipose Tissue Gene Expression Associations Reveal Hundreds of Candidate Genes for Cardiometabolic Traits. The American Journal of Human Genetics. 2019 10.1016/j.ajhg.2019.09.001PMC681752731564431

[16] VisscherPM, WrayNR, ZhangQ, SklarP, McCarthyMI, BrownMA, et al 10 Years of GWAS Discovery: Biology, Function, and Translation. American Journal of Human Genetics. 2017;101(1):5–22. 10.1016/j.ajhg.2017.06.005 28686856PMC5501872

[17] ChurchillGA, AireyDC, AllayeeH, AngelJM, AttieAD, BeattyJ, et al The Collaborative Cross, a community resource for the genetic analysis of complex traits. Nature Genetics. 2004;36(11):1133–1137. 10.1038/ng1104-1133 15514660

[18] Collaborative Cross Consortium. The genome architecture of the Collaborative Cross mouse genetic reference population. Genetics. 2012;190(2):389–401. 10.1534/genetics.111.132639 22345608PMC3276630

[19] SrivastavaA, MorganAP, NajarianML, SarsaniVK, SigmonJS, ShorterJR, et al Genomes of the mouse collaborative cross. Genetics. 2017;206(2):537–556. 10.1534/genetics.116.198838 28592495PMC5499171

[20] ChurchillG, GattiD, MungerS, SvensonK. The Diversity outbred mouse population. Mammalian Genome. 2012;23:713–8. 10.1007/s00335-012-9414-2 22892839PMC3524832

[21] de KoningDJ, McIntyreLM. Back to the Future: Multiparent Populations Provide the Key to Unlocking the Genetic Basis of Complex Traits. G3 (Bethesda, Md). 2017;7(6):1617–1618. 10.1534/g3.117.042846PMC547374228592643

[22] ChickJM, MungerSC, SimecekP, HuttlinEL, ChoiK, GattiDM, et al Defining the consequences of genetic variation on a proteome-wide scale. Nature. 2016;534(7608):500–5. 10.1038/nature18270 27309819PMC5292866

[23] Skelly DA, Czechanski A, Byers C, Aydin S, Spruce C, Olivier C, et al. Genetic variation influences pluripotent ground state stability in mouse embryonic stem cells through a hierarchy of molecular phenotypes. bioRxiv. 2019.

[24] ZhangZ, WangW, ValdarW. Bayesian modeling of haplotype effects in multiparent populations. Genetics. 2014;198(1):139–56. 10.1534/genetics.114.166249 25236455PMC4174926

[25] ConwayJR, LexA, GehlenborgN. UpSetR: an R package for the visualization of intersecting sets and their properties. Bioinformatics. 2017;33(18):2938–2940. 10.1093/bioinformatics/btx364 28645171PMC5870712

[26] KeeleGR, CrouseWL, KeladaSNP, ValdarW. Determinants of QTL Mapping Power in the Realized Collaborative Cross. G3 (Bethesda, Md). 2019;9(May):459966.10.1534/g3.119.400194PMC650513230914424

[27] AylorDL, ValdarW, Foulds-mathesW, BuusRJ, VerdugoRA, BaricRS, et al Genetic analysis of complex traits in the emerging Collaborative Cross. Genome Research. 2011;21:1213–22. 10.1101/gr.111310.110 21406540PMC3149489

[28] RiesebergLH, ArcherMA, WayneRK. Transgressive segregation, adaptation and speciation. Heredity. 1999;83(4):363–372. 10.1038/sj.hdy.6886170 10583537

[29] YangH, WangJR, DidionJP, BuusRJ, BellTA, WelshCE, et al Subspecific origin and haplotype diversity in the laboratory mouse. Nature Genetics. 2011;43(7):648–55. 10.1038/ng.847 21623374PMC3125408

[30] WangJR, de VillenaFPM, McMillanL. Comparative analysis and visualization of multiple collinear genomes. BMC Bioinformatics. 2012;13(S3):S13 10.1186/1471-2105-13-S3-S13 22536897PMC3311102

[31] CrowleyJJ, ZhabotynskyV, SunW, HuangS, PakatciIK, KimY, et al Analyses of allele-specific gene expression in highly divergent mouse crosses identifies pervasive allelic imbalance. Nature Genetics. 2015;47(4):353–60. 10.1038/ng.3222 25730764PMC4380817

[32] BracciniL, CiraoloE, CampaCC, PerinoA, LongoDL, TibollaG, et al PI3K-C2*γ* is a Rab5 effector selectively controlling endosomal Akt2 activation downstream of insulin signalling. Nature Communications. 2015;6(1):7400 10.1038/ncomms8400 26100075PMC4479417

[33] KellerMP, GattiDM, SchuelerKL, RabagliaME, StapletonDS, SimecekP, et al Genetic Drivers of Pancreatic Islet Function. Genetics. 2018;209(1):335–356. 10.1534/genetics.118.300864 29567659PMC5937189

[34] GuZ, GuL, EilsR, SchlesnerM, BrorsB. circlize implements and enhances circular visualization in R. Bioinformatics. 2014;30(19):2811–2812. 10.1093/bioinformatics/btu393 24930139

[35] Hamilton-WilliamsEE, WongSBJ, MartinezX, RainbowDB, HunterKM, WickerLS, et al Idd9.2 and Idd9.3 Protective Alleles Function in CD4+ T-Cells and Nonlymphoid Cells to Prevent Expansion of Pathogenic Islet-Specific CD8+ T-Cells. Diabetes. 2010;59(6):1478–1486. 10.2337/db09-1801 20299469PMC2874709

[36] EccoG, ImbeaultM, TronoD. KRAB zinc finger proteins. Development. 2017;144(15):2719–2729. 10.1242/dev.132605 28765213PMC7117961

[37] Hamilton-WilliamsEE, RainbowDB, CheungJ, ChristensenM, LyonsPA, PetersonLB, et al Fine mapping of type 1 diabetes regions Idd9.1 and Idd9.2 reveals genetic complexity. Mammalian Genome. 2013;24(9-10):358–75. 10.1007/s00335-013-9466-y 23934554PMC3824839

[38] RichardsAL, JonesL, MoskvinaV, KirovG, GejmanPV, LevinsonDF, et al Schizophrenia susceptibility alleles are enriched for alleles that affect gene expression in adult human brain. Molecular Psychiatry. 2012;17(2):193–201. 10.1038/mp.2011.11 21339752PMC4761872

[39] BryoisJ, GarrettME, SongL, SafiA, Giusti-RodriguezP, JohnsonGD, et al Evaluation of chromatin accessibility in prefrontal cortex of individuals with schizophrenia. Nature Communications. 2018;9(12):3121 10.1038/s41467-018-05379-y 30087329PMC6081462

[40] AguetF, BrownAA, CastelSE, DavisJR, HeY, JoB, et al Genetic effects on gene expression across human tissues. Nature. 2017;550(7675):204–213. 10.1038/nature2427729022597PMC5776756

[41] FagnyM, PaulsonJN, KuijjerML, SonawaneAR, ChenC, Lopes-RamosCM, et al Exploring regulation in tissues with eQTL networks. Proceedings of the National Academy of Sciences. 2017;114(9):7841–50. 10.1073/pnas.1707375114PMC560402228851834

[42] HuangGJ, ShifmanS, ValdarW, JohannessonM, YalcinB, TaylorMS, et al High resolution mapping of expression QTLs in heterogeneous stock mice in multiple tissues. Genome Research. 2009;19(6):1133–1140. 10.1101/gr.088120.108 19376938PMC2694476

[43] SulJH, HanB, YeC, ChoiT, EskinE. Effectively Identifying eQTLs from Multiple Tissues by Combining Mixed Model and Meta-analytic Approaches. PLoS Genetics. 2013;9(6):e1003491 10.1371/journal.pgen.1003491 23785294PMC3681686

[44] FuJ, WolfsMGM, DeelenP, WestraHJ, FehrmannRSN, Te MeermanGJ, et al Unraveling the regulatory mechanisms underlying tissue-dependent genetic variation of gene expression. PLoS Genetics. 2012;8(1):e1002431 10.1371/journal.pgen.1002431 22275870PMC3261927

[45] FlutreT, WenX, PritchardJ, StephensM. A statistical framework for joint eQTL analysis in multiple tissues. PLoS Genetics. 2013;9(5):e1003486 10.1371/journal.pgen.1003486 23671422PMC3649995

[46] AcharyaCR, McCarthyJM, OwzarK, AllenAS. Exploiting expression patterns across multiple tissues to map expression quantitative trait loci. BMC Bioinformatics. 2016;17(1):257 10.1186/s12859-016-1123-5 27341818PMC4919894

[47] RutledgeH, AylorDL, CarpenterDE, PeckBC, ChinesP, OstrowskiLE, et al Genetic regulation of Zfp30, CXCL1, and neutrophilic inflammation in murine lung. Genetics. 2014;198(2):735–45. 10.1534/genetics.114.168138 25114278PMC4196624

[48] KeladaSNP, CarpenterDE, AylorDL, ChinesP, RutledgeH, CheslerEJ, et al Integrative genetic analysis of allergic inflammation in the murine lung. American Journal of Respiratory Cell and Molecular Giology. 2014;51(3):436–45. 10.1165/rcmb.2013-0501OCPMC418949224693920

[49] XuS. Theoretical basis of the Beavis effect. Genetics. 2003;165(4):2259–68. 1470420110.1093/genetics/165.4.2259PMC1462909

[50] WeiJ, XuS. A random-model approach to QTL mapping in multiparent advanced generation intercross (MAGIC) populations. Genetics. 2016;202(2):471–486. 10.1534/genetics.115.179945 26715662PMC4788229

[51] KeeleGR, ProkopJW, HeH, HollK, LittrellJ, DealA, et al Genetic Fine-Mapping and Identification of Candidate Genes and Variants for Adiposity Traits in Outbred Rats. Obesity. 2018;26(1):213–222. 10.1002/oby.22075 29193816PMC5740008

[52] KaepplerSM. Quantitative trait locus mapping using sets of near-isogenic lines: Relative power comparisons and technical considerations. Theoretical and Applied Genetics. 1997;95(3):384–392. 10.1007/s001220050574

[53] BuenrostroJD, WuB, ChangHY, GreenleafWJ. ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide In: Current Protocols in Molecular Biology. vol. 2015 Hoboken, NJ, USA: John Wiley & Sons, Inc; 2015 p. 21.29.1–21.29.9. Available from: http://doi.wiley.com/10.1002/0471142727.mb2129s109.10.1002/0471142727.mb2129s109PMC437498625559105

[54] BuenrostroJD, GiresiPG, ZabaLC, ChangHY, GreenleafWJ. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nature Methods. 2013;10(12):1213–8. 10.1038/nmeth.2688 24097267PMC3959825

[55] ShibataY, SheffieldNC, FedrigoO, BabbittCC, WorthamM, TewariAK, et al Extensive evolutionary changes in regulatory element activity during human origins are associated with altered gene expression and positive selection. PLoS Genetics. 2012;8(6):e1002789 10.1371/journal.pgen.1002789 22761590PMC3386175

[56] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. 2010;26(6):841–842.10.1093/bioinformatics/btq033PMC283282420110278

[57] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[58] Fu CP, Welsh CE, de Villena FPM, McMillan L. Inferring ancestry in admixed populations using microarray probe intensities. In: Proceedings of the ACM Conference on Bioinformatics, Computational Biology and Biomedicine—BCB’12. New York, New York, USA: ACM Press; 2012. p. 105–112.

[59] MorganAP, FuCP, KaoCY, WelshCE, DidionJP, YadgaryL, et al The Mouse Universal Genotyping Array: From Substrains to Subspecies. G3 (Bethesda, Md). 2016;6(2):263–279. 10.1534/g3.115.022087PMC475154726684931

[60] ShorterJR, NajarianML, BellTA, BlanchardM, FerrisMT, HockP, et al Whole Genome Sequencing and Progress Towards Full Inbreeding of the Mouse Collaborative Cross Population. G3: Genes, Genomes, Genetics. 2019 10.1534/g3.119.400039PMC650514330858237

[61] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research. 2015;43(7):e47 10.1093/nar/gkv007 25605792PMC4402510

[62] BenjaminiY, HochbergY Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society, Series B. 1995;57(1):289–300.

[63] SarkarSK, ChangCK. The Simes Method for Multiple Hypothesis Testing With Positively Dependent Test Statistics. Journal of the American Statistical Association. 1997;92(440):1601 10.1080/01621459.1997.10473682

[64] XiongQ, MukherjeeS, FureyTS. GSAASeqSP: a toolset for gene set association analysis of RNA-Seq data. Scientific Reports. 2014;4:6347 10.1038/srep06347 25213199PMC4161965

[65] MottR, TalbotCJ, TurriMG, CollinsAC, FlintJ. A method for fine mapping quantitative trait loci in outbred animal stocks. Proceedings of the National Academy of Sciences. 2000;97(23):12649–54. 10.1073/pnas.230304397PMC1881811050180

[66] HaleyCS, KnottSA. A simple regression method for mapping quantitative trait loci in line crosses using flanking markers. Heredity. 1992;69:315–24. 10.1038/hdy.1992.131 16718932

[67] MartínezO, CurnowRN. Estimating the locations and the sizes of the effects of quantitative trait loci using flanking markers. Theoretical and Applied Genetics. 1992;85(4):480–488. 10.1007/BF00222330 24197463

[68] ValdarW, FlintJ, MottR. Simulating the collaborative cross: power of quantitative trait loci detection and mapping resolution in large sets of recombinant inbred strains of mice. Genetics. 2006;172(3):1783–97. 10.1534/genetics.104.039313 16361245PMC1456308

[69] GralinskiLE, FerrisMT, AylorDL, WhitmoreAC, GreenR, FriemanMB, et al Genome Wide Identification of SARS-CoV Susceptibility Loci Using the Collaborative Cross. PLoS Genetics. 2015;11(10):e1005504 10.1371/journal.pgen.1005504 26452100PMC4599853

[70] KeladaSNP. Plethysmography Phenotype QTL in Mice Before and After Allergen Sensitization and Challenge. G3 (Bethesda, Md). 2016;6(9):2857–2865. 10.1534/g3.116.032912PMC501594327449512

[71] DonoghueLJ, Livraghi-ButricoA, McFaddenKM, ThomasJM, ChenG, GrubbBR, et al Identification of trans Protein QTL for Secreted Airway Mucins in Mice and a Causal Role for Bpifb1. Genetics. 2017;207(2):801–812. 10.1534/genetics.117.300211 28851744PMC5629340

[72] KingEG, MerkesCM, McNeilCL, HooferSR, SenS, BromanKW, et al Genetic dissection of a model complex trait using the Drosophila Synthetic Population Resource. Genome Research. 2012;22(8):1558–66. 10.1101/gr.134031.111 22496517PMC3409269

[73] DudbridgeF, KoelemanBPC. Efficient Computation of Significance Levels for Multiple Associations in Large Studies of Correlated Data, Including Genomewide Association Studies. The American Journal of Human Genetics. 2004;75(3):424–435. 10.1086/423738 15266393PMC1182021

[74] DoergeR, ChurchillG. Permutation tests for multiple loci affecting a quantitative character. Genetics. 1996;142(1977):285–94. 877060510.1093/genetics/142.1.285PMC1206957

[75] CheslerEJ, LuL, ShouS, QuY, GuJ, WangJ, et al Complex trait analysis of gene expression uncovers polygenic and pleiotropic networks that modulate nervous system function. Nature Genetics. 2005;37(3):233–242. 10.1038/ng1518 15711545

[76] RobinsonGK. That BLUP is a Good Thing: The Estimation of Random Effects. Statistical Science. 1991;6(1):15–51. 10.1214/ss/1177011933

[77] BaudA, GuryevV, HummelO, JohannessonM, Rat Genome Sequencing and Mapping Consortium, FlintJ. Genomes and phenomes of a population of outbred rats and its progenitors. Scientific Data. 2014;1:140011 10.1038/sdata.2014.11 25977769PMC4381735

[78] YalcinB, FlintJ, MottR. Using progenitor strain information to identify quantitative trait nucleotides in outbred mice. Genetics. 2005;171(2):673–81. 10.1534/genetics.104.028902 16085706PMC1456780

[79] OreperD, CaiY, TarantinoLM, de VillenaFPM, ValdarW. Inbred Strain Variant Database (ISVdb): A Repository for Probabilistically Informed Sequence Differences Among the Collaborative Cross Strains and Their Founders. G3 (Bethesda, Md). 2017;7(6):1623–1630. 10.1534/g3.117.041491PMC547374428592645

[80] LawrenceM, GentlemanR, CareyV. rtracklayer: an R package for interfacing with genome browsers. Bioinformatics. 2009;25:1841–1842. 10.1093/bioinformatics/btp328 19468054PMC2705236

[81] OreperD, SchoenrockSA, McMullanR, ErvinR, FarringtonJ, MillerDR, et al Reciprocal F1 Hybrids of Two Inbred Mouse Strains Reveal Parent-of-Origin and Perinatal Diet Effects on Behavior and Expression. G3 (Bethesda, Md). 2018;8(11):3447–3468. 10.1534/g3.118.200135PMC622257230171036

[82] R Core Team. R: A Language and Environment for Statistical Computing; 2019. Available from: https://www.R-project.org/.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S1 Appendix

## **S1 Appendix: CC strains**

This study included a single male from the following 47 CC strains: CC001, CC002, CC003, CC004, CC005, CC006, CC007, CC010, CC011, CC012, CC013, CC015, CC016, CC017, CC019, CC020, CC021, CC023, CC024, CC025, CC027, CC028, CC029, CC030, CC031, CC032, CC033, CC035, CC036, CC037, CC038, CC039, CC040, CC041, CC042, CC043, CC044, CC045, CC046, CC049, CC053, CC055, CC057, CC059, CC061, CC062, and CC068.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S3 Appendix

### S3 Appendix: Mediation analysis

For this study, simple mediation models consisting of three variables were used: the independent variable  $X$ , the mediator  $M$ , and the dependent variable  $Y$  [1, 2]. Superscripts are used to indicate whether a variable is the QTL, chromatin accessibility at site  $k$  ( $C_k$ ), or expression of gene  $j$  ( $G_j$ ) in the model. When an eQTL is detected, the following relationship is supported:

$$X^{\text{QTL}} \rightarrow Y^{G_j} \quad (1)$$

Candidate mediators of eQTL, either nearby chromatin regions or genes, must also possess their own local-QTL, represented similarly:

$$X^{\text{QTL}} \rightarrow M \quad (2)$$

where  $M$  is some  $Y^{G_k}$  or  $Y^{C_k}$ , a candidate mediator of the eQTL of  $Y^{G_j}$ . Here we consider two models of mediation: 1) the effect of an eQTL is mediated through local chromatin state ( $M^{C_k}$ ) and 2) the effect of the distal-eQTL is mediated through a nearby gene ( $M^{G_k}$ ), depicted in Fig 6. Co-localizing QTL are consistent with the co-occurrence of  $X \rightarrow Y^{G_j}$  and  $X \rightarrow Y^{C_k}$  at a locus. If  $X$  is fully independent of  $Y$  given  $M$ , denoted as:

$$X^{\text{QTL}} \perp\!\!\!\perp Y^{G_j} \mid M \quad (3)$$

where “ $A \perp\!\!\!\perp B$ ” indicates that  $A$  and  $B$  are independent of each other and “ $A \mid B$ ” is  $A$  conditioned on  $B$ , then  $X$  acts on  $Y$  completely through  $M$ , which is commonly referred to as full mediation. Partial mediatory relationships are also possible in which  $X$  affects  $Y$  both directly and through  $M$ , traditionally identified by testing for:

$$M \rightarrow Y^{G_j} \mid X^{\text{QTL}} \quad (4)$$

In practice, the true relationships among the variables can be complex and obscured by noise, making it hard to completely distinguish full mediation, partial mediation, and  $X$  separately affecting  $M$  and  $Y$ . Furthermore, genome-wide data present a significant challenge to systematically testing these relationships because of the presence of many candidate mediators, potential correlation structure due to linkage disequilibrium (LD), and error heterogeneity across the levels of genomic data. For these reasons, we do not use the traditional mediation tests [1], but adapt and simplify them for genomic data.

#### Scans

We perform mediation scans, described in Eq 3 of the Methods. These scans test for significant reduction in the relationship  $X \rightarrow Y \mid M$ , akin to a full mediator (relationship 5), though without attempting to define a formal threshold for defining whether variables are weakly associated or independent. The relationship is tested for all mediators within the local region of the eQTL ( $\pm 10\text{Mb}$ ), thus could plausibly explain the eQTL.

#### Permutations

Empirical  $p$ -values for the mediators can be defined through permutations, similarly to as is done with the QTL. Instead of permuting the trait outcome, the pairing of trait to QTL is maintained, and the mediator is permuted. GEVs are then fit for potential mediators from the minimum logP from the permutation scans, instead of the maximum logP in QTL scans. FWER-controlled mediation  $p$ -values are calculated from the cumulative distribution function of the GEV:  $\text{permP}^m = F_{\text{GEV}}(\log P)$ . An additional FDR adjustment is not used with mediation because it is only evaluated for detected QTL, which we found likely to violate the uniform null distribution expectations of FDR. Notably, we use the genome-wide and chromosome-wide measurement of molecular traits, the vast majority of which are ineligible to be mediators of the eQTL due to location, to characterize empirical error distributions for the mediator test, and thus derive FWER-controlling thresholds. This approach is statistically stringent, given that mediators must be local to the eQTL, which is appealing in terms of controlling false positives that could result in biologically-complex data.

## Mediation criterion

### Mediation of local-eQTL through chromatin state.

Mediation through chromatin accessibility was evaluated for all local-eQTL detected through the lenient Analysis L, leveraging prior knowledge of the predominance of local genetic regulation and the effects of proximal chromatin state. Candidate mediators are detected at genome and chromosome-wide significance through 1,000 permutations. Genome-wide mediation is detected if  $\text{permP}_G^m < 0.05$  and chromosome-wide if  $\text{permP}_C^m < 0.05$ .

### Mediation of distal-eQTL through local gene expression.

Mediation of the effect of genome-wide significant distal-eQTL (Analysis G) through the expression of nearby genes was evaluated. Genome-wide significance is required for distal-eQTL because there is not additional strong biological information to support reduced stringency as is the case with local-eQTL. As with mediation through chromatin state, 1,000 permutations are used to derive genome-wide mediation  $p$ -values,  $\text{permP}_G^m$ .

Mediation of cQTL through other chromatin sites and gene expression were also considered, but did not result in the detection of any candidate mediators other than *Zfp985* expression as a mediator of a distal-cQTL on chromosome 4 for a chromatin region located chromosome 13 near *Akr1e1*.

## Mediation steps

There are important caveats and pitfalls for mediation analysis compared to QTL mapping, in part due to the fact that the relationships 1 and 2 could be complex, whereas the directionality of the relationships for QTL is fixed because the genetic state at the QTL cannot change because of the trait. This does not hold for the mediation model, where  $Y$  could in fact causally influence  $M$  ( $Y \rightarrow M$ ). False mediation can be detected when the association between  $X$  and  $M$  are particularly strong, whereby  $M$  acts as a surrogate for  $X$  [3]. Based on concerns over fitting relatively complex models to data comprising 47 mice, we use stringent requirements for declaring evidence for mediation:

1. Detection of a significant eQTL (relationship 1).
  - (a) Mediation through chromatin:  $\text{permP}_C^m < 0.05$  from Analysis L
  - (b) Mediation through expression:  $\text{permP}_G^m < 0.05$  from Analysis G
2. Detection of significant mediator within a  $\pm 10\text{Mb}$  window around the eQTL from previous step.
3. Detection of a significant QTL for the mediator from previous step.
  - (a) Mediation through chromatin:  $\text{permP}_C^m < 0.05$  from Analysis L and within  $\pm 10\text{Mb}$  of gene TSS
  - (b) Mediation through expression:  $\text{permP}_G^m < 0.05$  from Analysis G and within  $\pm 10\text{Mb}$  of the eQTL position
4. It is not possible to distinguish  $M \rightarrow Y$  from  $M \leftarrow Y$  given these data. If  $M$  is an intermediary of  $X$  on  $Y$ , the expectation is that the effect of  $X \rightarrow M$  is greater than  $X \rightarrow Y$ . We check that the effect size of the QTL for step 1 ( $X \rightarrow Y$ ) is less than the effect size of the QTL from step 3 ( $X \rightarrow M$ ). Failure of this step does not disprove the proposed mediation model, but it could suggest that the relationship between  $M$  and  $Y$  is more complicated than the simple models tested here, or that greater noise is incurred in the measurement of  $M$  than  $Y$ .

Note: Step 4 is an approximation of testing whether  $M$  provides more information about  $Y$  than  $X$ , which in theory, could be more directly tested with the partial mediation test (relationship 6). However, we found this test was inconclusive (partial mediation  $p$ -value  $< 0.1$ ) for the clear example of *Zfp985* expression mediating the distal-eQTL of *Akr1e1*, suggesting the error heterogeneity across the measurements of these molecular phenotypes may be too great to allow for full use of traditional mediation tests, such as distinguishing partial mediation, full mediation, and  $X$  affecting  $M$  and  $Y$  separately.

## References

- [1] Baron RM, Kenny DA. The moderator-mediator variable distinction in social psychological research: Conceptual, strategic, and statistical considerations. *Journal of Personality and Social Psychology*. 1986;51(6):1173–1182. doi:10.1037/0022-3514.51.6.1173.
- [2] MacKinnon DP, Fairchild AJ, Fritz MS. Mediation Analysis. *Annual Review of Psychology*. 2007;58(1):593–614. doi:10.1146/annurev.psych.58.110405.085542.
- [3] Didelez V, Sheehan N. Mendelian randomization as an instrumental variable approach to causal inference. *Statistical Methods in Medical Research*. 2007;16(4):309–30. doi:10.1177/0962280206077743.
- [4] Hamilton-Williams EE, Rainbow DB, Cheung J, Christensen M, Lyons PA, Peterson LB, et al. Fine mapping of type 1 diabetes regions Idd9.1 and Idd9.2 reveals genetic complexity. *Mammalian Genome*. 2013;24(9-10):358–75. doi:10.1007/s00335-013-9466-y.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S2 Table

Table S2: Number of genes with eQTL detected in liver, lung, and kidney tissues at  $\text{FDR} \leq 0.1$

| Procedure               | eQTL type                   | Tissue (%)                 |                            |                            |
|-------------------------|-----------------------------|----------------------------|----------------------------|----------------------------|
|                         |                             | Liver                      | Lung                       | Kidney                     |
| Analysis G              | All                         | 520 (6.2 <sup>a</sup> )    | 478 (4.2 <sup>a</sup> )    | 739 (7.3 <sup>a</sup> )    |
|                         | Local <sup>d</sup>          | 400 (76.9 <sup>b</sup> )   | 369 (77.2 <sup>b</sup> )   | 601 (81.3 <sup>b</sup> )   |
|                         | Distal <sup>e</sup>         | 132 (25.4 <sup>b</sup> )   | 112 (23.4 <sup>b</sup> )   | 148 (20.0 <sup>b</sup> )   |
| Analysis C              | All                         | 2,587 (30.8 <sup>a</sup> ) | 2,069 (18.2 <sup>a</sup> ) | 3,191 (31.6 <sup>a</sup> ) |
|                         | Local <sup>d</sup>          | 1,749 (67.6 <sup>c</sup> ) | 1,498 (72.4 <sup>c</sup> ) | 2,214 (69.4 <sup>c</sup> ) |
|                         | Distal <sup>e</sup>         | 838 (32.4 <sup>c</sup> )   | 571 (27.6 <sup>c</sup> )   | 977 (30.6 <sup>c</sup> )   |
| Analysis L <sup>f</sup> | Genome-wide FWER < 0.05     | 702 (8.4 <sup>a</sup> )    | 713 (6.3 <sup>a</sup> )    | 955 (9.5 <sup>a</sup> )    |
|                         | Chromosome-wide FWER < 0.05 | 1,661 (19.8 <sup>a</sup> ) | 1,880 (16.6 <sup>a</sup> ) | 2,102 (20.8 <sup>a</sup> ) |

<sup>a</sup> Percentage of all tested genes.

<sup>b</sup> Percentage of genes with eQTL from Analysis G.

<sup>c</sup> Percentage of genes with eQTL from Analysis C.

<sup>d</sup> Within 10Mb upstream or downstream of gene TSS.

<sup>e</sup> More than 10Mb upstream or downstream of gene TSS, or on another chromosome.

<sup>f</sup> Not FDR controlled.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S3 Table

Table S3: Number of genes with eQTL detected in liver, lung, and kidney tissues at  $\text{FDR} \leq 0.2$

| Procedure  | eQTL type           | Tissue (%)                 |                            |                            |
|------------|---------------------|----------------------------|----------------------------|----------------------------|
|            |                     | Liver                      | Lung                       | Kidney                     |
| Analysis G | All                 | 881 (10.5 <sup>a</sup> )   | 811 (7.1 <sup>a</sup> )    | 1,189 (11.8 <sup>a</sup> ) |
|            | Local <sup>d</sup>  | 568 (64.5 <sup>b</sup> )   | 522 (64.4 <sup>b</sup> )   | 809 (68.0 <sup>b</sup> )   |
|            | Distal <sup>e</sup> | 339 (38.5 <sup>b</sup> )   | 301 (37.1 <sup>b</sup> )   | 411 (34.6 <sup>b</sup> )   |
| Analysis C | All                 | 4,699 (55.9 <sup>a</sup> ) | 3,675 (32.4 <sup>a</sup> ) | 5,469 (54.2 <sup>a</sup> ) |
|            | Local <sup>d</sup>  | 2,519 (53.6 <sup>c</sup> ) | 2,213 (60.2 <sup>c</sup> ) | 3,099 (56.7 <sup>c</sup> ) |
|            | Distal <sup>e</sup> | 2,180 (46.4 <sup>c</sup> ) | 1,462 (39.8 <sup>c</sup> ) | 2,370 (43.3 <sup>c</sup> ) |

<sup>a</sup> Percentage of all tested genes.

<sup>b</sup> Percentage of genes with eQTL from Analysis G.

<sup>c</sup> Percentage of genes with eQTL from Analysis C.

<sup>d</sup> Within 10Mb upstream or downstream of gene TSS.

<sup>e</sup> More than 10Mb upstream or downstream of gene TSS, or on another chromosome.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S4 Table

Table S4: **Number of chromatin accessibility sites with cQTL detected in liver, lung, and kidney tissues at  $FDR \leq 0.1$**

| Procedure               | cQTL type                   | Tissue (%)              |                          |                         |
|-------------------------|-----------------------------|-------------------------|--------------------------|-------------------------|
|                         |                             | Liver                   | Lung                     | Kidney                  |
| Analysis G              | All                         | 17 (0.1 <sup>a</sup> )  | 114 (0.5 <sup>a</sup> )  | 59 (0.3 <sup>a</sup> )  |
|                         | Local <sup>d</sup>          | 16 (94.1 <sup>b</sup> ) | 78 (68.4 <sup>b</sup> )  | 39 (66.1 <sup>b</sup> ) |
|                         | Distal <sup>e</sup>         | 1 (5.9 <sup>b</sup> )   | 36 (31.6 <sup>b</sup> )  | 20 (33.9 <sup>b</sup> ) |
| Analysis C              | All                         | 39 (0.3 <sup>a</sup> )  | 226 (0.9 <sup>a</sup> )  | 130 (0.7 <sup>a</sup> ) |
|                         | Local <sup>d</sup>          | 35 (89.7 <sup>c</sup> ) | 186 (82.3 <sup>c</sup> ) | 98 (75.4 <sup>c</sup> ) |
|                         | Distal <sup>e</sup>         | 4 (10.3 <sup>c</sup> )  | 40 (17.7 <sup>c</sup> )  | 32 (24.6 <sup>c</sup> ) |
| Analysis L <sup>f</sup> | Genome-wide FWER < 0.05     | 70 (0.6 <sup>a</sup> )  | 244 (1.0 <sup>a</sup> )  | 149 (0.8 <sup>a</sup> ) |
|                         | Chromosome-wide FWER < 0.05 | 299 (2.6 <sup>a</sup> ) | 876 (3.6 <sup>a</sup> )  | 616 (3.4 <sup>a</sup> ) |

<sup>a</sup> Percentage of all tested chromatin regions.

<sup>b</sup> Percentage of genes with cQTL from Analysis G.

<sup>c</sup> Percentage of genes with cQTL from Analysis C.

<sup>d</sup> Within 10Mb upstream or downstream of chromatin region midpoint.

<sup>e</sup> More than 10Mb upstream or downstream of chromatin region midpoint, or on another chromosome.

<sup>f</sup> Not FDR controlled.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S5 Table

Table S5: **Number of chromatin accessibility sites with cQTL detected in liver, lung, and kidney tissues at  $FDR \leq 0.2$**

| Procedure  | cQTL type           | Tissue (%)              |                          |                          |
|------------|---------------------|-------------------------|--------------------------|--------------------------|
|            |                     | Liver                   | Lung                     | Kidney                   |
| Analysis G | All                 | 20 (0.2 <sup>a</sup> )  | 220 (0.9 <sup>a</sup> )  | 113 (0.6 <sup>a</sup> )  |
|            | Local <sup>d</sup>  | 18 (90.0 <sup>b</sup> ) | 116 (52.7 <sup>b</sup> ) | 55 (48.7 <sup>b</sup> )  |
|            | Distal <sup>e</sup> | 2 (10.0 <sup>b</sup> )  | 105 (47.7 <sup>b</sup> ) | 58 (51.3 <sup>b</sup> )  |
| Analysis C | All                 | 62 (0.5 <sup>a</sup> )  | 309 (1.3 <sup>a</sup> )  | 249 (1.4 <sup>a</sup> )  |
|            | Local <sup>d</sup>  | 50 (80.6 <sup>c</sup> ) | 238 (77.0 <sup>c</sup> ) | 149 (59.8 <sup>c</sup> ) |
|            | Distal <sup>e</sup> | 12 (19.4 <sup>c</sup> ) | 71 (23.0 <sup>c</sup> )  | 100 (40.2 <sup>c</sup> ) |

<sup>a</sup> Percentage of all tested chromatin regions.

<sup>b</sup> Percentage of genes with cQTL from Analysis G.

<sup>c</sup> Percentage of genes with cQTL from Analysis C.

<sup>d</sup> Within 10Mb upstream or downstream of chromatin region midpoint.

<sup>e</sup> More than 10Mb upstream or downstream of chromatin region midpoint, or on another chromosome.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S6 Table

Table S6: **Number of genes with chromatin mediation of local-eQTL in liver, lung, and kidney tissues**

| Procedure               | Significance    | Tissue (%)             |                         |                        |
|-------------------------|-----------------|------------------------|-------------------------|------------------------|
|                         |                 | Liver                  | Lung                    | Kidney                 |
| Analysis L <sup>b</sup> | genome-wide     | 13 (0.8 <sup>a</sup> ) | 42 (2.2 <sup>a</sup> )  | 21 (1.0 <sup>a</sup> ) |
|                         | chromosome-wide | 35 (2.1 <sup>a</sup> ) | 106 (5.6 <sup>a</sup> ) | 66 (3.1 <sup>a</sup> ) |

<sup>a</sup> Percentage of genes with a chromatin mediator that meet chromosome-wide significance for a local-eQTL through Analysis L.

<sup>b</sup> 10Mb upstream or downstream of the gene TSS with local-eQTL that meets chromosome-wide significance through Analysis L. Additionally, chromatin mediator must possess a local-cQTL that meets chromosome-wide significance through Analysis L.

# Supplementary material for: Integrative QTL analysis of gene expression and chromatin accessibility identifies multi-tissue patterns of genetic regulation
**Source:** PLoS Genet. 2020 Jan 21;16(1):e1008537. doi: 10.1371/journal.pgen.1008537
**Supplement:** S7 Table

Table S7: **Genes with distal-eQTL with gene mediators detected in lung and kidney tissues**

| Tissue | Gene                 | Chr | Mediator gene   | Chr | permP <sub>G</sub> <sup>m</sup> |
|--------|----------------------|-----|-----------------|-----|---------------------------------|
| Lung   | <i>Akr1e1</i>        | 13  | <i>Zfp985</i>   | 4   | 4.70e-07                        |
|        | <i>Ccnyl1</i>        | 1   | <i>Zfp979</i>   | 4   | 1.71e-10                        |
|        |                      |     | <i>Zfp985</i>   | 4   | 1.23e-05                        |
|        | <i>Man2c1</i>        | 9   | <i>Vash1</i>    | 12  | 1.77e-06                        |
|        | <i>Rbm46</i>         | 3   | <i>Gatm</i>     | 2   | 1.06e-02                        |
| Kidney | <i>C330018D20Rik</i> | 13  | <i>Depdc1b</i>  | 18  | 9.97e-04                        |
|        | <i>Fbln5</i>         | 12  | <i>Crym</i>     | 7   | 3.67e-02                        |
|        | <i>Gcdh</i>          | 8   | <i>Dmgdh</i>    | 13  | 8.96e-04                        |
|        | <i>Oscp1</i>         | 4   | <i>Slc25a34</i> | 4   | 3.27e-03                        |

How the deposited data were processed for this re-analysis (not part of the article)

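Gene expression was analysed in liver, lung and kidney of 47 strains of the Collaborative Cross, with 1 male mouse per strain and 1 RNA-seq library per tissue. Each file holds 24423 genes. The authors aligned 50-base single-end reads with STAR to pseudo-genomes and pseudo-transcriptomes made for each strain from Build37 and RefSeq annotation, and quantified them with RSEM after filters on read quality and adapters. The expected count that the authors deposited for each gene and library is on the scale of reads, and 25 values over all files were not whole numbers. The TPM deposited by the authors scales these counts by transcript length and library, and the FPKM deposited by the authors was read but not used. The strain and tissue of each library were taken from its labels, and the pairing of the 3 tissues of a strain comes from those labels and from the paper's design of 1 mouse per strain. No batch assignment is among the labels.

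Counts were rounded and scaled by TMM in edgeR 4.0.16. Genes with more than 1 CPM in at least 30% of the libraries were compared between tissues with limma-voom (limma 3.58.1, R 4.3.3), with strain as a replicate block, Benjamini-Hochberg adjustment, q ≤ 0.1 and an absolute log2 fold change of at least 1. The paper's methods give a q threshold of 0.01 and its results 0.1. Depth ranged from 1738046 to 42158454 counts per library with a median of 9043226, and a median of 13678 genes in liver, 16674 in lung and 15170 in kidney had a count. A value at or under 3 counts was treated as not resolved, which covers counting error only. Gene sets were tested with camera at an inter-gene correlation of 0.01, on 605 Reactome sets of 15 to 500 genes from the collection in fgsea 1.28.0 and on 8 gene lists. An NCBI gene identifier was found for 96.5% of the tested genes. Principal components used log2 CPM with a prior count of 1.

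The expression filter of the eQTL mapping removed genes with a TMM-normalized TPM of 1 or less in at least 50% of the libraries of a tissue, and genes for which an exact K-means split into 2 clusters set a single library apart. Correlations across strains used rank inverse normal values (Blom offset 0.375) of TMM-normalized TPM, with 100000 permutations, so that 1e-05 is the smallest p they can give. Differences between correlations were tested by permuting tissues within strains. Lists matched on mean expression were drawn 10000 times. For each gene, the share of 50-base windows of a transcript that occur once in NCBIM37, the build named by the paper, was counted with GENCODE vM1, and a value was found for 90.1% of the genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

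The tests of the paper's results, their alternatives, the 8 gene lists and the rule for naming genes were set before the data were examined, apart from what is said to be added. Tests of technical explanations were written later. The genes named are those the paper names, the 3 genes per direction and tissue pair with the largest log2 fold change among those past the threshold with at least 10 CPM in the higher tissue and the same direction in all strains, the 3 genes of each gene list with the largest absolute change past the threshold, and marker genes. Results of 2 of these genes are not reported here. Alternatives covered the thresholds, scaling with DESeq2 size factors, the tests of edgeR and DESeq2 1.42.0, the low-count filter, the replicate block, the tissues in the fit, rounding, log2(TPM + 1) and log2(TPM + 0.1), other measures of distance, other gene set statistics, other forms of the expression filter and other transformations of the correlations, with and without the 2 strains farthest from the median. Scaling by total counts, limma's treat and the thinning of libraries to equal total counts within strains were added after seeing the data. So was the leaving out of strains CC032 and CC042. The tissue comparison was tested on simulated data and recovered 200 of 200 changed genes with 0 false calls. Camera gave p under 0.05 for 0 of 100 random lists, the outlier step found 1000 of 1000 simulated outliers, and a simulated correlation of -0.7 was found as -0.689 on average, with 2 of 20 unrelated pairs under 0.05. Chromatin accessibility, genotypes and sequencing batches were not analysed here, haplotype effects were taken from the paper's supplement for 1 test and not estimated, and the gene set program of the paper was not used here.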

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

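The tests in this part were written down before their results were seen. The correlation of *Akr1e1* and *Zfp985* across strains differed between tissues. It was 0.0345 in liver and -0.698 in lung, a difference of 0.732 (permutation of tissues within strains, p = 4e-05, q = 1.2e-04 over 3 comparisons), and the difference between liver and kidney was 0.616 (p = 0.00187, q = 0.00281). Lung and kidney did not differ (-0.116, p = 0.262). Across the alternatives the difference ran from 0.561 to 0.801 for liver and lung and from 0.489 to 0.658 for liver and kidney. *Zfp985* had at most 3 counts in 42 of 47 liver libraries against 13 in lung and 15 in kidney, so the absence of a relation in liver cannot be told apart from a lack of counts, and a biological difference was not established.

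Marker genes of tissues other than the one sampled, which the paper does not discuss, rose together across libraries in 22 of 33 lists beyond all 1000 random lists matched on mean, and 10 lists had a median pairwise r over 0.5. In liver these were markers of exocrine pancreas (0.929, highest in CC068), skeletal muscle (0.793, CC031) and squamous epithelium of oesophagus or airway (0.756, CC041). Markers of kidney (0.621, CC033) and lung (0.501, CC033) were also among them. The CC033 liver library had a TMM factor of 0.116, and 20 genes held 93.25% of its counts. Few counts lie behind its marker values, so its place as the highest is near the floor. In lung they were markers of skeletal muscle (0.777, CC040), squamous epithelium (0.680, CC031), liver (0.605, CC010) and lymphoid follicles (0.558, CC030). In kidney they were markers of exocrine pancreas (0.700), where random lists also had a median of 0.582. The 22 lists also hold bile duct markers in liver (0.247) and red blood cell markers in lung (0.331), which belong to the organ or its blood. They cannot be told apart from tissue of a neighbouring organ in the dissection, and no separate test of that was run. RNA carried between libraries was not tested. With 1 mouse per strain, a strain difference cannot be told apart from a difference between dissections, and no biological explanation was tested.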

How the results depend on the processing

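Settings on total counts, limma's treat, equal totals within strains and fits without strains CC032 and CC042 were chosen after seeing the data. The counts of genes that differed between tissues stayed within 1.5 times the values reported in 28 of 33 comparisons set beforehand and 17 of 18 added ones. Without a fold-change threshold they were 11343 for liver and lung, 10665 for liver and kidney and 11016 for lung and kidney, against 6664, 4412 and 5591. Without the low-count filter 12142 genes differed between liver and lung, 57.5% of them higher in liver against 43.5% with it. Liver and kidney differed at 6655 genes on log2(TPM + 0.1) and 6776 on total counts without TMM, against 4412.

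Scaling moved the balance of the calls. Of the genes past the threshold both here and in one of the scalings below, the most with opposite directions was 2 (liver and lung on log2(TPM + 0.1)), and the other scalings had 0. The share higher in the first tissue was 43.5, 42.9 and 55.3% for liver and lung, liver and kidney, and lung and kidney. It was 12.6, 16.3 and 70.5% on log2(TPM + 1), 12.4, 14.4 and 71.6% on log2(TPM + 0.1), 13.7, 14.5 and 68.8% on total counts and 21.4, 24.1 and 65.3% on total counts without the most abundant genes. The median over all genes moved by -1.36, -0.88 and 0.49 on log2(TPM + 1), -1.47, -0.96 and 0.52 on log2(TPM + 0.1), -1.37, -0.95 and 0.42 on total counts, -0.87, -0.56 and 0.31 without the most abundant genes, -0.24, -0.10 and 0.14 with DESeq2 size factors and -0.25, -0.11 and 0.14 in DESeq2's test.

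Of the log2 fold changes of named genes, 909 of 927 values from settings fixed beforehand kept direction and side of the threshold, 6 were weaker, 1 stronger and 11 reversed. Of the added values these were 391 of 412, 14, 0 and 7. Over 93 genes in all pairs, 134 of 3627 values reversed and 3284 did not change. *Cox7c* for liver against kidney (0.03) became -0.071 with DESeq2 size factors, -0.074 in DESeq2's test, -0.020 without the low-count filter, -0.84 on log2(TPM + 1), -0.98 on log2(TPM + 0.1), -0.89 on total counts and -0.54 without the most abundant genes. In the last 4 settings, *Per2* became -0.79, -0.85, -0.83 and -0.46 for liver against kidney, and *Rnf13* -0.86, -1.05, -1.12 and -0.60 for liver against lung. In the first 3 of them, *Rnf13* became -0.25, -0.34 and -0.38 for liver against kidney. The last 4 settings also moved the median of all genes toward lung and kidney, and no other cause was tested.

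The distance of liver to kidney less that of lung to kidney reversed to -0.0011 on log2(TPM + 1), -0.0008 without the low-count filter, -1179 by the number of differentially expressed genes, -0.233 by the median absolute log2 fold change and -0.0531 by 1 less Spearman's correlation of tissue means. The cause was not tested. Liver and lung stayed farther apart than liver and kidney in the 7 alternatives fixed beforehand and on total counts. The mean silhouette width was 0.870 on log2(TPM + 1) and 0.781 on total counts without TMM.

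Gene lists kept direction and side of the threshold in 132 of 144 tests and 12 were weaker. With estimated inter-gene correlation, q for liver against lung was 0.165 for antigen receptor signalling, 0.241 for chemokines and cytokines with their receptors and 0.249 for innate immune receptors, and for lung against kidney 0.167 for interferon response and antigen presentation. Over the alternatives the q of these lists started from 1.1e-06, 8.9e-05, 2.1e-05 and 1.6e-08. The cause was not tested.

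Of the cross-tissue r of 7 genes, 93 of 105 values did not change direction or side of the threshold, 4 were weaker and 5 stronger. *Rnf13* was stronger for liver and kidney (from 0.186 to 0.412 on log2(TPM + 1), 0.363 on TPM without TMM and 0.484 on log2 TMM CPM). It was weaker for liver and lung (from 0.316 to 0.244 on TPM without TMM, 0.258 on log2 TMM CPM and 0.233 without the 2 farthest strains). *Pik3c2g* was stronger for lung and kidney (0.370 by rho and 0.391 without the 2 farthest strains), and *Slc44a3* weaker for liver and lung (-0.245 on TPM without TMM). The 3 that reversed were of *Pik3c2g*, at -0.0319 for liver and lung with the 2 strains farthest from the median left out, and -0.00580 on log2(TPM + 1) and -0.0128 on log2 TMM CPM for liver and kidney. On TPM without TMM, r was -0.0820 for *Rbm46* and *Gatm*, 0.0463 for *Fbln5* and *Crym* and 0.0404 for *Oscp1* and *Slc25a34*, and *Rbm46* and *Gatm* had -0.242 with the 2 farthest strains left out. The cause was not tested. The expression filter, the difference between tissues of the r of *Akr1e1* and *Zfp985* and the other mediator pairs kept their direction and side in all alternatives run. Depth limits *Zfp985* and *Cox7c* in all tissues. At most 3 counts of *Zfp985* were found in 42 liver, 13 lung and 15 kidney libraries, so its correlations with *Akr1e1* in lung and kidney carry this limit as well.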

Differences from the paper's values

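The values here are q from limma-voom with Benjamini-Hochberg adjustment, unless a setting is named. For *Cox7c*, liver against lung gave 2.9e-32 and the paper's value is 5.41e-18. None of the alternatives set before the data were examined closed the gap, and limma's treat, chosen after seeing the values, gave 7.3e-18.

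For *Pik3c2g*, liver against lung gave 1.4e-27 against the paper's 3.12e-13, and lung against kidney 8.6e-19 against the paper's 3.55e-6. Log2(TPM + 0.1) gave 5.2e-06 for lung against kidney, and none of the other alternatives set before the data were examined closed either gap. For *Akr1e1*, liver against lung gave 2.1e-45 against the paper's 1.63e-19, and lung against kidney 6.2e-54 against the paper's 4.40e-34. For *Slc44a3*, lung against kidney gave 3.2e-40 against the paper's 3.95e-13, which its supplement gives as an upper bound, and the value here lies below that bound. None of the alternatives set before the data were examined closed the gap for *Akr1e1*.

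For *Cox7c*, liver against kidney gave 0.858 against the paper's 6.25e-19, and no setting run closed the gap. The comparison of lung against kidney gave 8e-32, and the bracket in the paper's Fig 3A joins lung and kidney.

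The paper states that liver and kidney are the most similar tissues. By the root mean square difference of mean log2 CPM, lung and kidney (2.17) were closer than liver and kidney (2.22). Liver and kidney were the closest by the number of differing genes (4412), by the median absolute log2 fold change (0.65) and by Spearman's correlation (0.753), and by distance on log2(TPM + 1) and without the low-count filter, all alternatives set before the data were examined. Not all settings kept this order. The median absolute log2 fold change was larger for liver and kidney than for lung and kidney on log2(TPM + 1) (0.843 against 0.836) and log2(TPM + 0.1) (1.10 against 0.990), both set before the data were examined, and on total counts (1.12 against 0.958), chosen after seeing the values. More genes differed between liver and kidney than between lung and kidney on log2(TPM + 0.1) (6655 against 6027) and on total counts (6776 against 5877). On the 500 most variable genes, Spearman's correlation was lowest for liver and kidney (0.00658, against 0.0352 for lung and kidney and 0.0467 for liver and lung). By distance with DESeq2's size factors and on the 500 most variable genes, also set before the data were examined, lung and kidney were the closest.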

Other observations

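The tests of unique windows in *Cox7c* and *Rex2* and of the strain genome used for alignment were chosen only after the result was seen. The counts of differing genes were set against 50 drawn splits in which tissue labels were exchanged within strains, the real split included. For each tissue pair 1 split, the real one, gave as many genes, and the largest count of the other splits was 8 for liver and lung, 1741 for liver and kidney and 1977 for lung and kidney. The largest ratio of counts between scalings was 1.54 for total counts without TMM against TMM and 1.01 for DESeq2's size factors. It was 1.18 when the most abundant genes were left out of the library sizes. The share higher in liver than in lung was then 21.4%, against 43.5% with TMM. Of the genes reported, 5350 of 6664 for liver and lung, 3774 of 4412 for liver and kidney and 5069 of 5591 for lung and kidney stayed past the threshold in that setting. The number of genes thus changed by less than the 1.5 times set for this test, while the genes that passed and their balance moved. Every scaling corrects for library size, and these ratios do not test it. The libraries of each strain were also thinned at random to the smallest total among them. At these equal totals, 6582 genes differed between liver and lung, 4315 between liver and kidney and 5555 between lung and kidney. Of the genes reported, 96.8, 96.3 and 98.1% stayed past the threshold in the same direction. Differences in total counts between the tissues of a strain therefore do not account for the number of genes. Depth over the less abundant genes was not made equal, since the totals include the most abundant ones. In CC033, for example, 20 genes held 93.25% of the counts in liver and 22.54% in lung. A difference in that depth was not excluded.

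Over genes with a liver local-eQTL, a library's best match in another tissue was its own strain in 30 to 43 of 47 strains, the fewest between lung and kidney and the most between liver and kidney. Over 2 sets of genes chosen for their correlation between tissues, described next, it was so in 44 to 46 strains. Over 185 genes chosen for a high correlation between tissues, the liver library labelled CC032 was most like CC012 in lung (0.611, own strain 0.00640) and kidney (0.574, own 0.0135). The lung library labelled CC042 was most like CC036 in liver (0.510, own 0.0880) and kidney (0.568, own 0.0636). Within liver, CC012 and CC032 correlated at 0.693 against 0.290 for the next pair, and within lung CC036 and CC042 at 0.516 against 0.310. On 620 genes whose lowest correlation between tissues lay from 0.3 to 0.5, a lower band chosen from the same libraries, the same strains matched best across tissues, with the lowest of the 4 correlations at 0.226. The evidence was not uniform. Within lung, the closest pair on the genes of the lower band was CC061 and CC021 (0.371), and over the eQTL genes the best match of the CC032 liver library in lung was CC046 and that of the CC042 lung library in liver was CC032. In kidney they were CC012 (0.242) and CC036 (0.245). Other libraries matched another strain more strongly over the eQTL genes. In kidney, the lung library labelled CC055 was most like CC033 (0.411, own strain 0.125). The lung library labelled CC033 was most like CC053 (0.390, own 0.134) and that labelled CC037 most like CC019 (0.358, own 0.124). In lung, the kidney library labelled CC032 was most like CC033 (0.292, own 0.115). Over these genes CC012 and CC032 were the closest pair within liver, at 0.609 against 0.317 for the next. The mismatches of the CC032 liver and CC042 lung libraries may come from another strain's label. The eQTL genes do not settle this. The total counts of these 2 libraries ranked 39 and 42 of 47 from the lowest, so low depth does not account for their mismatches.

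If reads of another strain were aligned to the labelled strain's genome, genes with few unique windows could lie nearer to the labelled strain. Under 80% unique windows, 16 of 37 genes (43.2%) did so, against 39 of 124 (31.5%) of the others (Fisher's exact p = 0.236), which does not decide it. The library labelled CC032 had 7 of 17 (41.2%) against 10 of 56 (17.9%) (p = 0.0574), and that labelled CC042 9 of 20 (45.0%) against 29 of 68 (42.6%) (p = 1.00). *Cox7c* gave a mixed picture. In the liver library labelled CC032 its normalized TPM was 1.23, near the lung and kidney values of CC032 (0 and 1.69) and far from CC012 in liver (127). In the lung library labelled CC042 it was 0.943, near CC036 in lung (1.08) and far from CC042 in liver (35.8). The liver library labelled CC030 was most like CC004 on the genes of the lower band (0.331 in lung against 0.181 for its own strain, and 0.284 in kidney against 0.186). It was also most like CC004 over the eQTL genes (0.182 in lung against 0.113, and 0.190 in kidney against 0.175), while on the genes with the highest correlations its own strain matched best. No library had more counts of *Xist* than of Y-linked genes (0 libraries).

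Genes listed with several transcripts had low counts. The median was 2.42 CPM for 18311 genes with 1 transcript, 0.487 CPM for 3205 genes with 2, 0.335 CPM for 1357 with 3 and 0.247 CPM for 1172 with more. Within the oxidative phosphorylation list the log2 difference between genes with several transcripts and genes with 1 was -4.85 (permutation p = 1e-05, the smallest they can give). Among these genes *Per1* had 0.0417 CPM and *Clock* 0.731 CPM. This is consistent with reads shared by transcripts of the same gene having been left out of the counts, and no biological explanation was tested. Of 378 genes with a transcript listed at several positions, 327 were at 0 in all libraries, against 1444 of 24045 others.

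The share of windows that occur once was 20.7% for the *Cox7c* transcript nearest the paper's coordinate and 3.41% for *Rex2*, against a median of 99.0% over 21998 genes, so the 0 counts of *Rex2* may come from reads shared with other copies. The other 3 *Cox7c* transcripts had 28.5, 51.8 and 72.1%, and the low counts of *Cox7c* in many strains cannot be told apart from shared reads. Among genes with a liver local-eQTL in the part of the paper's supplement at hand, 10.7% had under 80% unique windows, against 8.54% of other genes past the liver filter (permutation p = 0.0248), and the other genes include eQTL genes outside that part. The paper's haplotype effect of C57BL/6J did not differ between eQTL genes under 80% (0.0470) and the rest (0.0210, permutation p = 0.446).

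Genes with a liver local-eQTL kept the order of strains between lung and kidney more than lists matched on mean expression. The median r of 1079 genes was 0.216, the highest of 10000 lists was 0.169, and 0.183 when the lists were also matched on variance. Expression level does not account for it. Lists drawn from the other genes can hold eQTL genes that the part at hand does not list.

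The correlation of *Per2* between tissues could come from the time of day at which tissues were collected. Over 9 other clock genes the median r between lung and kidney was 0.441, and 4 of 10000 lists matched on mean were as high (highest 0.498, median 0.145), so the clock genes kept the order of strains between lung and kidney beyond nearly all lists. Between liver and lung 110 lists were as high and between liver and kidney 690. The r of *Per2* between lung and kidney given the mean of the other clock genes was 0.859 (permutation p = 1e-05, the smallest they can give) against 0.824 without it. This adjustment does not test time of day, since the other genes did not all follow *Per2* as the phase assigned to them here predicts. The assigned phases also set the signs in that mean and were not tested, so a wrong phase would weaken the adjustment. *Cry1*, taken to oppose *Per2*, correlated with it at -0.0260, 0.815 and 0.577 in liver, lung and kidney, and *Nr1d1*, taken to rise with it, at -0.186, -0.297 and -0.160. *Arntl*, taken to oppose it, had -0.794, -0.435 and -0.304. The correlation of *Per2* cannot be told apart from time of day at tissue collection.

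On 6 chromosomes wholly in the part of the paper's S1 File at hand, the paper lists 1815 genes for liver and lung. Here 1944 genes with a position in the annotation passed, 1743 of them among the paper's. With limma's treat, chosen after seeing the data, these were 1796 and 1737. A position was found for 90.1% of all genes, and the others were left out of these numbers, which are therefore too low. They do not measure disagreement, since all 1978 tested genes of the part at hand passed in the paper's direction. The median difference in log10 q from the paper was -23.5, and -4.25 with treat. With treat and q ≤ 0.01 the counts for the 3 tissue pairs ran from 3640 to 5865.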
